# Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition

**DOI:** 10.1186/1756-8935-6-28

**Published:** 2013-09-02

**Authors:** Marcin Cieślik, Stephen A Hoang, Natalya Baranova, Sanjay Chodaparambil, Manish Kumar, David F Allison, Xiaojiang Xu, J Jacob Wamsley, Lisa Gray, David R Jones, Marty W Mayo, Stefan Bekiranov

**Keywords:** EMT, Epigenetics, Chromatin, Reprogramming, Feedback

## Abstract

**Background:**

The epithelial-mesenchymal transition (EMT) is a de-differentiation process required for wound healing and development. In tumors of epithelial origin aberrant induction of EMT contributes to cancer progression and metastasis. Studies have begun to implicate epigenetic reprogramming in EMT; however, the relationship between reprogramming and the coordination of cellular processes is largely unexplored. We have previously developed a system to study EMT in a canonical non-small cell lung cancer (NSCLC) model. In this system we have shown that the induction of EMT results in constitutive NF-κB activity. We hypothesized a role for chromatin remodeling in the sustained deregulation of cellular signaling pathways.

**Results:**

We mapped sixteen histone modifications and two variants for epithelial and mesenchymal states. Combinatorial patterns of epigenetic changes were quantified at gene and enhancer loci. We found a distinct chromatin signature among genes in well-established EMT pathways. Strikingly, these genes are only a small minority of those that are differentially expressed. At putative enhancers of genes with the ‘EMT-signature’ we observed highly coordinated epigenetic activation or repression. Furthermore, enhancers that are activated are bound by a set of transcription factors that is distinct from those that bind repressed enhancers. Upregulated genes with the ‘EMT-signature’ are upstream regulators of NF-κB, but are also bound by NF-κB at their promoters and enhancers. These results suggest a chromatin-mediated positive feedback as a likely mechanism for sustained NF-κB activation.

**Conclusions:**

There is highly specific epigenetic regulation at genes and enhancers across several pathways critical to EMT. The sites of these changes in chromatin state implicate several inducible transcription factors with critical roles in EMT (NF-κB, AP-1 and MYC) as targets of this reprogramming. Furthermore, we find evidence that suggests that these transcription factors are in chromatin-mediated transcriptional feedback loops that regulate critical EMT genes. In sum, we establish an important link between chromatin remodeling and shifts in cellular reprogramming.

## Background

Differentiation and lineage commitment occurs through a highly regulated sequence of cellular changes in response to the environment [1]. A conserved de-differentiation process known as the epithelial-mesenchymal transition (EMT) occurs during physiological processes such as development and wound healing [2]. EMT progression involves coordinated cellular remodeling, which results in a less differentiated phenotype in order to reorganize tissue structures. Induction of EMT in epithelial cells results in loss of apical-basal polarity and the adoption of a migratory and invasive mesenchymal phenotype [3]. Recent evidence suggests that inappropriate induction of EMT in tumor cells is associated with the progression of human carcinomas (reviewed in [4,5]). During cancer progression, tumor grade, metastasis, drug resistance, tumor heterogeneity, and cancer stem cell maintenance all correlate with deregulated EMT [6-8].

An increasing body of evidence indicates that the mesenchymal phenotype is established through genome-wide and locus-specific epigenetic reprogramming [9-11]. This suggests that epithelial and mesenchymal phenotypes are coordinated through changes to chromatin states, and a possible role for the so-called ‘histone code’ in EMT [12,13]. According to one hypothesis, phenotypic switches depend on the chromatin-mediated stabilization of transcription factor (TF) activity [14,15]. Although studies have begun to discover mechanistic roles for changes in specific histone modifications during EMT, the combinatorial nature of the reprogramming remains unclear [9].

A number of studies have attempted to discover functional chromatin domains through a computational process referred to as ‘chromatin profiling’ [16,17]. It has been established that combinatorial patterns of posttranslational histone modifications and covalent changes to genomic DNA delineate functional elements within the genome. These histone codes correlate with gene expression and function, enable the *de-novo* discovery of genomic features such as transcription start sites and cis-regulatory regions [17,18], and also aid in specifying cell lineages [19]. As a result, association between chromatin profiles and molecular function has been reported on the basis of GO-term enrichments [16,20-22]. Therefore, we sought to discover patterns of histone modifications that contribute to epigenomic reprogramming during EMT, and how changes in these modifications relate to the signaling events that are known to establish the mesenchymal phenotype.

We clustered chromatin profiles, and discovered that genes and pathways involved in EMT show essentially the same changes in all sixteen histone modifications, and two variants that we profiled. We also see coordinated changes at their local enhancers. Strikingly, these genes represent a small minority of the total set of differentially expressed genes. Our results suggest that specific changes in histone modifications coordinate the regulation of genes and pathways involved in EMT. In concordance with previous research that demonstrates the epigenetic regulation of enhancer activity, we reveal distinct changes in chromatin at enhancers during EMT [23-25]. Furthermore, we show that the directionality of these changes can be distinguished by enrichments for the known binding sites of two different groups of transcriptional regulators. Results from our analyses are all consistent with a model of transcriptional feedback loops mediated by shifts in chromatin states. Our data-driven and integrative computational approach reveals broad epigenetic coordination of transcription factors and signaling cascades with established roles in EMT. We put forward the hypothesis of positive feedback loops involving the NF-κB and AP-1 TF families, and analogous repression of feedback involving MYC.

## Results and discussion

### General strategy

Given the current research that implicates epigenetic mechanisms in the regulation of EMT, we hypothesized that epigenetic reprogramming broadly coordinates cellular processes that contribute to the phenotypic switch. Furthermore, we hypothesized that this coordination occurs in cancer cells that undergo EMT, despite their mutational landscape and genomic instability. Our goal was to discover a shared epigenetic signature between known EMT drivers and further evidence of epigenetic coordination.

To test our hypothesis, we mapped sixteen histone modifications, two histone variants, and collected gene expression data in 3D cultures of untreated (epithelial) and cytokine-treated (mesenchymal) A549 cells (Figure 1A). 

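Gene expression was measured in A549 cells, a human lung adenocarcinoma line, in spheroid (3D) and monolayer (2D) cultures. Each culture type was given either vehicle or TNF at 10 ng/ml and TGFβ at 2 ng/ml in 2 rounds of 48 h, which is 4 days in all. Spheroids were started from 25000 cells, and the medium held 2% serum during treatment. There are 2 Affymetrix U133 plus 2.0 arrays per group and 8 arrays in all. The methods call the pairs technical duplicates, whereas the deposited description of the design calls them biological replicates, so the spread between arrays is not known to include differences between cultures. The authors made the deposited values with GCRMA, which removes background and gives a log2 expression value per probe set. No value lies below 2.23 on this scale, and the array medians lie between 2.43 and 2.50, so the dimmer part of the probe sets carries no usable signal. The value table holds 54675 probe sets, of which 62 Affymetrix controls were left out and 54613 were tested. Of these, 41091 name 1 gene, 1801 name several genes and 11721 are unnamed in the reference table used here, which leaves 19775 genes. Differences between groups were tested with limma on 4 group means, with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. A gene is represented in the 3D comparison by its probe set with the largest log2 fold-change in size, as in the methods. All 1999 GC1 entries of Table S5 that could be read matched a tested probe set, and their log2 fold-changes differed from those computed here by at most 5e-06. Of these entries, 524 have an adjusted p under 0.05 in the paper's table and 525 in the limma fit here. With 2 arrays per group, the number of arrays limits the precision of each value. Gene lists were written before the data were examined and tested with camera from limma at a preset correlation of 0.01, and with an estimated correlation beside it. No list kept an adjusted p under 0.05 with the estimated correlation in the 3D comparison.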

Briefly, our model system consists of creating three-dimensional NSCLC A549 cultures by hanging droplet [26], and subsequently treating the spheroids with tumor necrosis factor (TNF) and transforming growth factor beta (TGFβ) to induce EMT (Figure 1A). Similar protocols have been utilized to induce EMT in other cell types [27]. This model has been shown to recapitulate critical characteristics of EMT. Reprogrammed cells are shown to have a migratory phenotype, metastatic potential, stem-cell characteristics, and mesenchymal markers. Specifically, we have demonstrated an increase in the expression of master switch EMT transcription factors, TWIST1, SNAI1, SNAI2 and ZEB2, and robust upregulation of stem-cell markers, including KLF4, SOX2, POU5F1/Oct4, MYCN, and KIT. We have also shown loss of CDH1, gain of VIM, greatly increased invasiveness, and increased ability to form lung metastases in nude mice. Importantly, we have demonstrated that, in this particular system, functional characteristics of EMT are dependent on the activity of RELA (p65) (Kumar, M *et al.*, PLOS ONE, in press).

**Figure 1:**
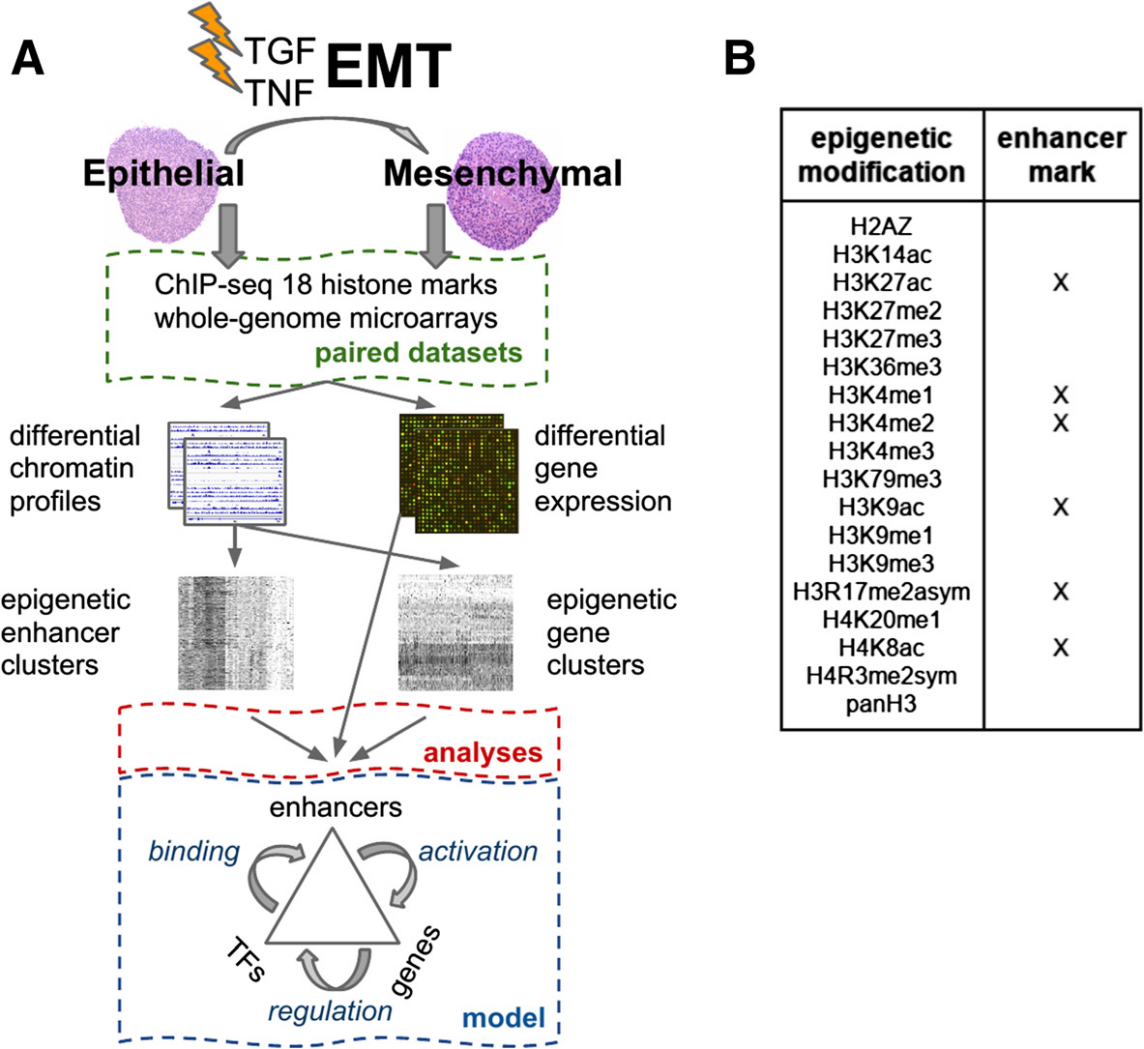
**Experimental design and data. (A)** Flow-chart of the experimental setup and analysis methodology. The epithelial-mesenchymal transition (EMT) was induced using TNF and TGFβ in spheroid cultures. Cells were collected before and after treatment (4 days), and whole-genome gene expression and chromatin profiles of 18 histone modifications and variants were obtained. From the paired data sets we measured differential gene expression and calculated differential epigenetic profiles (DEP). The DEPs were calculated individually for gene and enhancer loci and subsequently clustered. Analyses of the resulting epigenetic gene and enhancer clusters included functional enrichment profiling, network partitioning / ranking, and transcription factor (TF) binding. The results were shown to be consistent with a chromatin-mediated feedback model that involves specific TFs binding activated enhancers that upregulate expression in EMT-related gene clusters. **(B)** Table of histone modifications assayed. Histone modifications shown to be correlated and enriched at enhancer loci are indicated.

The set of histone marks that were mapped includes those that preferentially associate with transcription start sites, gene bodies, enhancers, or heterochromatin, as well as poorly characterized marks (Figure 1B) [25,28-31]. We and others have shown that many of the mapped marks correlate with transcriptional activity [32]. Here we find a subset of marks correlated at enhancer loci (Figure 1B, [see Additional file 1: Figure S1]). These data were used to quantify the differences in enrichment of each histone modification at gene and enhancer loci. To classify genes (and separately, enhancers) based on their differential epigenetic profiles (DEPs), we employed an unsupervised clustering technique [33]. This effectively groups genes (or enhancers) that share highly similar DEPs across the eighteen chromatin marks analyzed. We then used these gene and enhancer clusters as the foundation of our functional downstream analyses that integrate multiple sources of functional annotations and molecular data (Figure 1A). Specifically, unsupervised clustering enabled us to identify patterns of chromatin remodeling, which we link to signaling pathways and transcription factor activity associated with EMT through comprehensive systems-level analyses.

### Chromatin profiling reveals epithelial-mesenchymal transition-related gene clusters

Genome-wide application of our clustering methodology with the combined ChIP-seq data yielded twenty-nine non-overlapping gene clusters (GCs). Briefly, our method clusters genes based on the epigenetic profile of gains (positive difference of normalized levels of ChIP-seq enrichment between the mesenchymal and epithelial states) and losses (negative difference) of histone modifications at gene loci during EMT. Each gene locus was partitioned into four segments: promoter, transcription start site (TSS), early gene, and gene body [see Additional file 2: Figure S2]. It should be noted that genes within a given cluster display highly similar profiles of positive and negative differences across the sixteen histone modifications and two variants (Figure 2A). This profile similarity likely occurs because the genes within a cluster undergo similar epigenetic regulation and recognizably distinct regulation of genes from different clusters.

**Figure 2:**
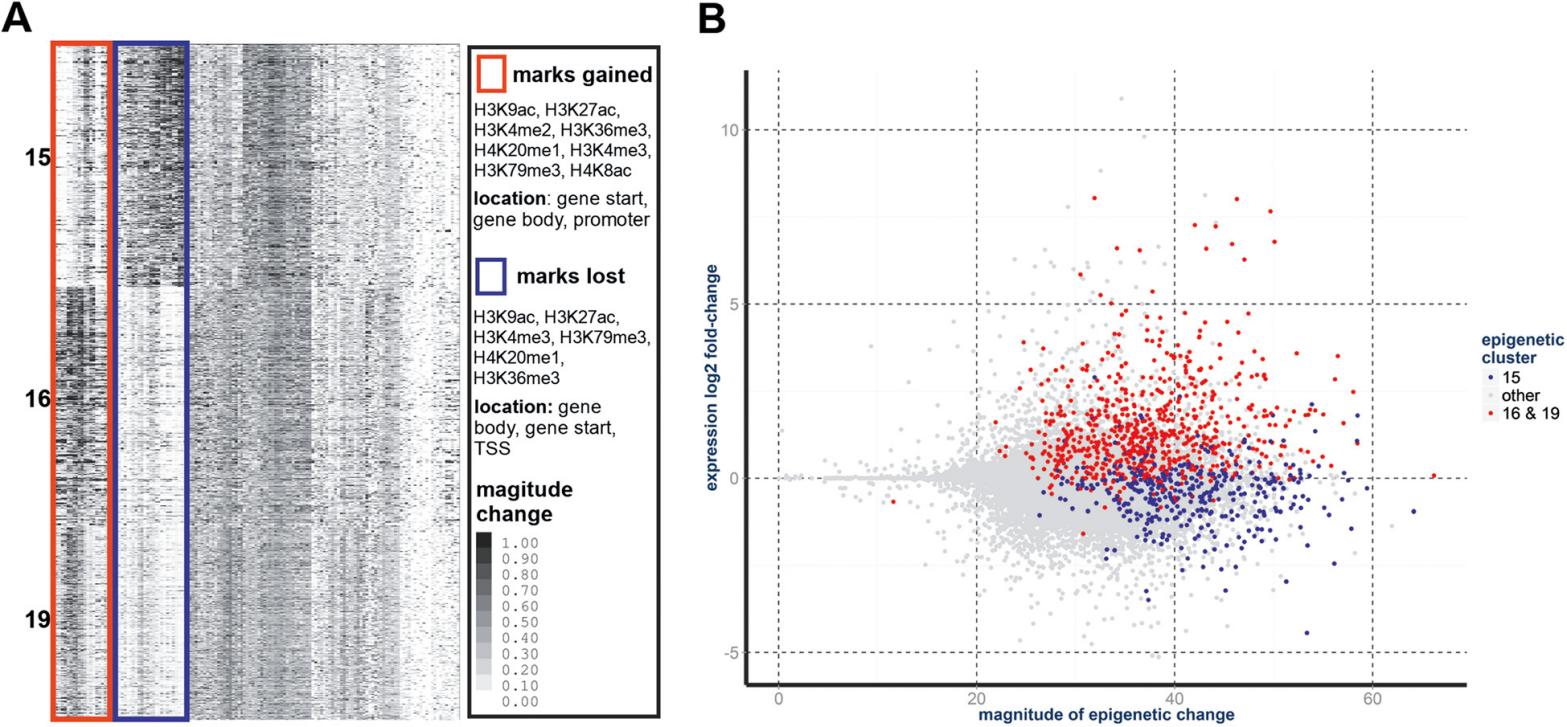
**Epithelial-mesenchymal transition-related gene clusters (EMT-GCs) are differentially expressed and show antipodal patterns of chromatin remodeling. (A)** Differential epigenetic profiles (DEPs) of the EMT-GCs. Heat map shows the DEPs of genes (rows) from the EMT-GCs (other clusters are omitted). Groups of DEP columns that distinguish clusters 16 and 19 from 15 are indicated through colored boxes. Summary of the antipodal patterns of change in histone modification levels are provided in the table. The red box shows changes specific to clusters 16 and 19. The blue box shows changes specific to cluster 15. **(B)** EMT-GCs in the differential expression-epigenetic plane. Each dot represents a gene, colored dots are genes from the EMT-GCs: 16 and 19 (red), and 15 (blue). Differential gene expression (log2 fold-change) is on the Y-axis. The total magnitude of epigenetic difference (sum of DEP elements) at a gene locus is on the X-axis.

To identify clusters that are associated with known EMT biology, we looked for enrichments in a subset of GO-derived molecular functions that are enriched among genes known to be involved in EMT. Two clusters, GC16 (378 genes) and GC19 (305 genes) (Figure 2A), are enriched for many of the same GO-terms as a literature-based reference list of EMT-associated genes [see Additional file 3: Table S1] and a similar list of genes annotated with GO-terms explicitly referencing EMT [see Additional file 4: Table S2]. We quantify this degree of overlap and refer to it as functional similarity (Figure 3A, [see Additional file 5: Table S3]). Genes within these clusters have increased expression (Figure 2B), and possess similar patterns of chromatin remodeling (Figure 2A, [see Additional file 6: Figure S3]). 

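Most of the genes that the text places in GC16 and GC19 rose in treated 3D cultures. Of the 16 measured genes that the text places in GC16, 13 rose, 0 fell and 3 did not pass (16 higher when adjusted over the list alone). For GC19, 6 of 10 rose and 0 fell (8 higher when adjusted over the list alone). A further 8 genes are placed in either cluster, and 5 of them rose and 0 fell (6 higher when adjusted over the list alone). The study named some of these genes for their expression on the same arrays and others as hubs of its interaction network, so the counts are not independent evidence of direction. CTNNB1, which encodes the adherens junction protein β-catenin, had a log2 fold-change of 0.89 (standard error 0.12, adjusted p = 0.0209) from limma. CAV1, the caveolar coat protein, went from 10.62 ± 0.18 to 11.22 ± 0.06 (SD, n = 2 arrays), a log2 fold-change of 0.60 with an adjusted p of 0.045 from limma's model. PRKCA and ABL1, a protein kinase C and a tyrosine kinase, had log2 fold-changes of 1.78 and 0.36 (limma adjusted p = 0.041 and 0.0385). Several members did not pass: SMAD3, the TGFβ effector, had a log2 fold-change of 0.70 (adjusted p = 0.0776), the focal adhesion kinase gene PTK2 1.48 (0.0754) and the small GTPase gene RAC1 0.69 (0.0951) in limma. The GTPase genes CDC42 and RHOA had log2 fold-changes of 0.60 and 0.10, and YWHAQ, a 14-3-3 protein, −0.19 (limma adjusted p = 0.267, 0.0874 and 0.536). Without 3D treated replicate 1, SMAD3, PTK2 and RAC1 passed (limma adjusted p = 0.0414, 0.0099 and 0.0416, within ranges over all alternatives of 0.022 to 0.492, 0.0099 to 0.318 and 0.0278 to 0.294). PRKCA has the opposite sign on its probe set with the highest mean (−0.28, limma adjusted p = 0.0812), where CAV1 and CTNNB1 did not pass either (0.19 and 0.59, adjusted p = 0.319 and 0.0935). Of these 4 limma calls, 3 ended without 3D control replicate 1 (adjusted p up to 0.14), 2 without 3D control replicate 2 (up to 0.165), 4 without 3D treated replicate 1 (up to 0.122), 4 without 3D treated replicate 2 (up to 0.154), 3 without either 2D control array (up to 0.108) and 3 without either 2D treated array (up to 0.0866). This concerned ABL1, CAV1, CTNNB1 and PRKCA, and 1 of 4 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.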

We have listed the most significant EMT GO terms for GC16 in Additional file 7: Table S4 (for example, cell adhesion, False Discovery Rate (FDR) corrected *P* value <1e-5). A third cluster, GC15 (385 genes), had a more modest functional similarity to the reference list of EMT-associated genes, but had high functional similarity to GC16 and GC19 (Figure 3B, [see Additional file 5: Table S3]). However in contrast, GC15 shows a global decrease in expression (Figure 2B, [See Additional file 8: Table S5]). 

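The GC15 genes that the text names went both ways in treated 3D cultures. Of 22 measured, 11 rose, 6 fell and 5 did not pass (11 higher and 7 lower when adjusted over the list alone). The study named several of them for expression on the same arrays that was an exception in their cluster, and others as network hubs, so they are neither a sample of the cluster nor independent evidence of direction. RXRA, which encodes a nuclear retinoid receptor, had a log2 fold-change of 1.02 (standard error 0.11, adjusted p = 0.0141) from limma, with the level going from 5.97 ± 0.07 to 7.00 ± 0.11 (SD, n = 2 arrays). ACTB, which encodes β-actin, had a log2 fold-change of 0.07 (limma adjusted p = 1). For IKBKG, the regulatory subunit of the IκB kinase complex, it was −0.17 (limma adjusted p = 0.536). On its probe set with the highest mean, RXRA had a log2 fold-change of −0.37 (limma adjusted p = 0.157). The call of RXRA ended without 3D control replicate 1 (adjusted p = 0.0653) and 3D control replicate 2 (adjusted p = 0.0566) in limma. It passed with replicate number as a block and did not pass in a fit of the 3D arrays alone.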

The similarity of GC15, GC16, and GC19 in terms of significant GO-terms suggests that genes from these three clusters are engaged in a focused and coordinated process that drives EMT. We refer to these three gene clusters as EMT-related gene clusters (EMT-GCs) and focus our attention on their characteristics and functional similarities (Figures 2 and 3). In subsequent analyses, we provide evidence that EMT is driven by genes in these clusters. Remarkably, the EMT-GCs represent only 5.2% of all 20,707 analyzed genes, compared to 18.5% that are differentially expressed at 5% FDR [See Additional file 8: Table S5]. 

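In treated 3D cultures, 1275 genes rose and 2267 fell, together 17.9% of the 19775 genes measured, at an adjusted p under 0.05 from limma. Among the genes with the largest increases were LCE3D, a gene of the epidermal cornified envelope, and PPP1R14C, an inhibitor of protein phosphatase 1. LCE3D was near background in control spheroids and at least 828-fold higher on the mean of the treated ones (SD 1.03, n = 2 arrays; 499-fold without 3D treated replicate 1), with a log2 fold-change of 9.81 (standard error 0.49, adjusted p = 0.00307) from limma. PPP1R14C had a log2 fold-change of 8.04 (standard error 0.25, limma adjusted p = 0.00127). GAL, the neuropeptide galanin, was 220-fold higher (limma adjusted p = 0.00187), and both of these genes had identical values on both control arrays, for PPP1R14C close to background. The sizes given for PPP1R14C and GAL are therefore not exact. PDGFB, a platelet-derived growth factor chain, rose at least 96.6-fold from near background (limma adjusted p = 0.000652). Among the genes with the largest decreases were SLC51B, a subunit of a bile acid transporter, and KCNE3, a potassium channel subunit, with log2 fold-changes of −5.13 and −5.09 (standard errors 0.22 and 0.23, limma adjusted p = 0.00223 and 0.00249). ST8SIA4, a polysialyltransferase, fell by 4.76 on the log2 scale, and the alcohol dehydrogenase gene ADH1C had a log2 fold-change of −4.66 (limma adjusted p = 0.00343 and 0.0283), with an identical value on both treated arrays. The size given for ADH1C is therefore not exact. Of the metabolic genes PDK4, a kinase that inhibits pyruvate dehydrogenase, and HAO1, a peroxisomal oxidase, the first fell 19.0-fold and the second at least 15.9-fold (limma adjusted p = 0.00707 and 0.00341). THSD7A was near background in treated cultures and at least 19.5-fold lower (limma adjusted p = 0.00145). PRR15L, the selenium-binding protein gene SELENBP1 and SPATA17 had log2 fold-changes of −4.44, −4.38 and −4.31 (limma adjusted p = 0.00397, 0.0035 and 0.0104). For the noncoding RNA LINC00473 and the actin-severing protein gene SCIN they were −4.26 and −4.17 (limma adjusted p = 0.0171 and 0.0125), and on the probe set of SCIN with the highest mean −0.14 (0.536). The fall of LINC00473 was 19.2-fold, but 11.3-fold without 3D treated replicate 2 and 32.5-fold without 3D treated replicate 1. That of SPATA17 was 19.8-fold, but 13.2-fold without 3D treated replicate 1 and 29.8-fold without 3D treated replicate 2. The number of changed genes was 2346 with replicate number as a block, 554 with the 3D arrays fitted alone, 1929 with a fold of at least 2 and 5573 after a filter on dim probe sets, and with single arrays left out it was 1985 (without 3D control replicate 2) to 4344 (without 3D treated replicate 1). The balance of directions turned without either 3D treated array, with 2335 genes higher and 2009 lower in limma without replicate 1 and 1992 and 1414 without replicate 2. Of the calls of these 16 genes by limma, 4 ended without 3D control replicate 1 (adjusted p up to 0.122), 3 without 3D control replicate 2 (up to 0.102), 1 without 3D treated replicate 1 (0.0829), 1 without 3D treated replicate 2 (0.0963), 1 without either 2D control array (0.0523) and 2 without either 2D treated array (up to 0.0761). This concerned ADH1C, LINC00473, SCIN and SPATA17, and 15 of 16 calls passed with replicate number as a block and 8 in a fit of the 3D arrays alone.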

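In 3D cultures treated with TNF and TGFβ, lists of extracellular matrix and mesenchymal genes had more members higher than lower, and epithelial markers more lower than higher, although many members did not pass. Among the EMT transcription factors, 5 of 11 rose and 1 fell (7 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 5.41e-05, and adjusted p = 0.0986 with an estimated correlation. ZEB2, which represses epithelial genes, was near background in control cultures and at least 16.3-fold higher after treatment, with a log2 fold-change of 4.08 (standard error 0.19, adjusted p = 0.00262) from limma. FOXC2 and ZEB1, other transcription factors of EMT, had log2 fold-changes of 3.02 and 1.39 (limma adjusted p = 0.0101 and 0.00376). Of 23 mesenchymal markers, 9 rose and 1 fell (10 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 0.000197, and adjusted p = 0.113 with an estimated correlation. TNC, the matrix protein tenascin C, was 32.1-fold higher (limma adjusted p = 0.0102) and the collagen cross-linking enzyme gene LOX 23.8-fold (adjusted p = 0.00955). NT5E, the surface enzyme CD73, was at least 23.5-fold higher, from near background, and CDH11, a mesenchymal cadherin, 14.0-fold (limma adjusted p = 0.00106 and 0.0143). VIM, the intermediate filament vimentin, had a log2 fold-change of 1.60 (standard error 0.19, adjusted p = 0.0153) from limma, on a probe set close to background in control cultures. Collagens rose in 13 of 26 members and fell in 1 (14 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 6.39e-07, and adjusted p = 0.113 with an estimated correlation. The fibril and network collagen genes COL8A1, COL22A1 and COL5A1 had log2 fold-changes of 5.77, 4.75 and 4.14 (limma adjusted p = 0.0049, 0.00866 and 0.0152). COL5A1 was 17.6-fold higher, but 11.7-fold without 3D treated replicate 1 and 26.7-fold without 3D treated replicate 2. Of 29 laminins and other matrix glycoproteins, 10 rose and 0 fell (13 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 1.83e-06, and adjusted p = 0.152 with an estimated correlation. The proteoglycan genes SPOCK1 and VCAN and the laminin chain gene LAMB3 were 94.6-fold, 7.42-fold and 3.93-fold higher (limma adjusted p = 0.00145, 0.0153 and 0.00838), SPOCK1 from a value that was identical on both control arrays. The fold of SPOCK1 is therefore not exact. Of 19 integrins, 4 rose and 1 fell (6 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.0199, and adjusted p = 0.392 with an estimated correlation, and ITGA2, ITGA5 and ITGAV had log2 fold-changes of 2.10, 1.80 and 1.71 (limma adjusted p = 0.00538, 0.0108 and 0.0144). Of 30 epithelial markers, 2 rose and 9 fell (3 higher and 13 lower when adjusted over the list alone), with camera adjusted p = 0.0155, and adjusted p = 0.152 with an estimated correlation. CDH1, the epithelial cadherin, had a log2 fold-change of −1.64 and EPCAM, an epithelial adhesion molecule, −2.20 (limma adjusted p = 0.0234 and 0.0402). KRT7, a keratin, and CLDN4, a tight junction protein, went the other way, at 1.78 and 1.77 (limma adjusted p = 0.0477 and 0.036). On the probe sets with the highest means, the calls of VIM (0.32, limma adjusted p = 0.0839), KRT7 (0.91, 0.0592) and NT5E (1.56, 0.0509) ended. With 1 array left out of the limma fit, of 21 calls 8 ended without 3D control replicate 1 (adjusted p up to 0.156), 10 without 3D control replicate 2 (up to 0.187), 2 without 3D treated replicate 1 (up to 0.105), 3 without 3D treated replicate 2 (up to 0.109), 3 without either 2D control array (up to 0.113) and 4 without either 2D treated array (up to 0.0911). The genes that lost a call were CDH1, CDH11, CLDN4, COL5A1, EPCAM, ITGA5, ITGAV, KRT7, TNC, VCAN and VIM, and 19 of 21 calls passed with replicate number as a block and 4 in a fit of the 3D arrays alone.

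**Figure D1:**
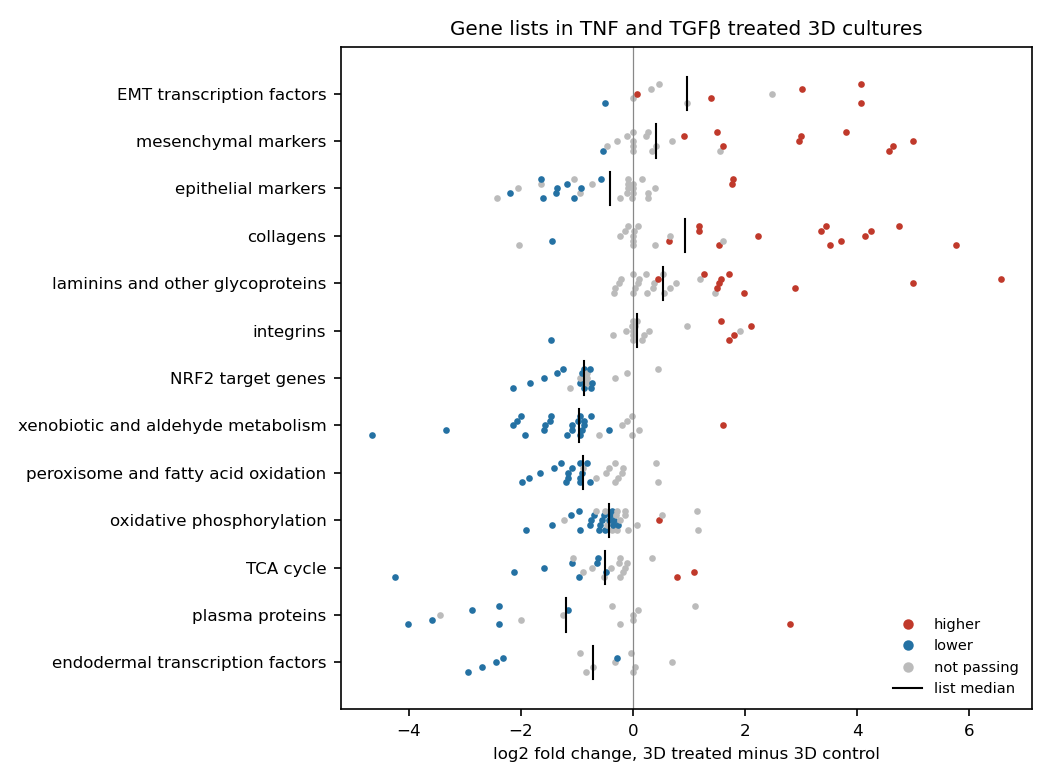
Log2 fold-changes of the members of 13 gene lists in treated minus control 3D cultures (horizontal axis, log2 scale), one point per gene and one line of points per list. Red points are genes called higher, blue points genes called lower and grey points genes that did not pass. Black bars are list medians, which run from −1.20 for plasma proteins to 0.97 for EMT transcription factors.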

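Most genes of xenobiotic metabolism, NRF2 targets, peroxisomes and oxidative phosphorylation fell in the same treated 3D cultures, while in other metabolic and endodermal lists most members did not pass. Of 28 genes of xenobiotic and aldehyde metabolism, 1 rose and 21 fell (1 higher and 22 lower when adjusted over the list alone), with camera adjusted p = 1.02e-08, and adjusted p = 0.058 with an estimated correlation. FMO5, a flavin-containing monooxygenase, fell 10.1-fold and the aldehyde dehydrogenase gene ALDH3A2 4.22-fold (limma adjusted p = 0.0231 and 0.0114). Of 20 target genes of NRF2, the oxidative stress regulator, 0 rose and 12 fell (0 higher and 13 lower when adjusted over the list alone), with camera adjusted p = 6.39e-07, and adjusted p = 0.152 with an estimated correlation. NQO1, a quinone reductase, went from 14.25 ± 0.03 to 12.10 ± 0.02 (SD, n = 2 arrays), a log2 fold-change of −2.14 with a limma adjusted p of 0.00148. The transporter gene ABCC2, the ketosteroid reductase gene AKR1C1 and GCLC, of glutathione synthesis, had log2 fold-changes of −1.85, −1.59 and −1.36 (limma adjusted p = 0.0168, 0.00307 and 0.00681). Peroxisome and fatty acid oxidation genes fell in 15 of 26 and rose in 0 (0 higher and 19 lower when adjusted over the list alone), with camera adjusted p = 4.32e-08, and adjusted p = 0.125 with an estimated correlation. Examples are PEX11A of peroxisome division, CPT2 of mitochondrial fatty acid import and catalase (CAT), at −1.98, −1.85 and −1.66 on the log2 scale (limma adjusted p = 0.00654, 0.00866 and 0.0137). Oxidative phosphorylation genes fell in 19 of 36 and rose in 1 (2 higher and 25 lower when adjusted over the list alone), with camera adjusted p = 4.22e-07, and adjusted p = 0.156 with an estimated correlation, and the cytochrome c oxidase subunit genes COX7B and COX5A had log2 fold-changes of −1.92 and −1.45 (limma adjusted p = 0.0268 and 0.00554). Of 22 TCA cycle genes, 2 rose and 8 fell (3 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 0.000888, and adjusted p = 0.188 with an estimated correlation. PDK2, a pyruvate dehydrogenase kinase, the isocitrate dehydrogenase gene IDH1 and PDHB, a pyruvate dehydrogenase subunit, had log2 fold-changes of −2.13, −1.59 and −1.10 (limma adjusted p = 0.0101, 0.00377 and 0.0107). Of 16 plasma protein genes, 1 rose and 6 fell (1 higher and 9 lower when adjusted over the list alone), with camera adjusted p = 0.0262, and adjusted p = 0.41 with an estimated correlation. The fibrinogen chain genes FGA and FGG and the angiotensinogen gene AGT had log2 fold-changes of −4.02, −3.59 and −2.88, and SERPINA1, the elastase inhibitor, 2.81 (limma adjusted p = 0.00187, 0.0354, 0.0178 and 0.00824). Endodermal transcription factors fell in 5 of 13 and rose in 0 (1 higher and 7 lower when adjusted over the list alone), with camera adjusted p = 0.0199, and adjusted p = 0.152 with an estimated correlation. ESRRG and FOXA3 had log2 fold-changes of −2.94 and −2.70, the epithelial factor ELF3 −2.45 and the coactivator of mitochondrial genes PPARGC1A −2.32 (limma adjusted p = 0.00775, 0.0474, 0.0118 and 0.0101). FOXA2, a pioneer factor of endoderm, had −0.28 (limma adjusted p = 0.0413) and its paralog FOXA1 −0.84 (0.553). Of 31 genes of tRNA synthesis and processing, 0 rose and 9 fell (1 higher and 13 lower when adjusted over the list alone), with camera adjusted p = 0.00728, and adjusted p = 0.392 with an estimated correlation, TSEN54 of tRNA splicing and FARSA, a tRNA ligase subunit, having log2 fold-changes of −1.37 and −1.15 (limma adjusted p = 0.00688 and 0.0141). Cholesterol biosynthesis was an exception, with 4 of 18 genes higher and 2 lower (6 higher and 2 lower when adjusted over the list alone), and camera adjusted p = 0.0237, and adjusted p = 0.519 with an estimated correlation. SQLE, the squalene epoxidase, and INSIG1, a sterol-regulated membrane protein, had log2 fold-changes of 3.63 and 1.82, and the sterol reductase gene TM7SF2 −1.20 (limma adjusted p = 0.00778, 0.0211 and 0.0116). FOXA2 did not pass after quantile normalization (limma adjusted p = 0.221, range 0.0195 to 0.221), nor did COX5A, COX7B, ELF3 and SERPINA1 on their probe sets with the highest means (log2 fold-changes of −0.29, −0.26, −0.84 and 0.79, adjusted p = 0.156, 0.0798, 0.0583 and 0.423). Single arrays decided some of these calls from limma, and of 28, 12 ended without 3D control replicate 1 (adjusted p up to 0.184), 12 without 3D control replicate 2 (up to 0.137), 6 without 3D treated replicate 1 (up to 0.121), 6 without 3D treated replicate 2 (up to 0.148), 5 without either 2D control array (up to 0.0887) and 5 without either 2D treated array (up to 0.0846). This concerned ABCC2, AGT, ALDH3A2, CAT, COX7B, ELF3, FARSA, FGG, FMO5, FOXA2, FOXA3, INSIG1, PDHB, PPARGC1A and TM7SF2, and 24 of 28 calls passed with replicate number as a block and 7 in a fit of the 3D arrays alone.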

Compared to differentially expressed genes [see Additional file 7: Table S4; see Additional file 9: Table S6], EMT-GCs show more significant and specific functional enrichments. Thus, analysis of chromatin profiles enabled us to narrow down the search for genes coordinated during reprogramming and enrich for EMT-regulators over differentially expressed passenger genes.

**Figure 3:**
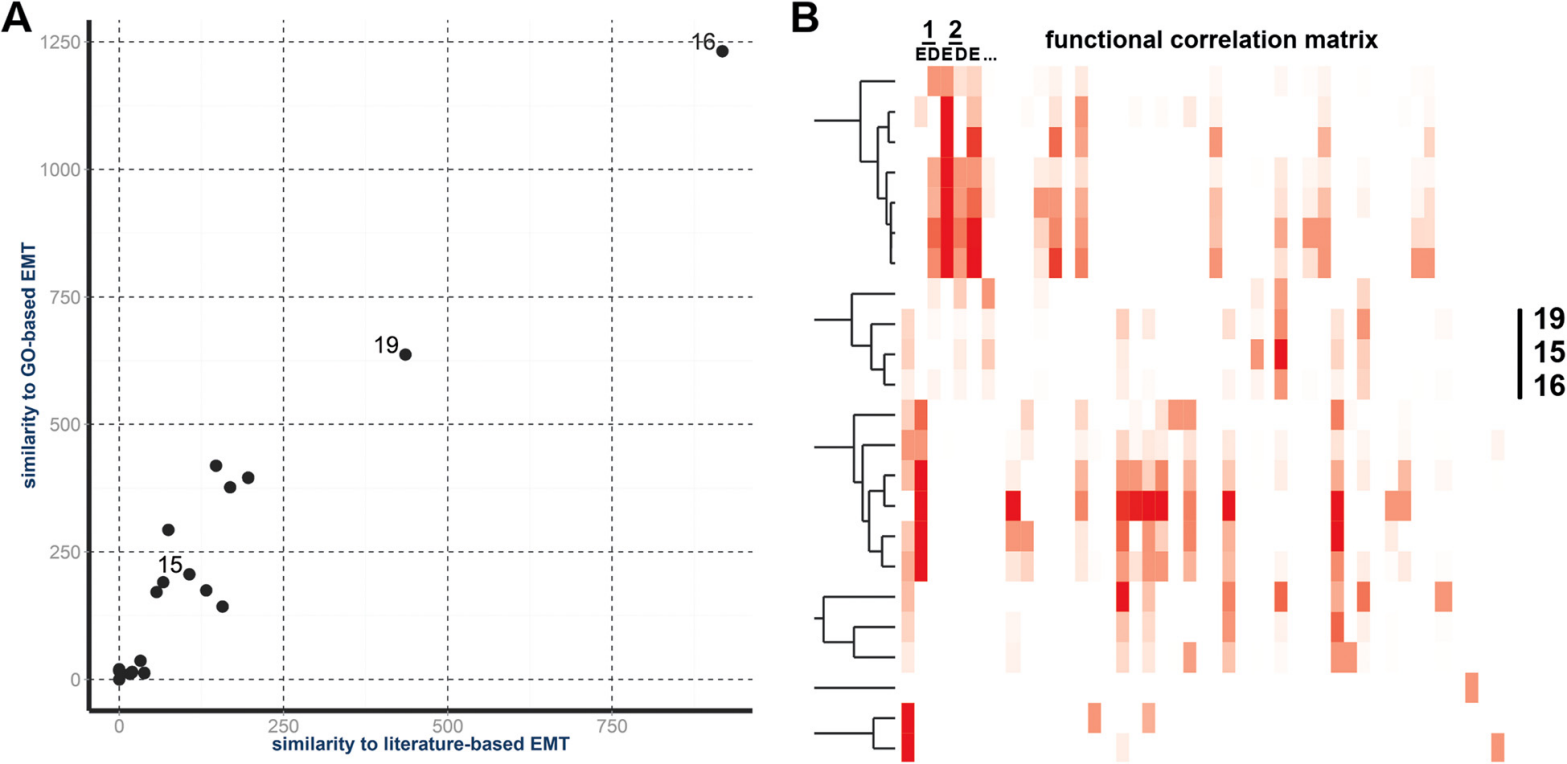
**Epigenetic clustering groups functionally similar genes and identifies epithelial-mesenchymal transition (EMT)-related clusters. (A)** Assessment of EMT functions in gene clusters. Degree of functional similarity between the epigenetic gene clusters and two lists of genes associated with EMT corresponding to genes obtained by manual literature mining and those annotated with GO-terms that included EMT. Functional Similarity Scores (FSS) of each cluster to the two reference EMT gene lists are plotted. **(B)** Functional similarity of gene clusters. Heat map shows the hierarchical clustering of the Functional Correlation Matrix of epigenetic gene clusters. A trimmed dendrogram of the clustering is shown. Each row represents a ‘source’ gene cluster while each column represents either the enrichment (E) or depletion (D) score with a ‘target’ cluster. The sum of the E and D scores is the FSS for a given cluster pair. Columns are arranged numerically by cluster ID.

We find, in general terms, that the EMT-GCs are distinguished by relatively large gains (GC16, GC19) and losses (GC15) of activating histone modifications (Figure 2A, Additional file 6: Figure S3). We inspected the patterns of epigenetic remodeling to discover which of the assayed marks most uniquely identify the EMT clusters. We find that in GC15, the histone modifications H4K20me1, H3K79me3, H3K27ac, H3K4me3, and H3K9ac are lost throughout gene bodies. Overall, the epigenetic changes in GC19 are very similar to GC16 with some exceptions. GC16 and GC19 show relatively strong gains of H3K4me2/3, H3K36me3, H4K20me1, H3K9ac, and H3K27ac across gene bodies. Relative to GC16, gains in GC19 are large for H3K79me3, and moderate for H3K27ac, H3K9ac, and H3K4me2/3 in gene bodies. 

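Members of GC16 and GC15 that the text names were compared in treated and control 3D cultures. The median log2 fold-change was 2.01 over the 16 named members of GC16, among them the growth factor receptor gene EGFR and the AP-1 gene FOSL1, and 0.52 over the 22 named members of GC15, among them the receptor genes ERBB2 and ERBB3. The unadjusted p from camera was 1.56e-13 for the GC16 members and 0.139 for those of GC15, and 0.00408 and 0.351 with an estimated correlation. The study named many of these genes for their expression on the same arrays and others as network hubs, so their medians are not independent evidence, and the full membership of both clusters was not analysed here.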

Consistent with their chromatin changes, GC15 and GC16 display the most antipodal changes in gene expression (Figure 2B, [see Additional file 8: Table S5]). By comparison, clusters other than the EMT-GCs exhibit small magnitudes of chromatin and expression changes [see Additional file 6: Figure S3; see Additional file 10: Figure S4]. These observations are in agreement with many findings concerning the broad role of epigenetics in transcriptional regulation and the transcriptional effects associated with specific marks [34-36].

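GC1 is the cluster whose entries of Table S5 could be read in part, and its probe sets were compared in treated and control 3D cultures. Over its 1984 probe sets, the median log2 fold-change was −0.30, with quartiles of −0.72 and 0.03. Of the 1999 entries of these probe sets, 99 were higher and 426 lower at an adjusted p under 0.05 from limma. A change of over 2-fold was seen in 18.2% of these GC1 probe sets, against 13.9% of all genes, but this order turned after the filter on dim probe sets (19.8% of 1824 GC1 probe sets and 21.6% of 12665 genes), so it depends on genes near background. GC1 changes ranged from −3.73 to 3.43 on the log2 scale, whereas those of all genes ranged from −5.13 (SLC51B) to 10.90 (MMP10). The quartiles of all genes were −0.35 and 0.07. Other clusters were not analysed here, since only GC1 entries were at hand.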

### Epithelial-mesenchymal transition clusters are enriched for many epithelial-mesenchymal transition-associated functions and phenotypes

In order to associate the EMT-GCs with a more comprehensive set of molecular functions and biological processes we profiled them for enrichments for all GO-terms. We removed a large fraction of spurious associations using a 1% FDR cutoff, which revealed that clusters GC16 and GC19 show strong GO enrichment profiles (50 and 23 significant terms, respectively). We found hallmark EMT-regulatory GO-terms, such as cell adhesion and migration, in GC16 and GC19 (Table 1). The terms ‘cell motility’, ‘basement membrane’, ‘stress fiber’, and ‘focal adhesion’ are robustly enriched in GC16 and/or GC19. GO-terms related to the physiological role of EMT such as, ‘wound healing’ and ‘developmental process’ also appeared in these clusters, while GC19 overlaps with the term ‘cell morphogenesis’. In contrast, GC15 has only five significant terms, four of which are associated with development and growth (Table 1). Together, these GO-based analyses reveal a broad similarity of GC15, GC16, and GC19 and association with multiple aspects of EMT, despite differences in the enrichment for specific GO-terms.

**Table 1:** Referenced GO-terms enriched in the epithelial-mesenchymal transition-related gene clusters (EMT-GCs)

**Gene cluster**	**GO-term**	**Enrichment**	***P *value**
16	Wound healing	13.568	0.00001057
16	Plasma membrane	1.982	0.00018160
16	Receptor binding	4.840	0.00024000
16	Seq-spec DNA binding TF activity	2.580	0.00600000
16	Signal transduction	2.523	<1e-8
16	Cellular process	2.651	<1e-8
16	Cell communication	2.358	<1e-8
16	Cell motility	4.231	<1e-8
16	Basement membrane	8.739	0.00959450
16	Cell differentiation	3.078	<1e-8
16	Aging	6.851	0.00000083
16	Growth	3.286	0.00008581
16	Cell death	3.859	<1e-8
16	Cell proliferation	3.901	<1e-8
16	Negative regulation of apoptosis	6.253	0.00000023
16	Immune system process	2.988	<1e-8
16	Cytokine production	4.981	0.00000346
16	Developmental process	3.105	<1e-8
16	MAP kinase tyr/ser/thr phosphat activity	34.020	0.02600000
16	Inactivation of MAPK activity	20.460	0.02400000
16	Pos reg of NF-kappaB TF activity	9.340	0.00150000
19	Plasma membrane	2.022	0.00142517
19	Signal transduction	2.790	<1e-8
19	Cellular process	2.108	0.00001248
19	Cell communication	2.671	<1e-8
19	Cell motility	3.425	0.00023150
19	Focal adhesion	8.441	0.00341880
19	Cell differentiation	2.532	0.00000486
19	Cell death	2.519	0.00059504
19	Cell proliferation	2.765	0.00016907
19	Immune system process	2.302	0.02549018
15	Cellular process	2.010	0.00000250
15	Sequence-specific DNA binding	2.990	0.02700000
15	Developmental process	1.930	0.00042000
15	Cell differentiation	1.910	0.05200000
15	Cell death	2.220	0.00380000
15	Anatomical structure development	1.980	0.00098000
15	Cell proliferation	1.980	0.00690000

GO-terms significantly enriched in GC15, GC16, and GC19. Only GO-terms directly referenced in the manuscript are shown. GO-term annotations are obtained from GOA and NCBI. Enrichment is the fold-change relative to the background frequency of a GO-term annotation. *P* values are calculated by Fisher’s Exact Test and are false discovery rate (FDR) corrected.

Since pathological EMT is linked to metastasis and aggressive tumors, we hypothesized that the genes in the EMT-GCs are associated with advanced cancer phenotypes. To test this hypothesis, we assessed the overlap between these clusters and the sets of genes that distinguish advanced, aggressive cancers from less advanced cancers. These genes sets were obtained from the Molecular Signatures Database 3.0 (MSigDB) [37]. We observe that genes overexpressed in mesenchymal versus luminal types of breast cancer [38] are over-represented in GC16 and GC19 (fold enrichment over background: 9.4, FDR-corrected *P* value: 2.3e-30) and (fold 9.6, *P* 1.3e-25), respectively. Consistently, the downregulated genes from the same study are enriched in GC15 (fold 3.7, *P* 0.0002). Further analysis revealed that GC16 shows significant enrichment for genes upregulated in the peripheral versus the central part of pancreatic tumors (fold 5.4, *P* <1e-5) [39]. This cluster also contains genes that distinguish metastatic tumors from primary colorectal carcinomas (fold 7.89, *P* <1e-5) [40]. In summary, significant overlaps of EMT-GCs with expression signatures of several advanced cancers suggests that tumors of epithelial origin have a common EMT-associated epigenetic mechanism that contributes to progression and metastasis [see Additional file 11: Table S7].

### Regulation of epithelial-mesenchymal transition signaling pathways is chromatin-mediated

Among the GO-terms enriched for GC16 and GC19 are several that correspond to a generic level of many different pathways (for example, ‘receptor binding’, ‘signal transduction’, ‘protein kinase activity’, and 'transcription factor activity' (Table 1 and [see Additional file 7: Table S4]). We hypothesized that chromatin remodeling coordinates the activity of a signaling cascade across all levels of a specific pathway. Since GO-terms only identify functional layers shared by multiple pathways, rather than whole independent pathways, we assessed whether EMT-GCs are enriched for genes from a collection of known pathways. This analysis provides evidence for broad coordination of genes involved in EMT- and cancer-related pathways through chromatin remodeling (pathways referenced in this section are listed in Table 2, [all enriched pathways are in Additional file 12: Table S8]). In addition to several novel insights, we recapitulated many of the pathways and processes that represent the canonical EMT phenotype. For example, both upregulated clusters are enriched for ‘focal adhesion’, ‘ECM-receptor interaction’, ‘adherens junctions,’ ‘tight junctions,’ and E-Cadherin (*CDH1*) related pathways. GC19 shows enrichment for additional pathways involved in cell motility such as ‘regulation of actin cytoskeleton,’ and ‘leukocyte transendothelial migration’.

**Table 2:** Referenced pathways enriched in the epithelial-mesenchymal transition-related gene clusters (EMT-GCs)

**GC**	**Pathway name**	**Enrichment**	**p-value**
16	Pathways in cancer	4.618	0.00000627
16	Direct p53 effectors	8.279	0.00000023
16	p53 signaling pathway	7.100	0.09600000
16	Focal adhesion	5.298	0.00013609
16	ECM-receptor interaction	6.963	0.01242671
16	Cytokines and inflammatory response	18.189	0.00875280
16	Interleukin-1 processing	54.274	0.01740033
16	T cell receptor signaling pathway	8.320	0.00000663
16	TNF-alpha/NF-kB signaling pathway	4.280	0.03567735
16	CD40/CD40L signaling	13.097	0.04278382
16	MAPK signaling pathway	3.493	0.09603616
19	Pathways in cancer	5.303	0.00000226
19	Focal adhesion	6.245	0.00003282
19	E-cad sig in the nasc adherens junction	24.776	0.00000267
19	Regulation of actin cytoskeleton	6.012	0.00571942
19	Adherens junction	13.011	0.00000273
19	Junction	14.070	0.00496435
19	Canonical NF-kappaB pathway	20.435	0.00422071
19	MAPK signaling pathway	4.918	0.08357500
19	Leukocyte transendothelial migration	8.442	0.00006173
19	T cell receptor signaling pathway	8.321	0.00000663
19	TGF-beta receptor signaling	15.678	0.00001359

Pathways significantly enriched in GC16 and GC19. Only pathways directly referenced in the manuscript are shown. Pathways have been sourced from the NCBI Biosystems. Enrichment is the fold-change relative to the background frequency of a pathway annotation. *P* values are calculated by Fisher’s Exact Test and are false discovery rate (FDR) corrected.

Since we assessed the histone modification and expression levels from cells that had been exposed to TNF and TGFβ over an extended time course, we expected to find delayed early and late response genes within the EMT-GCs. Some well known delayed early and late genes confirmed our hypothesis, including *EGFR* (GC16, log2 fold-change: 2.45), *SNAI2* (GC16, log2fc 4.06), *INHBA* (GC16, log2fc 8.01), *INHBB* (GC15, log2fc −3.24), *COL1A1* (GC16, log2fc 4.25), *SKIL* (GC19, log2fc 3.22), *TGFBR1* (GC19, log2fc 3.53). 

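The named delayed early and late genes of GC16 and GC19 rose after treatment, and INHBB of GC15 fell. INHBA, which encodes the activin A subunit, was near background on both control arrays and at least 225-fold higher on the mean of treated 3D cultures, or 147-fold without 3D treated replicate 1 (2.23 ± 0.00 against 10.24 ± 0.87, SD, n = 2 arrays). Its log2 fold-change was 8.01 (standard error 0.42, adjusted p = 0.00328) from limma. INHBB, the activin B subunit gene, went from 9.80 ± 0.03 to 6.56 ± 0.44 (SD, n = 2 arrays), a log2 fold-change of −3.24 with a limma adjusted p of 0.0055. EGFR, the epidermal growth factor receptor, was 5.47-fold higher and had a log2 fold-change of 2.45 (standard error 0.43, adjusted p = 0.0394) from limma. SNAI2, a transcriptional repressor of CDH1, and COL1A1, a chain of type I collagen, had log2 fold-changes of 4.06 and 4.25 (standard errors 0.36 and 0.35, limma adjusted p = 0.00887 and 0.0076). For SKIL, a feedback inhibitor of SMAD proteins, and TGFBR1, the type I TGFβ receptor, they were 3.22 and 3.53 (standard errors 0.12 and 0.35, limma adjusted p = 0.00189 and 0.0108). Of 23 measured TGFβ/SMAD target genes, 13 rose and 0 fell (16 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 1.07e-09, and adjusted p = 0.058 with an estimated correlation. PMEPA1, which restrains TGFβ signalling, was 12.0-fold higher, the scaffold gene NEDD9 16.5-fold and the matricellular gene CCN1 14.5-fold (limma adjusted p = 0.000788, 0.00629 and 0.0257), but for CCN1, with an SD of 1.18 between both control arrays, 8.16-fold without 3D control replicate 1 and 25.8-fold without 3D control replicate 2. On the probe set with the highest mean, COL1A1 and NEDD9 did not pass (0.31 and 0.08, limma adjusted p = 0.587 and 1). EGFR passed on its probe set with the highest mean (2.08, limma adjusted p = 0.0174). Of these 10 limma calls, 1 ended without 3D control replicate 1 (adjusted p = 0.14), 1 without 3D control replicate 2 (0.157), 2 without 3D treated replicate 1 (up to 0.0782), 1 without 3D treated replicate 2 (0.0852), 2 without either 2D control array (up to 0.0979) and 2 without either 2D treated array (up to 0.0707). This concerned CCN1 and EGFR, and 9 of 10 calls passed with replicate number as a block and 1 in a fit of the 3D arrays alone.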

Surprisingly, we also observed persistent epigenetic and transcriptional activation of genes associated with the immediate early response to TNF and TGFβ exposure. 

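After 4 days of treatment, most measured genes of the immediate early response were higher in treated than in control 3D cultures. Of 36 measured immediate early genes, 25 rose, 0 fell and 11 did not pass the limma test (29 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 1.01e-14, and adjusted p = 0.113 with an estimated correlation. The median log2 fold-change of the list was 1.22. The paper had already named JUN, JUNB and other immediate early genes as overexpressed on the same arrays. Where the list holds such genes, its counts and camera test are not independent evidence. KLF4, a zinc finger factor, and FOSB, an AP-1 subunit, had log2 fold-changes of 0.86 and 1.47 and did not pass (limma adjusted p = 0.0901 and 0.111). KLF4 passed after a filter on dim probe sets and on its probe set with the highest mean (limma adjusted p = 0.0244 and 0.0485), and FOSB passed after that filter and without 3D treated replicate 1 (0.0292 and 0.0129). Over all alternatives the adjusted p ranged from 0.0244 to 0.305 for KLF4 and from 0.0129 to 0.407 for FOSB.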

Gene expression profiling indicates that many immediate early genes (IEGs) remained upregulated rather than returning to basal levels. For example *JUN*, *MAF*, *MYCN*, and *KLF7* show strong overexpression and have an active chromatin profile (GC16 and GC19). 

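MAF, a large basic leucine zipper factor, was 155-fold higher in treated 3D cultures, with 3.16 ± 0.46 in control and 10.43 ± 0.30 in treated cells (SD, n = 2 arrays). JUN, the core AP-1 subunit, and KLF7, a zinc finger factor, were 17.2-fold and 26.5-fold higher. Their log2 fold-changes were 7.27 for MAF (standard error 0.27, limma adjusted p = 0.00167), 4.10 for JUN (0.13, 0.00126) and 4.73 for KLF7 (0.13, 0.00102). MYCN, a MYC family factor, rose 7.30-fold from a higher control level of 7.13 ± 0.55 (SD, n = 2 arrays), with a limma adjusted p of 0.0204. The call of MYCN ended without 3D control replicate 1 (adjusted p = 0.0647), 3D treated replicate 1 (adjusted p = 0.0637), 3D treated replicate 2 (adjusted p = 0.0667) and either 2D control array (adjusted p = 0.0566) in limma. Of the genes called here, 3 of 4 calls passed with replicate number as a block and 2 in a fit of the 3D arrays alone.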

Other IEGs including *JUNB*, *GADD45B*, *ZFP36*, *ZFP36L1*, *HES1*, *EPHA2*, *IER3*, *SOX9*, and *MAFG* show moderate overexpression, but appear in the epigenetically repressed GC15. 

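All 9 of these genes rose in treated 3D cultures, by 2.08-fold to 7.48-fold. GADD45B, a stress-induced gene that acts on MAPK kinases, had the largest change, a log2 fold-change of 2.90 (standard error 0.40, adjusted p = 0.0221) from limma. JUNB, an AP-1 subunit, went from 8.73 ± 0.21 to 10.53 ± 0.18 (SD, n = 2 arrays), a log2 fold-change of 1.81 with a limma adjusted p of 0.00844. ZFP36 and ZFP36L1, which promote decay of AU-rich mRNAs, were 3.49-fold and 3.51-fold higher (limma adjusted p = 0.0255 and 0.016). HES1, a Notch-responsive repressor, and EPHA2, an ephrin receptor, had log2 fold-changes of 1.74 and 1.49 (limma adjusted p = 0.00844 and 0.0383). The stress gene IER3 was already at 13.34 ± 0.10 in control cultures (SD, n = 2 arrays) and rose 2.34-fold (limma adjusted p = 0.0256). SOX9, a developmental transcription factor, and MAFG, a small MAF protein, had log2 fold-changes of 1.08 and 1.06 (limma adjusted p = 0.0352 and 0.0433). All 9 calls held on the probe sets with the highest means, where MAFG had 1.04 (limma adjusted p = 0.00706). Of the calls of these 9 genes by limma, 7 ended without 3D control replicate 1 (adjusted p up to 0.168), 7 without 3D control replicate 2 (up to 0.15), 2 without 3D treated replicate 1 (up to 0.0726), 4 without 3D treated replicate 2 (up to 0.125), 6 without either 2D control array (up to 0.105) and 5 without either 2D treated array (up to 0.0898). This concerned EPHA2, GADD45B, IER3, MAFG, SOX9, ZFP36 and ZFP36L1, and 6 of 9 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.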

In many cases, IEGs are induced by MAP kinase (MAPK) signaling after growth hormone stimulation [41]. These IEGs then induce the transcription of delayed early genes (DEGs). A negative feedback mechanism exists through the repressive activity of DEGs on IEG expression and MAPK signaling.

We observed that the EMT-induced cells upregulated protein phosphatases that attenuate MAPK signaling, including dual-specificity phosphatases (DUSPs). 

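Dual-specificity phosphatases, some of which inactivate MAP kinases, went both ways in treated 3D cultures. The counts and the camera test below cover the whole list, and members that act on MAP kinases were not tested apart. Of 24 measured members, 5 rose, 3 fell and 16 did not pass (6 higher and 3 lower when adjusted over the list alone), with camera adjusted p = 0.338, and adjusted p = 0.42 with an estimated correlation. DUSP10, which acts on JNK and p38, was 8.88-fold higher and had a log2 fold-change of 3.15 (standard error 0.25, adjusted p = 0.00728) from limma. DUSP5, a nuclear ERK phosphatase, and DUSP8 had log2 fold-changes of 2.03 and 1.94 (standard errors 0.32 and 0.29, limma adjusted p = 0.0295 and 0.0272). DUSP7, a cytoplasmic ERK phosphatase, had 1.39 (limma adjusted p = 0.0128), and DUSP4 fell by 1.08 on the log2 scale (adjusted p = 0.00189). DUSP1 had a log2 fold-change of 0.81, DUSP16 0.77 and DUSP6 −0.26, and none of the 3 passed (limma adjusted p = 0.3, 0.0731 and 0.396). DUSP16 passed with replicate number as a block, after a filter on dim probe sets or with adjustment over 1 probe set per gene (limma adjusted p = 0.0454, 0.0197 and 0.0447, range 0.0197 to 0.99). With 1 array left out of the limma fit, of 5 calls 3 ended without 3D control replicate 1 (adjusted p up to 0.101), 2 without 3D control replicate 2 (up to 0.0597), 2 without 3D treated replicate 2 (up to 0.0775), 2 without either 2D control array (up to 0.078) and 2 without either 2D treated array (up to 0.0722). The genes that lost a call were DUSP5, DUSP7 and DUSP8, and 3 of 5 calls passed with replicate number as a block and 1 in a fit of the 3D arrays alone.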

The EMT-GCs contained a significant number of these phosphatases. Specifically, GC16 and GC19 contain *DUSP1*/*5*/*6*/*8*/*10*/*16*, while *DUSP4* is a member of GC15. We gained additional support for the activation of MAPK attenuation through GO analysis. We found that GO-terms for ‘MAP kinase phosphatase activity’ and ‘inactivation of MAPK activity’ were enriched in GC16 (Table 1). In summary, we observed sustained IEG expression despite an enrichment of DUSP family members in the EMT clusters. The apparent continued transcription of both IEGs and DUSPs, well beyond the early response, suggests loss of negative feedback regulation of MAPK signaling in our system.

We used TNF as a proinflammatory cytokine to enhance TGFβ-induced EMT in our model system, and we find that genes that propagate TNF signaling are upregulated and strongly enriched in GC16 and GC19. Specifically, the TNF / NF-κB signaling pathway is enriched in both upregulated EMT-GCs, while GC16 is enriched for signaling from the TNF receptor, CD40. 

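Most target and feedback genes of NF-κB were higher in treated than in control 3D cultures, as were several genes of TNF receptor signalling. Of 30 NF-κB target and feedback genes, 23 rose, 0 fell and 7 did not pass (25 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 2.44e-17, and adjusted p = 0.058 with an estimated correlation. TNFAIP3, the ubiquitin-editing inhibitor A20, went from 9.15 ± 0.05 to 12.26 ± 0.12 (SD, n = 2 arrays), a log2 fold-change of 3.11 (limma adjusted p = 0.00106). TRAF1, a receptor adaptor, and TNFAIP6, a secreted hyaluronan-binding protein, had log2 fold-changes of 3.42 and 3.33, and the antiapoptotic gene BCL2A1 2.95 (limma adjusted p = 0.0151, 0.014 and 0.00219). Of 25 TNF receptor signalling proteins, 9 rose and 2 fell (12 higher and 5 lower when adjusted over the list alone), with camera adjusted p = 0.00228, and adjusted p = 0.246 with an estimated correlation. TNFRSF1B, the second TNF receptor, was 4.04-fold higher and TNFRSF12A, the TWEAK receptor, 6.43-fold (limma adjusted p = 0.00162 and 0.00958). The decoy receptor gene TNFRSF11B was at least 6.84-fold higher on the mean of the treated arrays (SD 1.02; 4.14-fold without 3D treated replicate 1), from near background, and the adaptor gene TRAF3 2.73-fold (limma adjusted p = 0.0385 and 0.0321). TNFRSF1A, the main TNF receptor, and CASP8, the initiator caspase, were the members that fell, with log2 fold-changes of −0.85 and −1.34 (limma adjusted p = 0.0427 and 0.0446), CASP8 being named after its value was seen. On the probe set with the highest mean, TRAF3 did not pass (0.99, limma adjusted p = 0.0616). Single arrays decided some of these calls from limma, and of 10, 6 ended without 3D control replicate 1 (adjusted p up to 0.147), 6 without 3D control replicate 2 (up to 0.177), 2 without 3D treated replicate 1 (up to 0.134), 3 without 3D treated replicate 2 (up to 0.113), 3 without either 2D control array (up to 0.0945) and 4 without either 2D treated array (up to 0.0976). This concerned CASP8, TNFAIP6, TNFRSF11B, TNFRSF1A, TRAF1 and TRAF3, and 7 of 10 calls passed with replicate number as a block and 3 in a fit of the 3D arrays alone.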

An enrichment of genes related to the ‘positive regulation of NF-κB’ in GC16 further supports sustained NF-κB activity. Interestingly, cluster GC15 also contains several NF-κB-related proteins. For example, we observed downregulation of the β-arrestin 1 and 2 genes (*ARRB1*/*2*, log2fc −1.62 and −2.61, respectively). 

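ARRB1, which encodes β-arrestin 1, was lower in treated than in control 3D cultures. Its level went from 7.77 ± 0.18 to 5.16 ± 0.11 (SD, n = 2 arrays), a log2 fold-change of −2.61 (standard error 0.40, adjusted p = 0.0288) from limma. The 7 probe sets of ARRB1 had log2 fold-changes between −2.61 and −1.64. Of 6 measured arrestin family genes, 1 rose, 2 fell and 3 did not pass (1 higher and 3 lower when adjusted over the list alone), with camera adjusted p = 0.259, and adjusted p = 0.434 with an estimated correlation. TXNIP, a glucose-regulated α-arrestin that binds thioredoxin, had a log2 fold-change of −1.86, and the α-arrestin gene ARRDC2 0.56 (limma adjusted p = 0.0174 and 0.0347). Of these 3 limma calls, 2 ended without 3D control replicate 1 (adjusted p up to 0.144), 3 without 3D control replicate 2 (up to 0.124), 2 without 3D treated replicate 1 (up to 0.106), 3 without 3D treated replicate 2 (up to 0.0983), 1 without either 2D control array (0.0708) and 1 without either 2D treated array (0.0889). This concerned ARRB1, ARRDC2 and TXNIP, and 2 of 3 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.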

Arrestins show increased expression in differentiated cells and inhibit cellular responses to growth stimuli. Although, their role in EMT remains unclear, overexpression of either *ARRB1* or *ARRB2* in HeLa cells inhibits NF-κB-mediated transcription. This inhibition occurs primarily through interactions and stabilization of IκBα (*NFBIA*), as well as interactions with the IκB kinases [42,43]. Clinical data shows that serum levels of arrestins are lower in patients with NSCLC, and that these decreased levels correlate with poor survival [44]. In our system we have validated that constitutive activity of NF-κB is required for induction of EMT and potentiates a mesenchymal phenotype (Kumar, M *et al.*, PLOS ONE, in press). Taken together, these data indicate that constitutive NF-κB activation during EMT occurs through the epigenetic reprogramming of genes that regulate TNF signaling.

The EMT-GCs also contain many genes that participate in the EGFR signaling pathway, including the receptors themselves. 

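ERBB2 and ERBB3, which encode the receptors that form the ErbB2/3 heterodimer, were lower in treated than in control 3D cultures. ERBB2 went from 8.82 ± 0.19 to 6.52 ± 0.14 (SD, n = 2 arrays), a fall of 4.92-fold, and ERBB3 from 11.21 ± 0.14 to 9.17 ± 0.12, a fall of 4.10-fold. The log2 fold-changes were −2.30 for ERBB2 (standard error 0.12, limma adjusted p = 0.00337) and −2.04 for ERBB3 (standard error 0.10, limma adjusted p = 0.00275). Both calls held when any 1 of the 3D arrays was left out, with adjusted p up to 0.00739 from limma, and neither held in a fit of the 3D arrays alone.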

The *EGFR* gene is upregulated and contained in GC16, while *ERBB2* and *ERBB3* (GC15) are significantly downregulated (log2fc −2.30 and −2.04, respectively). Upregulation of the active ErbB2/3 heterodimer occurs in more differentiated cancers, and therefore downregulation of *ERBB2*/*3* and upregulation of *EGFR* may constitute a receptor switch associated with the core basal phenotype [45]. Such events may affect ligand specificity and enable cellular reprogramming. Importantly, EMT is associated with resistance to EGFR inhibition [46]. This analysis indicates that epigenetic reprogramming contributes to altered EGF signaling in our model system.

Further examination of GC16 and GC19 revealed enrichment for additional pathways broadly associated with cancer and EMT [see Additional file 12: Table S8], most of which overlap or crosstalk with TNF, MAPK, or EGFR signaling. For example, GC16 and GC19 are enriched for genes from large cancer-related pathways including: ‘KEGG: pathways in cancer’, ‘direct p53 effectors’ and the ‘p53 signaling pathway’. Furthermore, the intersection of these pathways includes many highly upregulated genes from the EMT-GCs such as *SNAI2* (log2fc 4.06), *PRDM1* (log2fc 3.60), *JUN* (log2fc 3.62), and *EGFR* (log2fc 2.45). 

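PRDM1, which encodes the repressor Blimp-1, was 12.1-fold higher in treated than in control 3D cultures (3.36 ± 0.21 against 6.96 ± 0.73, SD, n = 2 arrays). Its log2 fold-change was 3.60 (standard error 0.41, adjusted p = 0.0152) from limma. Of 21 measured p53 target genes, 5 rose, 1 fell and 15 did not pass (8 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.00527, and adjusted p = 0.152 with an estimated correlation. FAS and TNFRSF10B, both death receptors, had log2 fold-changes of 2.18 and 1.55 (limma adjusted p = 0.00535 and 0.00847). The proapoptotic gene PMAIP1 rose 2.54-fold, and XPC, which recognizes damaged DNA, was the member that fell, with a log2 fold-change of −1.12 (limma adjusted p = 0.0268 and 0.00785). When single arrays were left out of the limma fit, of 5 calls 2 ended without 3D control replicate 1 (adjusted p up to 0.0795), 2 without 3D control replicate 2 (up to 0.113), 1 without 3D treated replicate 1 (0.0809), 1 without 3D treated replicate 2 (0.0667), 1 without either 2D control array (0.0515) and 1 without either 2D treated array (0.0523). The genes that lost a call were PMAIP1 and PRDM1, and 4 of 5 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.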

We also observed an overrepresentation of several immune response pathways in the EMT-GCs. GC16 is enriched for the ‘cytokines and inflammatory response’ and ‘interleukin-1 processing’ pathways, while GC19 is enriched for ‘T cell receptor signaling’. These findings agree with recent studies that establish a strong association of paracrine cytokine signaling and inflammatory pathways with EMT and metastatic cancer-progression [47-49].

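Most measured cytokine and chemokine genes were higher in treated than in control 3D cultures. Of 28 measured, 16 rose, 1 fell and 11 did not pass (20 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 7.53e-09, and adjusted p = 0.152 with an estimated correlation. IL1A, an interleukin-1 gene, went from 5.50 ± 0.10 to 12.22 ± 0.64 (SD, n = 2 arrays), a log2 fold-change of 6.72 (standard error 0.79, adjusted p = 0.0157) from limma. CCL5, a chemokine that attracts T cells, was 100-fold higher (limma adjusted p = 0.021). IL11, an interleukin-6 family cytokine, had a log2 fold-change of 6.61 (limma adjusted p = 0.00209) from a value that was identical on both control arrays. The size of the IL11 change is therefore not exact. The alarmin gene IL33 was near background in control cultures and at least 58.3-fold higher after treatment (limma adjusted p = 0.00433). Of the calls of these 4 genes by limma, 2 ended without 3D control replicate 1 (adjusted p up to 0.0804), 2 without 3D control replicate 2 (up to 0.0966), 1 without 3D treated replicate 1 (0.0658), 1 without 3D treated replicate 2 (0.0624) and 1 without either 2D control array (0.062). This concerned CCL5 and IL1A, and 4 of 4 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.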

### Epigenetic switches at enhancers correlate with differential gene expression

Since previous studies have indicated a strong association between the chromatin state at enhancers and expression of proximal genes [31,50-52] we extended our epigenetic analysis to putative enhancer loci. This analysis provided insight into the role of specific TFs in the induction of EMT. Moreover, integration of the gene and enhancer clustering showed coordinated changes in chromatin states at genes and enhancers during EMT.

We hypothesized that differential gene expression correlates with epigenetic modulation of proximal enhancers. To test this hypothesis, we identified 75,937 putative enhancers in epithelial and mesenchymal cells based on promoter-distal H3K4me1 and H3K27ac peaks, which mark enhancers in promoter-distal regions [25]. Next we identified additional ‘enhancer-associated’ marks, which correlate with either H3K4me1 or H3K27ac at these putative enhancer sites [see Additional file 1: Figure S1]. The enhancer-associated marks include H3K4me1/2, H3K27ac, H3K9ac, H4K8ac, and H3R17me2asym. Of the 75,937 putative enhancers, 30,681 were found to be differentially marked by the enhancer-associated marks between the epithelial and mesenchymal states. We then grouped these differential enhancers into thirty-eight clusters based on their differential levels of the enhancer-associated marks. We observed that within a given cluster all enhancer marks had the same trend of either gain or loss. Correspondingly, few clusters show simultaneous gain and loss of different marks. These observations guided our binary division of enhancer clusters into two groups: ‘gain’ or ‘loss’. Within these two broad classes, clusters show distinct magnitudes of change for specific marks [see Additional file 13: Figure S5].

The enhancer-associated marks are generally associated with open chromatin and active enhancers, which suggests that gain and loss clusters correspond to activation and repression, respectively. To test the association of enhancer remodeling to gene expression, we assigned a ‘gain-loss’ score to each enhancer cluster. We define this score as the mean of the difference between gains and losses across the enhancer-associated marks. These gain-loss scores of enhancer clusters are strongly correlated with the mean differential expression of genes associated with the clusters (r = 0.89, Figure 4A and [see Additional file 14: Figure S6]). Therefore, our analysis establishes a link between gain clusters and activated genes, as well as a link between loss clusters and repressed genes.

**Figure 4:**
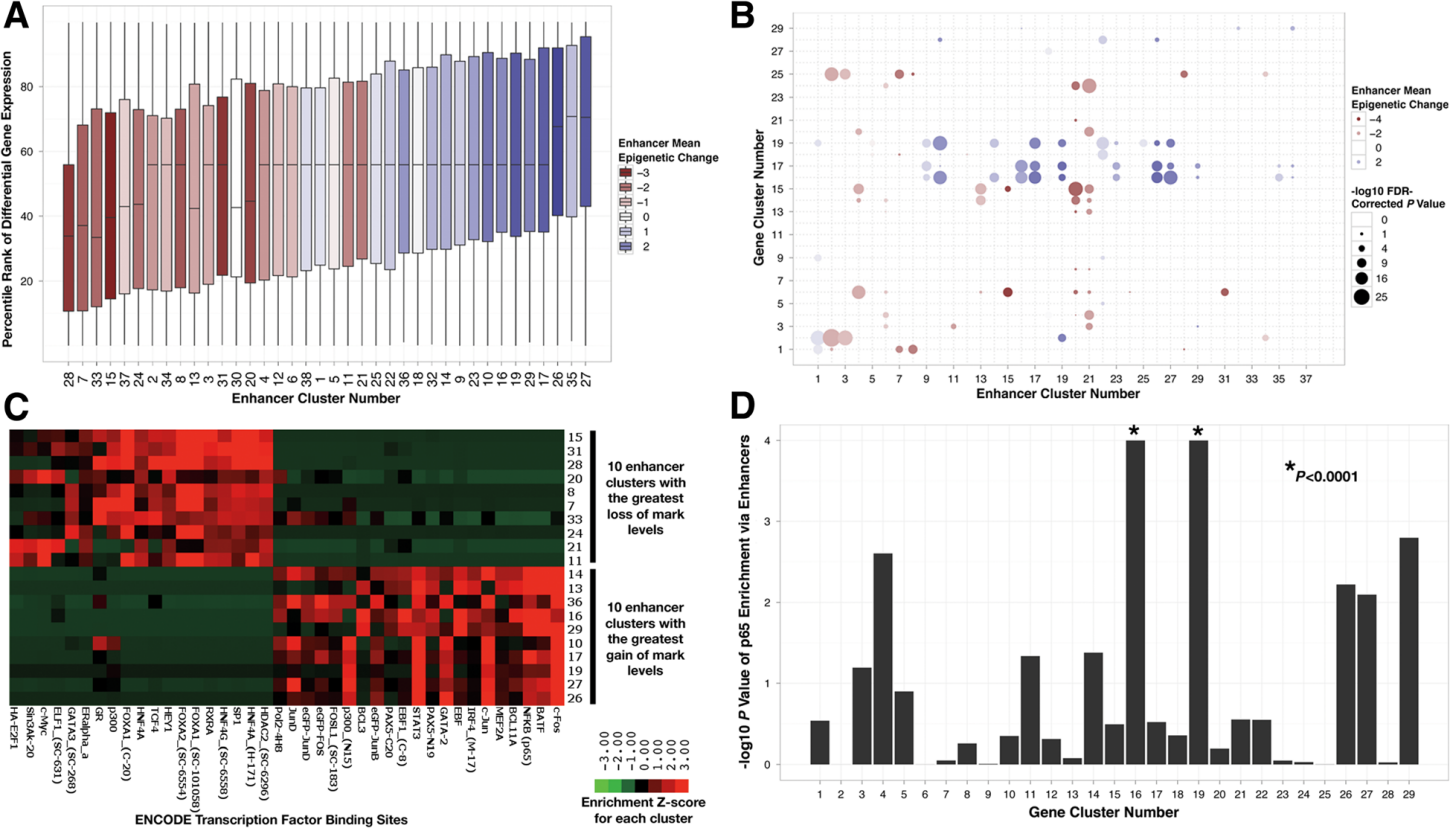
**Activated and repressed enhancers associated with epithelial-mesenchymal transition-related gene clusters (EMT-GCs) and different sets of transcription factors. (A)** Box plots of percentile ranks of differential expression for genes associated with each enhancer cluster. Boxes are colored by average magnitude of gain (blue) or loss (red) of enhancer-associated marks. **(B)** Overlap between gene clusters and genes linked to enhancer clusters. Bubbles are colored with respect to enhancers in the same manner as the boxes in panel A. Size of the bubbles represents the -log10 *P* value of the overlap. **(C)** Association of activated and repressed enhancer clusters with transcription factor binding sites. Significance of overlap between ENCODE transcription factor binding sites (columns) and the 10 enhancer clusters with the strongest activated signatures as well as the 10 equivalent repressed enhancer clusters (rows). Each spot on the heat map is the -log10 *P* value of the overlap, which is Z-score normalized by row. **(D)** Association of p65 binding sites with gene clusters via enhancers. Enrichment of p65 binding sites (ENCODE) in the enhancers assigned to each gene cluster.

The EMT clusters also showed strong association with differential enhancers relative to other gene clusters (Figure 4B). Examination of these clusters revealed that GC16 and GC19 show striking enrichment for genes associated with activated enhancer clusters. Consistently, GC15 shows strong association with erased enhancer clusters. Interestingly, GC17 also shows overlap with activated enhancer clusters despite lacking noteworthy EMT functional similarity. However, this cluster contains some highly upregulated genes associated with EMT, such as *MMP1*, *MMP9*, and *MMP10*, which are upregulated 453-fold, 278-fold, and 1,910-fold, respectively. Together, these observations indicate a widespread co-regulation of enhancers and genes involved in EMT through chromatin remodeling.

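MMP1 and MMP10, an interstitial collagenase and a stromelysin, and MMP9, a gelatinase, were among the genes with the largest increases in treated 3D cultures. MMP10 went from 3.37 ± 0.92 to 14.27 ± 0.18 (SD, n = 2 arrays), a fold of 1910.4 and a log2 fold-change of 10.90 (standard error 0.90, adjusted p = 0.00776) from limma. The fold of MMP10 was 1215.9 without 3D control replicate 2 and 3001.5 without 3D control replicate 1. MMP1 went from 4.90 ± 0.02 to 13.72 ± 0.52 (SD, n = 2 arrays), a fold of 453, and MMP9 from 2.85 ± 0.14 to 10.97 ± 0.69, a fold of 278. Their log2 fold-changes were 8.82 and 8.12 (standard errors 0.26 and 0.35, limma adjusted p = 0.00122 and 0.0023). MMP3, another stromelysin, was near background in control cultures and at least 67.9-fold higher after treatment (limma adjusted p = 0.00452). Of 25 metalloproteinases, their inhibitors and plasminogen activators, 13 rose, 1 fell and 11 did not pass (13 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 1.33e-07, and adjusted p = 0.152 with an estimated correlation. All 4 of these calls held when any 1 of the 3D arrays was left out (limma adjusted p up to 0.0337, MMP10 without 3D control replicate 2), and MMP1 alone passed in a fit of the 3D arrays only.

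**Figure D2:**
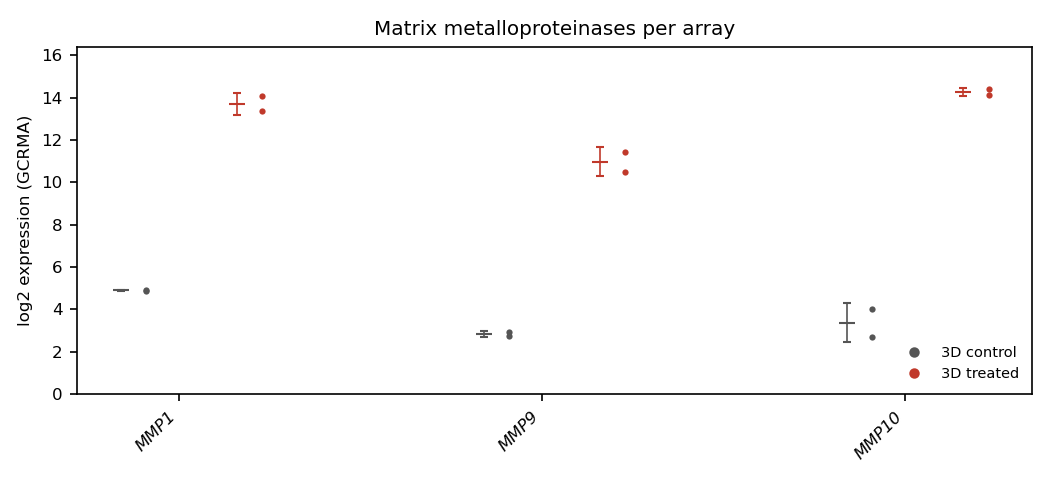
Log2 expression (vertical axis, GCRMA) of MMP1, MMP9 and MMP10 on each array of 3D control (grey) and 3D treated (red) cultures. Points are arrays, horizontal marks are means and bars are SDs of 2 arrays. Treated means lie at 13.72, 10.97 and 14.27, and control means at 4.90, 2.85 and 3.37.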

### Transcriptional control of epithelial-mesenchymal transition-related gene clusters through epigenetic reprogramming of enhancers

Because modification of histone tails in enhancer regions influences DNA accessibility, we wanted to determine if the binary regulation (activation or repression) of enhancers corresponds to the binding of specific TFs during EMT. We compared the activated and repressed enhancer clusters for differences in preferential binding of specific TFs. Transcription factors mapped by ENCODE were clustered by the enrichment of their binding sites in enhancer clusters with the lowest and highest gain-loss scores. As expected, the TFs sharply partition into two non-overlapping sets that correspond to enhancer activation and repression (Figure 4C). The presence of this sharp distinction between activated and repressed enhancers indicates that the epigenetic regulation of enhancers is tightly coupled to TF binding.

Several TFs downstream of the pathways enriched in the EMT-GCs (that is, TGFβ, TNF, and EGFR) are enriched in activated and repressed enhancer clusters. For example, p65 (*RELA*), c-Fos (*FOS*), and c-Jun (*JUN*) binding sites show significant enrichment in the activated enhancer clusters. Interestingly, in addition to c-Fos and c-Jun, many AP-1 family members are enriched in the activated enhancer clusters as well, namely fra-1 (*FOSL1*), jun-B (*JUNB*), jun-D (*JUND*), and B-ATF (*BATF*). Together with our pathway analyses, these results demonstrate a chromatin-mediated activation of enhancers that bind NF-κB and AP-1 family members.

We used ENCODE transcription factor binding site data to determine whether NF-κB and AP-1 binding sites associated with the EMT-GCs via binding sites at enhancers. We found a strong association of the p65 binding sites with enhancers linked to GC16 (*P* <0.0001) and GC19 (*P* <0.0001), but a weak association with GC15-linked enhancers (*P* 0.32) (Figure 4D). Moreover, we observed a similar pattern for AP-1 family member binding sites [see Additional file 15: Figure S7]. These results strongly suggest that genes in GC16 and GC19 are regulated through the differential epigenetic activation of enhancers that contain p65 and AP-1 family member binding sites.

In addition to the connection between EMT-GCs and activated enhancers that bind AP-1 or NF-κB TFs, we observed other evidence that regulation of these transcription factors contribute to EMT (statistical associations shown in Figure 5A as black arrows). First, AP-1 and NF-κB family members show high transcriptional upregulation, and are found in GC16 and GC19 see Additional file 8: Table S5]. Additionally, genes with predicted AP-1 or NF-κB binding sites in their promoters are enriched in GC16 (fold 5.6, *P* 0.00004) and GC19 (fold 8.9, *P* <1e-5), respectively. 

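Families of AP-1, CEBP and NF-κB factors had more members higher than lower in treated 3D cultures. Of 26 measured AP-1 and CEBP genes, 10 rose, 3 fell and 13 did not pass the limma test (13 higher and 4 lower when adjusted over the list alone), with camera adjusted p = 0.00153, and adjusted p = 0.152 with an estimated correlation. Of 11 members of the NF-κB family and the IκB kinase complex, 7 rose, 0 fell and 4 did not pass (8 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 3.01e-05, and adjusted p = 0.0986 with an estimated correlation. NFKBIA, which encodes IκBα, the inhibitor that holds NF-κB in the cytoplasm, went from 4.38 ± 0.09 to 6.07 ± 0.44 (SD, n = 2 arrays), a log2 fold-change of 1.68 (standard error 0.22, adjusted p = 0.0193) from limma. For NFKBIA, the call ended without 3D control replicate 1 (adjusted p = 0.0891), 3D control replicate 2 (adjusted p = 0.0789), either 2D control array (adjusted p = 0.0575) and either 2D treated array (adjusted p = 0.0562) in limma. It passed with replicate number as a block and did not pass in a fit of the 3D arrays alone.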

GC19 is also enriched for genes with predicted AP-1 binding sites in their promoters (fold 2.7, *P* 0.009). Examination of GC16 revealed a strong enrichment of genes induced by NF-κB signaling in primary human keratinocytes (fold 19.5, *P* <1e-5) and fibroblasts (fold 13.4, *P* <1e-5) [53], as well as the core NF-κB signaling proteins (fold 54.4, *P* 0.003) [54] themselves. Taken together, these results provide evidence that AP-1 and NF-κB are major regulators of the genes in the upregulated EMT clusters (Figure 5A).

**Figure 5:**
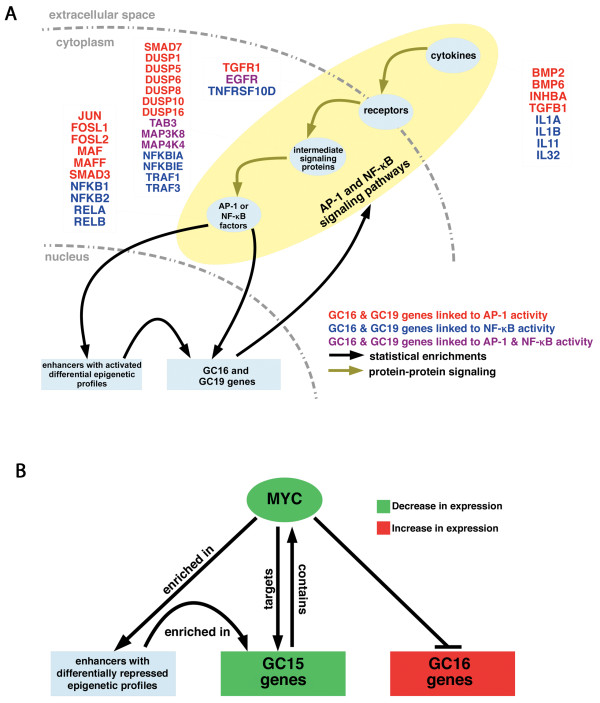
**Evidence for broad feedback regulation by AP-1 and NF-κB family members, and c-Myc. (A)** Statistical enrichments of AP-1 and NF-κB binding sites link these transcription factors to activated enhancers and the upregulated epithelial-mesenchymal transition-related gene clusters (EMT-GCs). EMT clusters themselves are enriched for in pathways and functions associated with positive regulation of AP-1 and NF-κB. Some genes in GC16 and GC19 that are known to regulate either AP-1 or NF-κB are listed. **(B)** c-Myc binding sites are enriched in repressed enhancers and the repressed EMT gene cluster, GC15. Moreover, GC16 is enriched for genes that are repressed by c-Myc.

Examination of the erased enhancer clusters identified c-Myc as the only enriched TF that is downstream of the pathways enriched in the EMT-GCs. Association of c-Myc binding sites to EMT-GCs via enhancers revealed a significant association with GC15, and a lack of association with GC16 and GC19. It should be noted that this analysis also demonstrates an association between enhancers with c-Myc binding sites and other gene clusters with more modest differential expression [see Additional file 15: Figure S7]. This may be explained by the expansive role of c-Myc in gene regulation [55]. Comparison to experimental data revealed that GC15 possesses significant enrichment for validated c-Myc targets from two sources (fold 4.5, *P* 0.002) and (fold 2.2, *P* 0.04), respectively [56,57]. Furthermore, GC16 significantly overlaps the subset of negatively regulated c-Myc targets [57] (fold 5.7, *P* 7.8e-7), suggesting that c-Myc has opposing transcriptional effects on GC15 and GC16. Finally, from microarray we observed a nearly 2-fold decrease in *MYC* expression after induction of EMT in our system. 

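MYC, which encodes a regulator of growth genes, had a lower mean in treated than in control 3D cultures, at 9.83 ± 0.04 in control and 8.86 ± 0.38 in treated cells (SD, n = 2 arrays). This is a fold of 1.96 and a log2 fold-change of −0.97 (standard error 0.26, adjusted p = 0.106), which did not pass the limma test. After a filter on dim probe sets the adjusted p was 0.0291, and over all alternatives it lay between 0.0291 and 0.321. Of 27 measured MYC-induced growth genes, 1 rose, 8 fell and 18 did not pass (5 higher and 12 lower when adjusted over the list alone), with camera adjusted p = 0.259, and adjusted p = 0.517 with an estimated correlation. NOP16 and RRS1, of ribosome assembly, had log2 fold-changes of −1.23 and −1.09 (limma adjusted p = 0.0117 and 0.0259). POLR1C, a subunit of RNA polymerases I and III, fell 2.05-fold and ODC1, of polyamine synthesis, was 6.34-fold higher (limma adjusted p = 0.0106 and 0.0122). Single arrays decided some of these calls from limma, and of 4, 3 ended without 3D control replicate 1 (adjusted p up to 0.114), 3 without 3D control replicate 2 (up to 0.0959), 1 without either 2D control array (0.0678) and 1 without either 2D treated array (0.0689). This concerned NOP16, ODC1 and RRS1, and 4 of 4 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.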

We validated that *MYC* was in fact downregulated by QT-PCR and observed a significant and almost four-fold reduction in transcript [see Additional file 16: Figure S8]. These results suggest that decreased c-Myc activity contributes to EMT progression in our model system, through both the de-activation and de-repression of genes in the EMT-GCs (Figure 5B).

### Links between enhancer clusters, gene clusters, and transcription factors indicate a mechanism of chromatin-mediated transcriptional feedback

Strikingly, AP-1 and NF-κB transcription factors, as well as c-Myc, reside in the EMT-GCs. Thus, these TFs potentially regulate their own expression and undergo chromatin regulation that is similar to their targets. For example, a large fraction of the AP-1 family of genes reside in the EMT-GCs, including FOSL1 (log2fc 3.12), FOSL2 (log2fc 0.88), JUN (log2fc 3.62), MAF (log2fc 7.27), and MAFF (log2fc 1.21), which are in GC16; while FOS (no significant change), MAFG (log2fc 1.05), JUND (no significant change), and JUNB (log2fc 1.80) belong to GC15. 

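FOSL1, a FOS family subunit of AP-1, was 8.70-fold higher in treated than in control 3D cultures, and FOSL2 and the small MAF gene MAFF rose less. FOSL1 went from 4.70 ± 0.37 to 7.82 ± 0.54 (SD, n = 2 arrays), a log2 fold-change of 3.12 (standard error 0.32, adjusted p = 0.0117) from limma. The log2 fold-changes of FOSL2 and MAFF were 0.88 and 1.21 (standard errors 0.16 and 0.16, limma adjusted p = 0.0444 and 0.0209). FOS had a log2 fold-change of −0.30 and JUND of 0.15, and neither passed (limma adjusted p = 0.769 and 0.536). The JUND probe set was near background in control cultures, at 2.24 on the log2 scale, and passed without 3D treated replicate 2 (limma adjusted p = 1.26e-07, range 1.26e-07 to 1). On the probe set with the highest mean, FOSL2 did not pass (0.04, limma adjusted p = 1). Of these 3 limma calls, 2 ended without 3D control replicate 1 (adjusted p up to 0.146), 2 without 3D control replicate 2 (up to 0.175), 1 without 3D treated replicate 1 (0.0727), 2 without 3D treated replicate 2 (up to 0.144) and 1 without either 2D treated array (0.106). This concerned FOSL2 and MAFF, and 1 of 3 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.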

Genes that encode TFs that are not AP-1 family members, but which can heterodimerize with AP-1 members also reside in the EMT-GCs, including CEBPD (GC15, log2fc −3.49), CEBPB (GC15, log2fc 0.89), and CEBPG (GC16, log2fc 0.61). Additionally, GC16 contains three NF-κB family members: NFKB2 (log2fc 1.76), RELA (log2fc 1.23), RELB (log2fc 2.27); NFKB1 (log2fc 1.89) appears in GC19. 

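CEBPD, an acute-phase CEBP factor, fell in treated 3D cultures and CEBPB rose. CEBPD went from 7.75 ± 0.09 to 4.25 ± 0.10 (SD, n = 2 arrays), a log2 fold-change of −3.49 (standard error 0.0807, adjusted p = 0.000769) from limma. CEBPB was already at 13.71 ± 0.06 in control cultures and had a log2 fold-change of 0.89 (limma adjusted p = 0.0152). For CEBPG the log2 fold-change was 0.61 (standard error 0.15, limma adjusted p = 0.0934), which did not pass. The adjusted p of CEBPG was 0.0285 after a filter on dim probe sets and 0.0235 on the probe set with the highest mean, within a range of 0.0235 to 0.28 over all alternatives. The call of CEBPB ended without 3D control replicate 1 (adjusted p = 0.0702), 3D control replicate 2 (adjusted p = 0.06) and 3D treated replicate 2 (adjusted p = 0.052) in limma. Of the genes called here, 2 of 2 calls passed with replicate number as a block and 1 in a fit of the 3D arrays alone.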

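All 4 of these NF-κB family genes rose in treated 3D cultures, by 2.35-fold to 4.81-fold. RELB, of the noncanonical pathway, went from 6.59 ± 0.05 to 8.85 ± 0.13 (SD, n = 2 arrays), a log2 fold-change of 2.27 (standard error 0.17, adjusted p = 0.00662) from limma. NFKB1 and NFKB2, which encode the precursors of p50 and p52, had log2 fold-changes of 1.89 and 1.76 (standard errors 0.17 and 0.0916, limma adjusted p = 0.00928 and 0.00328). RELA, the p65 subunit, had 1.23 (standard error 0.18, limma adjusted p = 0.0263). For RELA, the call ended without 3D control replicate 1 (adjusted p = 0.0974), 3D control replicate 2 (adjusted p = 0.0624), 3D treated replicate 2 (adjusted p = 0.0586), either 2D control array (adjusted p = 0.0659) and either 2D treated array (adjusted p = 0.071) in limma. Of the genes called here, 3 of 4 calls passed with replicate number as a block and 1 in a fit of the 3D arrays alone.

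**Figure D3:**
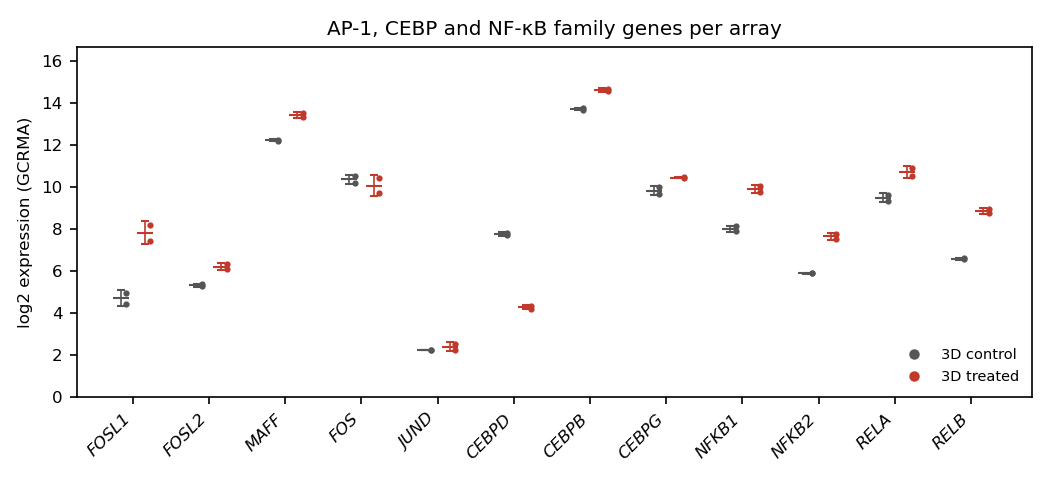
Log2 expression (vertical axis, GCRMA) of AP-1, CEBP and NF-κB family genes on each array of 3D control (grey) and 3D treated (red) cultures. Points are arrays, horizontal marks are means and bars are SDs of 2 arrays. RELB lies at 6.59 in control and 8.85 in treated cultures, and CEBPD at 7.75 and 4.25.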

As expected, the downregulated *MYC* gene resides in GC15. Based on these coordinated changes in chromatin state for a small set of TFs and their respective pathways, enhancer binding sites, and downstream targets, we put forward a hypothetical model that EMT is maintained by chromatin-mediated transcriptional feedback mechanisms involving the TF families that we have highlighted. This model provides a plausible explanation for the sustained activity and critical role of NF-κB in our experimental system.

### Chromatin remodeling coordinates a modular protein interaction network

To understand at the system level how chromatin remodeling coordinates signaling pathways in EMT, we analyzed the gene clusters through an unbiased protein-protein interaction (PPI) network. First, a sub-network (‘EMT-network’, Figure 6) of the whole cell interactome was defined, based on the genes found in the EMT-GCs. We then characterized the network in terms of functions and pathways. The resulting analysis showed integration of several signaling pathways, such as TGFβ, EGF, and TNF, which converge on the TFs that were identified in the enhancer analysis, including AP-1 and NF-κB family members.

**Figure 6:**
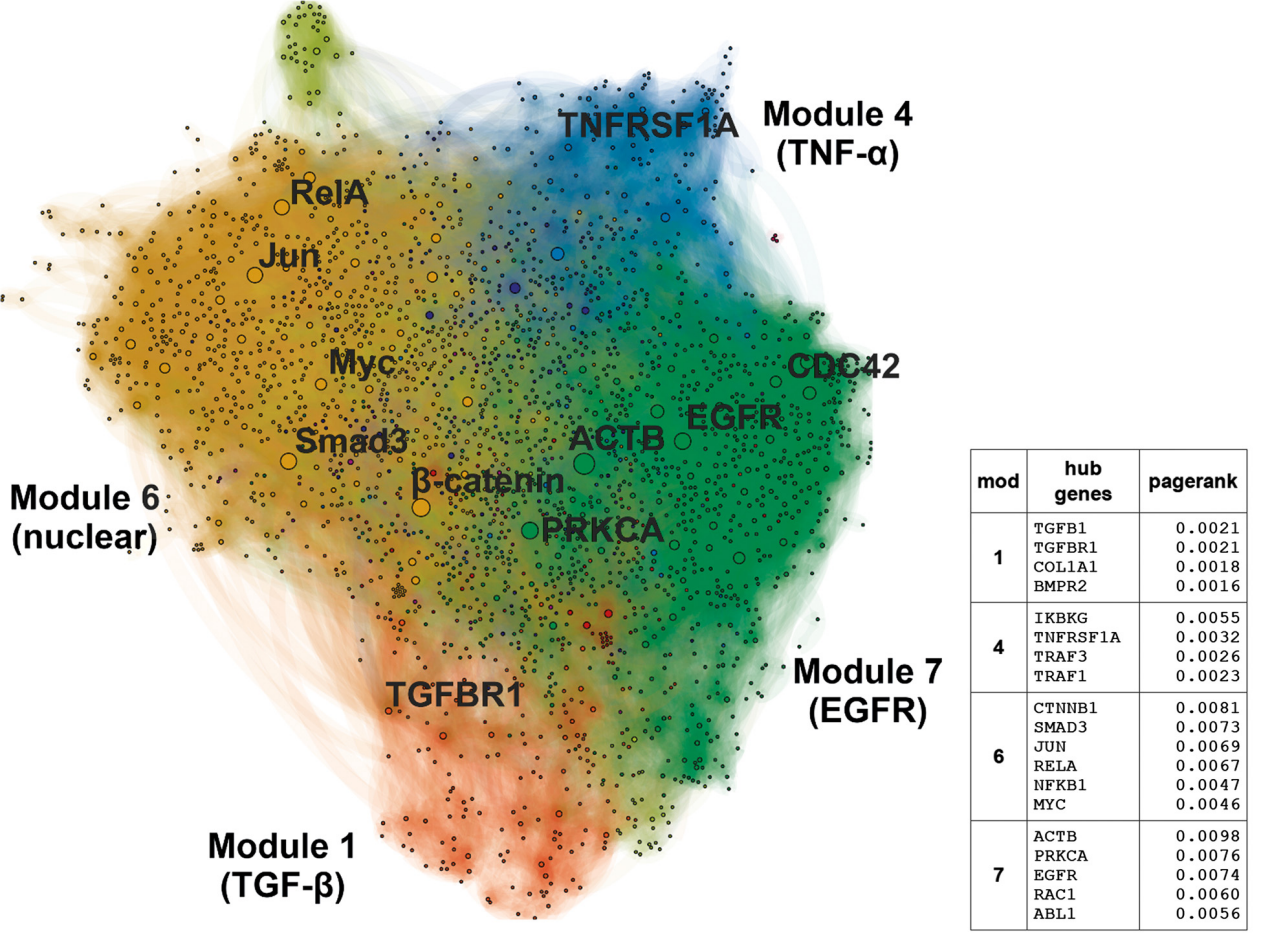
**The translational readout of the epithelial-mesenchymal transition-related gene clusters (EMT-GCs) forms a modular protein-protein interaction network of EMT signaling (EMT-network).** The EMT-network is based on experimentally determined interactions and induced by genes from the EMT-GCs. Nodes are genes from the EMT-GCs and additional genes that directly mediate their interactions. Node sizes are proportional to PageRank scores. Genes with high scores are network hubs. The EMT-network is partitioned into eight modules, four of them labeled and color-coded. The predominant functional characteristic of each module is indicated. The side table lists genes with the highest PageRanks in each of the four core modules.

We defined the EMT-network as the PPI network that includes all of the genes in the EMT-GCs that connect to each other either directly, or through an intermediate gene, in which case the intermediate gene is included in the network. Therefore, we created a PPI network of genes that show coordinated, EMT-specific chromatin remodeling, along with common immediate neighbors. The EMT-network contains a total of 2,534 genes and 16,922 interactions.

We further resolved the network by delineating ‘hubs’ and ‘modules’. Modules are sets of densely connected genes within a network, and typically contain genes that are functionally associated. By definition, any two modules must show relative independence from each other in terms of connectivity. Hubs are important genes within a network. They mediate interactions among other less connected genes, and determine the modular organization of PPIs [58]. We used the PageRank score to identify hubs, and we used an unsupervised algorithm to delineate the modules [59].

We ranked genes in the EMT-network based on their PageRank (PR). Hubs with the highest PR come exclusively from the EMT-GCs, and include: *ACTB* (rank 1), *CTNNB1* (2), *PRKCA* (3), *EGFR* (4), *RAC1* (8), *ABL1* (9), and a number of TFs: *SMAD3* (5), *JUN* (6), *RELA* (7), and *MYC* (14) [see Additional file 17: Table S9]. By definition these genes are the most important mediators of interactions between genes from EMT clusters and potentially coordinate their function.

We found that the pathways most significantly associated with the network hubs are: (1) the pro-inflammatory TNF signaling cascade through CD40 (fold 2.09, *P* <1e-5) and the canonical NF-κB pathway (fold 2.03, *P* 0.0013), (2) EGF receptor signaling pathways including EGFR (fold 2.01, *P* 0.00090), and ErbB2/3 (fold 2.01, *P* 0.00074), and (3) the TGFβ (fold 1.99, *P* 0.00082) and Wnt (fold 1.92, *P* 0.006) signaling pathways. The enrichment of the hub genes for these pathways, along with their transcriptional regulation, strongly suggests that chromatin maintains the upregulation of these pathways in an EMT-specific manner, hence, driving cells to the mesenchymal state.

### Cytosolic modules within the epithelial-mesenchymal transition-network correspond to distinct signaling cascades

We partitioned the EMT-network into nine modules and focused our analyses on the four largest and most densely connected modules (M1, M4, M6, M7). They contain 86% of the 2,543 genes in the EMT-network, while the remaining six modules were either small or dispersed throughout the network [see Additional file 8: Table S5]. An enrichment of cell surface receptors and membrane proteins exists within three of the modules (M1, M4, M7). We refer to this group as the ‘upstream’ modules. Based on this observation, we hypothesized that distinct network modules could have distinct molecular characteristics. To test this we further characterized the modules through GO-terms, molecular signatures, and pathways. We found that the three upstream modules correspond to three signaling cascades: TGFβ, TNF / NF-κB, and receptor tyrosine kinases.

#### TGFβ receptor signaling

Module M1 most significantly associates with the TGFβ, and BMP signaling pathways, but is also enriched for genes related to development, cell proliferation, apoptosis, and differentiation. From GO, the most enriched biological processes are EMT (fold 35.44, *P* 0.000085) and mesenchymal differentiation (fold 99.73, *P* 0.0080). In terms of pathways, we found that this module is most significantly enriched for the TGFβ pathway (fold 46.20, *P* <1e-5) and other molecular functions related to TGFβ signaling. For example, BMP signaling events (fold 57.47, *P* <1e-5) and proteins known to bind activin A (fold 203.15, *P* <1e-5) are strongly enriched. Both BMPs, and activin A belong to the TGFβ superfamily. Canonically, TGFβ utilizes receptor S/T kinases to activate the SMAD proteins. As expected, we observed overrepresentation of genes that regulate SMADs through phosphorylation (fold 310.28, *P* <1e-5) and mediate their nuclear import (fold 201.15, *P* <1e-5) in M1. These findings indicate that module M1 captures the TGFβ and BMP signaling pathways, which are critical to EMT induction.

#### TNF/NF-κB signaling

Module M4 includes the TNF / NF-κB signaling network and is also enriched for genes from the MAPK signaling pathway. The majority of genes that are annotated as mediators of apoptosis signaling reside in this module. Specifically, M4 contains all annotated genes of the extrinsic apoptosis pathway (*P* <1e-5), and high enrichments for the intrinsic (fold 73.7, *P* <1e-5), general (fold 92.12, *P* <1e-5), and caspase (fold 52.54, *P* <1e-5) apoptosis pathways. Another defining characteristic of M4 is TNF signaling, since all annotated genes in this pathway are included (*P* <1e-5). Consistently, this module contains genes involved in signaling pathways upstream of NF-κB (fold 82.80, *P* <1e-5). Furthermore, we observed enrichment of the IL1 (fold 409.41, *P* <1e-5), Toll-like (fold 29.48, *P* <1e-5), and NOD-like (fold 27.84, *P* <1e-5) pathways. All of these receptors are activated by pro-inflammatory signals, and converge on NF-κB. We also noted an overrepresentation of cytosolic mediators of immune responses. In particular, there are enrichments for the IKK complex (fold 215.98, *P* <1e-5), the TAK1/JNK cascade (fold 104.81, *P* <1e-5), and the MAPK stress activated cascade (fold 19.50, *P* <1e-5). These findings are consistent with the critical role of inflammation in EMT (reviewed in [60]). For example, IL-1 activity is known to induce the *ZEB1* and *ZEB2* master-switch EMT TFs through NF-κB [61]. Furthermore, both TNF and IL-1 induce the expression and nuclear localization of several AP-1 family members, such as *FOSL1* and *FOSB*, in addition to NF-κB [62]. These results suggest, that unlike the developmental and mesenchymal bias in M1, this module associates more strongly with the immune response and apoptosis and groups the interactions important for the propagation of TNF / NF-κB signaling in our model of EMT.

Module M7 includes signaling pathways from cell surface interactions and from receptor tyrosine kinases (RTKs). Cytosolic and signal transduction proteins show significant enrichment in this module (fold 5.07, *P* 1.25e-86; and fold 4.86, *P* 4.0e-55, respectively). We found several EGF receptor signaling pathways overrepresented in M7: *EGFR* (fold 19.79, *P* <1e-5), *ERBB4* (fold 19.16, *P* <1e-5), and *ERBB2*/*3* (fold 13.20, *P* <1e-5). Interestingly, this module also overlaps with genes that are upregulated in response to EGF signaling in HeLa cells (fold 6.87, *P* <1e-5) [63]. In our model system, we observed clear differential regulation of the EGF receptors. *ERBB2* and *ERBB3* are epigenetically and transcriptionally repressed, while *EGFR* is activated (see ‘Regulation of EMT signaling pathways is chromatin-mediated’). 

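Among the EGF receptor family and its ligands, the genes that changed went both ways. Of 14 measured members, 3 rose, 2 fell and 9 did not pass (6 higher and 4 lower when adjusted over the list alone), with camera adjusted p = 0.318, and adjusted p = 0.42 with an estimated correlation. HBEGF, which encodes a heparin-binding ligand of EGFR, went from 4.97 ± 0.29 to 7.27 ± 0.20 (SD, n = 2 arrays), a log2 fold-change of 2.30 (standard error 0.29, adjusted p = 0.0177) from limma. The call of HBEGF ended without 3D control replicate 1 (adjusted p = 0.0531), 3D control replicate 2 (adjusted p = 0.0751), 3D treated replicate 1 (adjusted p = 0.0541) and either 2D treated array (adjusted p = 0.0524) in limma. It did not pass with replicate number as a block and did not pass in a fit of the 3D arrays alone. From the lower ERBB2 and ERBB3 and the higher EGFR, the paper proposes a receptor switch associated with the core basal phenotype.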

Repression of ErbB2/3 signaling coincides with the repression of many of its interaction partners [See Additional file 18: Figure S9]. 

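Of the fibroblast growth factor receptors, FGFR3 fell in treated 3D cultures, while the decrease of FGFR2 did not pass the test. FGFR3 went from 7.10 ± 0.01 to 3.88 ± 0.45 (SD, n = 2 arrays), a log2 fold-change of −3.22 (standard error 0.23, adjusted p = 0.00602) from limma. FGFR2 had a log2 fold-change of −2.84 (standard error 0.58, adjusted p = 0.0559) from limma, with 6.69 ± 0.16 in control and 3.85 ± 0.71 in treated cells (SD, n = 2 arrays). Of 27 other receptor tyrosine kinases, 5 rose, 2 fell and 20 did not pass (5 higher and 3 lower when adjusted over the list alone), with camera adjusted p = 0.334, and adjusted p = 0.519 with an estimated correlation. ROR1, a WNT5A receptor, and AXL, the GAS6 receptor, were 3.13-fold and 2.83-fold higher (limma adjusted p = 0.027 and 0.0324). FGFR2 passed with an intensity trend, with array medians subtracted, after a filter on dim probe sets or with adjustment over 1 probe set per gene (limma adjusted p = 0.0448, 0.0302, 0.012 and 0.0339), and on its probe set with the highest mean its log2 fold-change was 0.64 (0.471), within a range of 0.012 to 0.471. ROR1 has the opposite sign on its probe set with the highest mean and did not pass there (−1.21, limma adjusted p = 0.201). With 1 array left out of the limma fit, of 3 calls 2 ended without 3D control replicate 1 (adjusted p up to 0.134), 2 without 3D control replicate 2 (up to 0.123), 1 without 3D treated replicate 1 (0.0964), 2 without 3D treated replicate 2 (up to 0.0762), 2 without either 2D control array (up to 0.0746) and 1 without either 2D treated array (0.0736). The genes that lost a call were AXL and ROR1, and 2 of 3 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.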

Interestingly, among these repressed binding partners are other RTKs, including *FGFR2* and *FGFR3*. Further examination of M7 revealed an enrichment of signaling cascades that are downstream of cellular junctions, most significantly the focal adhesion pathway (fold 19.90, *P* 1.2e-68). Other over-represented cell adhesion pathways include integrins (fold 31.42, *P* <1e-5), adherens junctions (fold 27.61, *P* <1e-5), nectins (fold 87.22, *P* <1e-5), and tight junctions (fold 12.11, *P* <1e-5). Together, these results illustrate the co-regulation of EGF receptors, their downstream signaling pathways, and their transcriptional targets.

In summary, we find three modules (M1, M4, M7) within the EMT-network that correspond to signal transduction networks associated with TNF / TGFβ stimulation, as well as EGF signaling. Remarkably, we find that the same pathways associate with hubs of the EMT-network. Together, these results suggest that coordinated changes in chromatin maintain the activity of pathways associated with the response to TNF / TGFβ into the mesenchymal state. A plausible mechanism for how signaling from these pathways is integrated into a transcriptional response is provided by the remaining module, six.

### Transcriptional integration of upstream signaling

Examination of M6 revealed an enrichment for TFs and other nuclear proteins involved in cell-cycle regulation, chromatin modifications, and epigenetic regulation. GO-terms enriched in this module include ‘nucleus’ (fold 13.51, *P* <1e-16), ‘activating transcription factor binding’ (fold 30.19, *P* 4.7e-7), and ‘repressing transcription factor binding’ (fold 57.79, *P* 7.1e-12). Therefore, in contrast to the three upstream signaling modules, we refer to M6 as ‘downstream’. Interestingly, we observed enrichment of TNF-related regulators of NF-κB activity (fold 10.74, *P* 1.8e-30). This functionally links modules M6 and M4. A highly significant enrichment for TGFβ signaling (fold 34.64, *P* 2.5e-79), particularly through SMAD2 and 3 (fold 52.01, *P* 6.1e-51) indicates that M6 similarly associates with M1. Finally, the overrepresentation of EGF receptor signaling pathways from EGFR (fold 10.03, *P* <1e-5) and ERBB2/3 (fold 11.86, *P* 2.1e-05) suggests signaling from M7 to M6. There is also an over-representation of the MAPK targets and nuclear events mediated by MAP kinases in this module (fold 49.94, *P* <1e-5), as well as the inclusion of all genes in Reactome annotated as known regulators of the AP-1 family TFs (*P*<1e-5). In summary, we found evidence that M6 integrates signaling events from all three upstream modules.

We identified transcription factors within M6 that are also major hubs in the EMT-network (Figure 6) and hence are likely to mediate the transcriptional response. We found that *SMAD3*, *JUN*, *MYC*, and *RELA* satisfy these criteria. Interestingly, *JUN* and *MYC* are immediate early genes, while *SMAD3* and *RELA* are post-translationally activated in response to TGFβ and TNF, respectively. All four TFs reside in the EMT-GCs. Together, these data suggest sustained activation, coordination and maintenance of the early cytokine response pathways through concerted changes in histone modifications.

Furthermore, *JUN*, *MYC*, and *RELA* represent members of each of the transcription factor families identified in the enhancer analysis, which we implicate in our chromatin-mediated transcriptional feedback hypothesis (see ‘Links between enhancer clusters, gene clusters, and TFs, indicate a mechanism of chromatin-mediated transcriptional feedback’). Thus, we looked for evidence of regulatory loops within the EMT-network. To test this we examined the upstream modules for targets of AP-1, NF-κB, and c-Myc. Strikingly, we found enrichment of genes that are transcriptionally regulated by two AP-1 family members, *FOSL1* and *FOSL2* (fold 30.15, *P* <1e-5), in M1; enrichment of NF-κB target genes involved in the regulation of apoptosis (fold 219.36, *P* <1e-5) in M4; enrichment of targets of AP-1 (fold 2.60, *P* <1e-5) in M7; and enrichment of predicted NF-κB targets (fold 6.10, *P* <1e-5) in M6 itself. This implicates the AP-1 (which includes *JUN*) and NF-κB (which includes *RELA*) transcription factor families as positive transcriptional regulators of the upstream components of EMT-network.

There is also evidence that suggests an analogous, but inverted role for c-Myc (*MYC*). We found enrichment of genes that are downregulated by c-Myc in M1 (fold 10.39, *P* 2.0e-11), M6 (fold 14.66, *P* 2.84e-14), and M7 (fold 4.19, *P* 4.5e-9). This agrees with our previous results, which provide evidence for the repression of enhancers that bind c-Myc, the activation of genes in GC16 that are known to be repressed by c-Myc, and the repression of genes in GC15 that are activated by c-Myc. These data suggest opposing roles for AP-1 / NF-κB and c-Myc in the regulation of genes from the EMT-GCs. Overall, these results are consistent with the GO and pathway enrichment analyses of the EMT clusters, as well as the enhancer TFBS analysis.

## Conclusions

A rapidly growing body of research demonstrates that EMT is an epigenetically regulated process (for recent reviews see [64,65]). The known mechanisms of regulation involve miRNAs, chromatin structure, DNA methylation, and changes to histone modification levels. EMT in non-transformed cells has been likewise linked to remodeling of specific chromatin domains (that is, the so-called ‘LOCKs’) [9]. It was therefore plausible to hypothesize that genes involved in EMT are broadly coordinated through epigenetic mechanisms. We have made five key observations in support of this:

1. Genes known to be associated with the EMT phenotype are shown to have strong, specific, and highly similar differential chromatin profiles.

2. Epigenetic regulation at gene and enhancer loci linked to EMT is consistent in terms of chromatin activation, repression and differential gene expression.

3. Two distinct classes of enhancers associated with activated or repressed chromatin, are significantly enriched for binding sites of two different sets of TFs.

4. The upstream pathways and downstream targets of the TFs linked to activated enhancers (AP-1 and NF-κB family members) are enriched for genes with EMT-specific epigenetic profiles.

5. Network analysis of interactions among genes with EMT-specific epigenetic profiles highlights these TFs as protein-protein interaction hubs.

Therefore, epigenetic regulation of genes that drive EMT is coordinated and specific in our A549 model system. These findings link chromatin remodeling to shifts in cellular signaling networks. They are also consistent with a model of positive feedback that maintains the phenotypic switch (Figure 5A). The constitutive activation of NF-κB in our system and the extensive reprogramming at NF-κB target loci provide further support for this data-driven hypothesis.

Although we have been able to associate combinatorial epigenetic profiles with clear functional roles, our results do not address the specific cooperative mechanism of chromatin remodeling. However, we identified a number of candidate chromatin modifying enzymes that are differentially expressed. 

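Histone acetyltransferase genes that changed were lower in treated than in control 3D cultures, and the other groups of chromatin enzymes went both ways. Of 15 acetyltransferase genes, 0 rose, 6 fell and 9 did not pass (0 higher and 7 lower when adjusted over the list alone), with camera adjusted p = 0.00126, and adjusted p = 0.152 with an estimated correlation. KAT2B, which encodes PCAF, had a log2 fold-change of −0.76 (standard error 0.14, adjusted p = 0.0424) from limma. Of 20 deacetylase genes, 1 rose and 3 fell (3 higher and 5 lower when adjusted over the list alone), with camera adjusted p = 0.454, and adjusted p = 0.519 with an estimated correlation, and the mitochondrial sirtuin gene SIRT5 had a log2 fold-change of −1.70 (limma adjusted p = 0.0208). Of 31 methyltransferase genes, 3 rose and 4 fell (5 higher and 7 lower when adjusted over the list alone), with camera adjusted p = 0.822, and adjusted p = 0.911 with an estimated correlation. The arginine methyltransferase gene PRMT5 and SETDB1, which methylates histone H3 at lysine 9, had log2 fold-changes of −0.82 and −0.69 (limma adjusted p = 0.0187 and 0.0198). Of 22 demethylase genes, 5 rose and 1 fell (5 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.0334, and adjusted p = 0.246 with an estimated correlation. KDM6B, which demethylates histone H3, went from 5.79 ± 0.18 to 8.64 ± 0.00 (SD, n = 2 arrays), a log2 fold-change of 2.85, and JMJD6 had 1.32 (limma adjusted p = 0.00214 and 0.0199). Single arrays decided some of these calls from limma, and of 6, 5 ended without 3D control replicate 1 (adjusted p up to 0.153), 5 without 3D control replicate 2 (up to 0.092), 1 without 3D treated replicate 1 (0.061), 4 without 3D treated replicate 2 (up to 0.0852), 3 without either 2D control array (up to 0.0991) and 3 without either 2D treated array (up to 0.0972). This concerned JMJD6, KAT2B, PRMT5, SETDB1 and SIRT5, and 3 of 6 calls passed with replicate number as a block and 2 in a fit of the 3D arrays alone.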

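HDAC9, KDM7A (also called JHDM1D) and KDM1B were higher in treated than in control 3D cultures, and the change of EZH2 did not pass the test. HDAC9, a class IIa deacetylase, went from 2.43 ± 0.08 to 5.97 ± 0.70 (SD, n = 2 arrays), a log2 fold-change of 3.53 (standard error 0.34, adjusted p = 0.0106) from limma, and 1 of its control arrays was at background, which limits the precision of this size. KDM7A and KDM1B, both demethylases, had log2 fold-changes of 3.38 and 1.38 (standard errors 0.35 and 0.25, limma adjusted p = 0.0121 and 0.044). EZH2, the catalytic subunit of Polycomb repressive complex 2, had a log2 fold-change of 1.13 (standard error 0.63, adjusted p = 0.501) from limma, with 4.18 ± 0.48 in control and 5.31 ± 0.01 in treated cells (SD, n = 2 arrays). Of these 3 limma calls, 2 ended without 3D control replicate 1 (adjusted p up to 0.0752), 1 without 3D control replicate 2 (0.144), 1 without 3D treated replicate 1 (0.113), 1 without 3D treated replicate 2 (0.147), 1 without either 2D control array (0.103) and 1 without either 2D treated array (0.0539). This concerned HDAC9 and KDM1B, and 2 of 3 calls passed with replicate number as a block and 0 in a fit of the 3D arrays alone.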

Upregulated chromatin modifiers include the histone deacetylase *HDAC9* (log2fc 3.53), methyltransferase *EZH2* (log2fc 1.13), and demethylases *JHDM1D* (log2fc 3.38) and *KDM1B* (log2fc 1.38). Downregulated enzymes include the deacetylase *HDAC1* (log2fc −1.15), methyltransferases *ELP3* (log2fc −0.92) and *NCOA2* (log2fc −1.43), and the demethylase *EHMT2* (log2fc −1.10). In addition, genes and enhancers with EMT-specific chromatin remodeling patterns are enriched for targets of specific chromatin remodeling complexes. For example, ENCODE-mapped Sin3a and HDAC2 binding sites are enriched in repressed enhancers. These factors have been implicated in EMT by a study that has shown that the master switch factors SNAI1 and SNAI2 recruit the Sin3a/HDAC1/HDAC2 complex to silence *CDH1* in EMT [66]. 

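HDAC1, ELP3 and EHMT2 were lower in treated than in control 3D cultures, and the change of NCOA2 did not pass the test. ELP3, the catalytic subunit of Elongator, and EHMT2, the methyltransferase G9a, had log2 fold-changes of −0.92 and −1.10 (standard errors 0.0577 and 0.0727, limma adjusted p = 0.00463 and 0.00508), EHMT2 with an identical value on both treated arrays. HDAC1, a class I deacetylase, went from 11.78 ± 0.01 to 10.63 ± 0.22 (SD, n = 2 arrays), a log2 fold-change of −1.15 (standard error 0.16, adjusted p = 0.0213) from limma. NCOA2, a nuclear receptor coactivator, had a log2 fold-change of −1.43 (standard error 0.50, adjusted p = 0.199) from limma, with 6.90 ± 0.31 in control and 5.47 ± 0.68 in treated cells (SD, n = 2 arrays). The call of HDAC1 ended without 3D control replicate 1 (adjusted p = 0.0915), 3D control replicate 2 (adjusted p = 0.0955), 3D treated replicate 2 (adjusted p = 0.0532) and either 2D treated array (adjusted p = 0.0564) in limma. Of the genes called here, 3 of 3 calls passed with replicate number as a block and 2 in a fit of the 3D arrays alone.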

We also observe enrichments of known HDAC1 and HDAC2 targets among upregulated genes and within EMT-GCs. Consistently, we observe evidence for a decrease in HDAC1 and HDAC2 activity through the downregulation of *HDAC1* expression, and repression enhancers with HDAC2 binding sites. These associations point toward select chromatin modifying complexes and enzymes as likely epigenetic drivers of EMT.

We also found that chromatin modulates, and effectively maintains the activation of pathways involved in the response to TNF / TGFβ after prolonged stimulation with these cytokines. Surprisingly, many canonical immediate early response genes, such as *JUN*, remained active transcriptionally and epigenetically. Many of the pathways downstream of TNF / TGFβ show further evidence of chromatin-mediated transcriptional switching. Within the TGFβ signaling pathway we observe a striking bidirectional regulation of TGFβ superfamily cytokines, their receptors, and their downstream signaling components. 

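TGFβ superfamily ligands and receptors went both ways in treated 3D cultures. Of 25 measured ligands and follistatins, 7 rose, 2 fell and 16 did not pass (8 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 0.00422, and adjusted p = 0.156 with an estimated correlation. FST, the activin antagonist follistatin, was at least 82.2-fold higher, from near background in control cultures, with a log2 fold-change of 6.55 (standard error 0.20, adjusted p = 0.00126) from limma. BMP6 and BMP2, bone morphogenetic proteins, had log2 fold-changes of 5.85 and 4.19, and BMP4, which was named after its value was seen, −2.30 (limma adjusted p = 0.00203, 0.0107 and 0.0278). Of 24 receptors, SMAD proteins and their regulators, 4 rose and 3 fell (8 higher and 4 lower when adjusted over the list alone), with camera adjusted p = 0.0767, and adjusted p = 0.257 with an estimated correlation. TGFBR2, the type II receptor, went from 8.37 ± 0.10 to 6.11 ± 0.22 (SD, n = 2 arrays) and had a log2 fold-change of −2.26, and the coreceptor gene TGFBR3 had −2.17 (limma adjusted p = 0.00945 and 0.0116). Of 11 ID proteins and BMP feedback genes, 6 rose and 0 fell (6 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 7.58e-05, and adjusted p = 0.188 with an estimated correlation. SMAD7, an inhibitory SMAD, had a log2 fold-change of 1.98, and the dominant negative helix-loop-helix factors ID3 and ID4 had 1.64 and 2.50 (limma adjusted p = 0.0116, 0.0107 and 0.0222). On the probe set with the highest mean, ID4 did not pass (1.48, limma adjusted p = 0.0784). Of the calls of these 9 genes by limma, 3 ended without 3D control replicate 1 (adjusted p up to 0.117), 3 without 3D control replicate 2 (up to 0.115), 2 without 3D treated replicate 1 (up to 0.0563), 2 without either 2D control array (up to 0.0606) and 1 without either 2D treated array (0.0603). This concerned BMP4, ID3, ID4 and TGFBR3, and 8 of 9 calls passed with replicate number as a block and 2 in a fit of the 3D arrays alone.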

We also see differential regulation of MAPK phosphatases and a pronounced switch in EGF receptors. Within these examples, genes that are upregulated often have the GC16 or GC19 activated epigenetic signature, while downregulated genes have the opposite GC15 repressed differential profile. These results are consistent with previous findings that EMT involves switches among receptor tyrosine kinases that activate the MAP-ERK pathway [67]. Thus, we conclude that modulation of critical pathways during EMT involves coordinated epigenetic activation and repression.

One of our most unexpected findings is that epigenetically active and repressed enhancer regions are enriched for the binding sites of two non-overlapping sets of specific TFs. This lends support to the model that chromatin and TF profiles jointly govern the locus specific regulation of gene expression. The magnitude of the differential epigenetic regulation that we observe at enhancers is in agreement with several studies that highlight the epigenetic plasticity of enhancers relative to promoters [24,31]. Our results suggest that global availability of TF binding sites at enhancers distinguish epithelial and mesenchymal phenotypes. Consistently, several studies have demonstrated the cell-type specificity of enhancers and TF binding patterns [68,69]. There is also evidence that the observed regulation of enhancers is specific to epithelial and mesenchymal phenotypes. For example, we linked FOXA1 and FOXA2 with enhancers that are repressed in EMT. These so-called ‘pioneer’ factors are believed to facilitate opening of chromatin at enhancers to enable lineage specific transcriptional regulation [70-72]. Interestingly, these TFs have been shown to promote the epithelial phenotype and block EMT in various systems [73-76].

In summary, we have shown extensive epigenetic reprogramming at both gene and enhancer loci between the end states of the EMT. Changes to chromatin states enable the constitutive activation of transcription factors (some of which are associated with an immediate early response), their upstream signaling pathways, and target enhancers. Based on these results we put forward a hypothesis in which EMT is driven in large part by chromatin-mediated activation of transcriptional positive feedback loops. The linchpins of this feedback are two TF families: AP-1 and NF-κB. Interestingly, of all gene clusters, GC15 and GC16 show the highest fractional composition of transcription factors, which includes a large number of AP-1 and NF-κB family members. This suggests that epigenetic reprogramming during EMT alters the transcriptional profile of the cell by broadly altering chromatin accessibility, and by regulating genes that directly mediate transcription–a potential feedback mechanism in itself. Together, our results suggest a high-level mechanism for how complex signaling networks can be coordinated during EMT, and cellular state transitions, generally.

## Methods

### Cell culture

NSCLC lines A549 were purchased from ATCC (Manassas, VA) and grown in DMEM (Mediatech, Manassas, VA), 10% FBS (Life Technologies, Grand Island, NY) and penicillin/streptomycin (Life Technologies). Spheroid (3D) cultures were resuspended in DMEM/10%FBS as 25000 cell aggregates using the hanging droplet technique. Newly formed spheroids were transferred onto polyhema plates containing DMEM/2% FBS to prevent aggregates from attaching to the dish. For EMT-induction, monolayer or spheroid cultures were incubated in DMEM/2% FBS and treated with vehicle or with TNF (10 ng/mL) and TGFβ (2 ng/mL) for 48 hours. The 2D and 3D cultures were then treated with vehicle or TNF and TGFβ a second time for an additional 48 hours. The samples were subsequently collected and subjected to RNA isolation or ChIP-seq. TGFβ (PHG 9204) and TNF (PHG 3015) were purchased from Life Technologies.

### ChIP-seq

Chromatin immunoprecipitation (IP) followed by sequencing (ChIP-seq) assays were performed in spheroid cultures only. TGFβ / TNF treated and control cells were cross-linked in 1% formaldehyde. The cross-linking reaction was quenched using 125 mM glycine, and the samples were collected for ChIP-seq analysis according to the Myers lab protocol as described in [77]. Approximately 1.2e7 cells were used per IP, and the DNA was sheared to approximately 400 bp fragments by sonication with a bioruptor. After DNA recovery, we used standard Illumina protocols and reagents to prepare the ChIP-seq library (Illumina 11257047 rev A). The antibodies used for IP are listed: H2A.Z (Abcam, ab4174), H3K4me1 (Active Motif, 39635), H3K4me2 (Active Motif, 39141), H3K4me3 (Active Motif, 39159), H3K27ac (Abcam, 4729), H3K27me2 (Active Motif, 39245), H3K27me3 (Active Motif, 39155), H3K14ac (Active Motif, 39599), H3K36me3 (Abcam, ab9050), H3K79me3 (Abcam, ab2621), H3K9ac (Active Motif, 39137), H3K9me1 (Active Motif, 39249), H3K9me3 (ab8898), HeR17me2asym (Abcam, ab8284), H4K8ac (Millipore, 17–10099), H4R3me2asym (Abcam, ab5823), H4K20me1 (Active Motif, 39175), pan-H3 (Active Motif, 39163).

### Microarray and gene expression analysis

Microarray analysis of gene expression was performed on technical duplicates of TGFβ / TNF treated and untreated cells in both two-dimensional and spheroid cultures. Total isolated mRNA was hybridized to Affymetrix U133 plus 2.0 microarrays. The raw data was analyzed using Bioconductor [78]. Background subtraction was performed using GCRMA. The Limma [79] package was used to perform differential expression analysis, in which a 5% FDR-adjusted *P* value cutoff was chosen.

Normalized expression values for all probes were propagated onto genes considered in this analysis. We used a comprehensive, but non-redundant, set of high-confidence protein-coding transcripts. We eliminated the majority of redundant transcripts coding for isoforms of a single gene, together with pseudo- and RNA-coding genes. For the full list of 20707 canonical transcripts represented by UCSC IDs [80] and gene symbols (HGNC) [see Additional file 8: Table S5]. Further, each gene was annotated with expression values from all probes that map to any of the genes’ transcripts and isoforms as defined by all the transcripts known to UCSC (July 2011). In analyses of differential gene expression the probe set with the largest log2 fold-change (log2fc) magnitude between treated and untreated samples has been chosen to represent a set of transcripts and was reported in Additional file 8: Table S5.

### Enhancer-associated histone modifications

Within our panel of epigenetic modifications we identified a subset of marks that are associated with enhancer activity. Marks that showed clear position-dependent correlation with either H3K4me1 or H3K27ac differential enrichment include: H3K4me2, H3K9ac, H3R17me2asym and H4K8ac [see Additional file 1: Figure S1]. Together with the initial two, these marks comprised our set of six enhancer-associated marks.

### ChIP-seq data processing

Images generated by the Illumina sequencer were initially processed using the Illumina pipeline. Sequences were mapped to the human reference genome, hg19 (GRCh37), using the BWA software [81] with all default options. In cases where a tag aligned to multiple sites the match with the smallest edit distance was chosen. In the event of an exact tie a single mapping site was randomly chosen. Sequences that fully or partially overlapped problematic regions were discarded. We defined problematic regions as those with known mapability issues, (for example, repetitive sequences (from the UCSC genome browser microsatellite track (downloaded July 8, 2011))) and genomic coordinates with high false positive rates of enrichments, as identified by [82]. All remaining mapped tags were extended to 200 bp in the 3’ direction to account of the expected length of nucleosome-bound DNA.

### Scaled differential enrichments

To generate chromatin enrichments the genome was segmented into 200 bp bins. The extended tags were assigned to each genomic bin they overlapped. The raw enrichment (RE) is simply the per-window overlap count. REs have been calculated for each of the mapped histone marks from both epithelial (3D untreated) and mesenchymal (3D treated) samples. To allow for comparisons of enrichment profiles between the epithelial (E) and mesenchymal (M) samples, we normalized pairs of REs for each histone modification or variant. We used an in-house implementation of the normalization procedure used in the DESeq algorithm [83] to calculate scale factors for each pair. Scaled enrichments (SE) were obtained by multiplying REs window-wise by the appropriate scale factors. Finally, we calculated scaled differential enrichments (SDE) by subtracting (for all histone modifications separately) the epithelial SE (ESE) from the mesenchymal MSE at each genomic window (that is, SDE = ESE − MSE).

### Definition of putative enhancer loci

We have adapted the methodology of [25] to locate putative enhancer sites using histone modifications. A set of initial putative loci was derived from the raw enrichments of two ‘core enhancer’ marks H3K27ac and H3K4me1 that have been previously shown to be sufficient to distinguish enhancers from other genomic elements. The SICER software [84] was used to call peaks of both marks in the epithelial and mesenchymal states, using corresponding panH3 samples as a control. Peak calls with gaps less than or equal to 600 bp were merged. The final calls were based on a FDR-corrected *P* value <0.01. These peaks were subsequently used to delineate enhancer regions. Potential enhancer sites were anchored on the window within a given peak call that had the maximum nominal enrichment of one of the two marks, corresponding to the mark for which the peak was called. Since enhancers discovered by profiling p300 occupancy have been shown to be depleted of H3K4me3, these anchor sites were filtered to exclude those that overlapped H3K4me3 SICER peaks (called in the same manner as H3K4me1 and H3K27ac). Finally, anchor sites based on H3K4me1 peaks that were within 1 kb of sites based on H3K27ac peaks were collapsed to the H3K27ac-based site. The 200bp sites were extended by 1000 bp at both ends resulting in set of 75,937 putative enhancers all 2200 bp in length.

### Filtering and gene assignment of enhancer loci

The initial set of 75,937 putative enhancers was further filtered to enrich for regions with significant epigenetic changes during EMT. We retained enhancers with a significant change for at least one ‘enhancer-associated’ histone modifications. The significance calls were based on a extreme-value null-model derived from the set of all enhancers. For each enhancer a single extreme-value is retained that corresponds to the largest magnitude of change in either the positive (gain) or negative (loss) direction. The details of how these changes are calculated at each enhancer are described in ‘Signal Quantification and Scaling’. The distribution of maximal magnitudes was represented through a kernel density estimate (Gaussian kernel, bandwidth 0.025). The left tail of this distribution was used to calculate a Gaussian null model of the noise regime of the differential signals. This Gaussian null model has parameters and, where $\hat{\mu }$is equal to the mode of the kernel density estimate, and $\hat{\sigma }$ is calculated using the following equation:

$$\hat{\sigma }=\sqrt{\frac{1}{n-1}\sum_{i}^{x_{i}\leq \hat{\mu }}{\left(x_{i}-\hat{\mu }\right)}^{2}}$$

Potential enhancers that had a *P* value >0.05 were filtered, yielding a final set of 30,681 putative differential enhancers. These enhancers were assigned to genes they likely regulate using a heuristic method described by [52]. Briefly, each gene was assigned a cis-region defined as the region from the given gene’s TSS to the neighboring TSSs in either direction, or 1 Mb if the nearest TSS is further than 1 Mb. Enhancers that fall within a gene’s cis-region are assigned to that gene.

### Differential epigenetic profiles

We calculated differential epigenetic profiles (DEP) at both gene and enhancer loci. We base the DEPs on scaled differential enrichments (SDEs, see ‘Scaled Differential Profiles’) for all mapped histone modifications at gene loci, and enhancer associated marks at putative enhancer loci. The calculation is a multistep procedure that results in a profile (fixed-sized feature vector) that summarizes the multivariate differences in histone modification levels between the paired samples at each locus. In the first step, gene loci are split into segments (see ‘Gene Segmentation’), while enhancers are kept whole. Next, within all segments, SDEs for each considered histone modification are quantified (see ‘Signal Quantification and Scaling’).

### Gene segmentation

The calculation of the raw epigenetic profile is based on four segments delineated for each gene. The sizes of all but one segment are fixed. The remaining one accommodates the variable length of genes. The fixed size segments are: promoter (PR), transcription start site (TSS) and gene start (GS). The whole gene (WG) segment is variable in size but is at least 1.2 kb long. We define the sizes and boundaries of segments based on windows, which have a fixed size of 200 bp and have boundaries that are independent of genomic landmarks such as TSSs. The location of the TSS defines the reference window, which together with its two adjacent windows, defines the TSS segment. The two remaining fixed-size segments, PR and GS, have a size of 25 windows (5 kb). The PR and GS segments are located immediately upstream and downstream, respectively, of the TSS segment, while the WG segment begins at the TSS reference window and extends 5 windows (1 kb) beyond the window containing the transcription termination site. Enhancers were treated as single-segment, contiguous 11-window (2,200 bp) regions (see ‘Enhancer Definition’).

### Signal quantification and scaling

The genome-wide scaled differential enrichments (SDEs) quantify epithelial to mesenchymal differences for each mark at 200 bp resolution across the genome. Each gene segment comprises a set of bookended windows [see Additional file 2: Figure S2]. For each histone modification, and within each segment, we reduce the SDE to two numeric values, which intuitively capture the level of gain and loss of the mark in the epithelial to mesenchymal direction. Strictly speaking, we independently calculate the absolute value of the sum of the positive (gain) and negative (loss) values of the SDE within a segment. Hence, we obtain a gain and loss value for all histone modifications within each segment of a gene (or an enhancer region). The differential epigenetic profile (DEP) of each gene (or enhancer) is a vector of gains and losses of multiple histone modifications at all segments (single segment for enhancers). In the case of gene loci we quantify all histone marks, and in the case of enhancer loci only the enhancer-associated modifications are quantified (see ‘Enhancer-Associated Histone Modifications’). DEPs are arranged into a DEP matrix individually for genes and enhancers (Figure 2A, [see Additional file 6: Figure S3 and Additional file 7: Table S4]). Each row represents a DEP for a gene (or enhancer) and each column represents a segment-mark-direction combination (features). Columns (features) were non-linearly scaled using the following equation:

$$z=\frac{2}{1+e^{\frac{-2x}{u}}}-1$$

Where, *z* is the scaled value, *x* is the raw value and *u* is the value of some upper percentile of all *v*alues of a feature. We have chosen the 95^th^ percentile. Intuitively, this corrects for differences in the dynamic range of changes to histone modification levels and for differences in segment size. Scaled values (DEP elements) are within the 0 to 1 range. The scaling is approximately linear for about 95% of the data points.

### Data integration

To enable a broad, systemic view of genes, pathways, and processes involved in EMT, we have integrated a number of publicly available datasets containing functional annotations and other types of information within a semantic framework. Our experimental data and computational results were also semantically encoded and made interoperable with the publicly available data. This connected resource has the form of a graph and can be flexibly queried across original datasets. External, publicly available, data have been retrieved as database dumps, files or batch queries to web services / servers depending on the design of the original resource. We have processed the raw files using Python scripts and transformed them into RDF-XML files. Within the RDF-XML files a subset of entities from the original resource are ‘encoded’ based on an in-house ontology. The full set of RDF-XML files has been loaded into the Sesame OpenRDF triple-store. We have chosen the Gremlin graph traversal language for most queries.

### Annotation with GO-terms

Each gene was comprehensively annotated with Gene Ontology terms combined from two primary annotation sources: EBI GOA (retrieved 20110905) and NCBI gene2go (retrieved September 4, 2011). These annotations were merged at the transcript cluster level (see ‘Microarray and Gene Expression Analysis’), which means that GO-terms associated with isoforms were propagated onto the canonical transcript. The translation from source IDs (UniProt IDs, and Entrez Gene IDs for EBI and NCBI respectively) onto UCSC IDs was based on the mappings provided by UCSC and Entrez and was done using an in-house probabilistic resolution method. Every protein-coding gene was re-annotated with terms from two GO-slims provided by the Gene Ontology consortium. The re-annotation procedure takes specific terms and translates them to generic ones. We used the map2slim tool and the two sets of generic terms: ‘PIR’ (Protein Informatics Resource) and ‘generic terms’. Besides GO, we have included two other major annotation sources: NCBI BioSystems, and the Molecular Signature Database 3.0 (MSigDB).

### Mining for genes associated with epithelial-mesenchymal transition

We attempted to construct a representative list of genes relevant to EMT. This list was obtained through a manual survey of relevant and recent literature. We extracted gene mentions from recent reviews on the epithelial-mesenchymal transition. A total of 142 genes were retrieved and successfully resolved to UCSC transcripts. The resulting list of protein-coding genes is available in Additional file 4: Table S2. A second set of genes associated with EMT was based on GO annotations. This set included all genes that were annotated with at least one term from a list of GO-terms clearly related to EMT [see Additional file 5: Table S3].

### Functional similarity scores

We developed a score to quantify functional similarity for any two sets of genes. Strictly speaking, the functional similarity score (FSS) measures the degree of overlap between the two lists of GO-terms enriched for the two sets. First, we obtain two lists of significantly enriched GO-terms for the two sets of genes. The enrichment *P* values were calculated using Fisher’s Exact Test and FDR-adjusted for multiple hypothesis testing. For each enriched term we also calculate the fold change (that is, whether it is enriched or depleted relative to the background frequency). The similarity between any two sets is given by:

$$\mathrm{FSS}\left(A,B\right)=\sum_{c}^{C}\log\left(p_{c}^{A}\times p_{c}^{B}\right)+\sum_{d}^{D}\log\left(p_{d}^{A}\times p_{d}^{B}\right)$$

where A and B are two lists of significantly enriched GO-terms (here FDR-corrected *P* <0.01). C and D are sets of GO-terms that are either enriched or depleted in both lists, but not enriched in A and depleted in B and vice-versa. Intuitively, this score increases for every significant term that is shared between two sets of genes, with the restriction that the term cannot be enriched in one, but depleted in the other cluster. If one of the sets of genes is a reference list of EMT-associated genes, this functional similarity score is, in general terms, a measure of relatedness to the functional aspects of EMT.

### Functional correlation matrix

The functional correlation matrix (FCM) (Figure 2B) contains functional similarity scores (FSS) for all pairs of gene clusters with the difference that enrichment (E) and depletion (D) scores are not summed but are shown separately. Each row represents a ‘source’ gene cluster while each column represents either the enrichment (E) or depletion (D) score with a ‘target’ cluster. The FSS is the sum of the enrichment and depletion scores, (that is, FSS = E + D). Columns are arranged numerically by cluster ID, rows are arranged by Ward hierarchical clustering using the cosine metric. The FCM and clustering dendrogram have been visualized in Java TreeView.

### Selection of optimal clustering

We have followed a heuristic benchmarking approach to select a suitable unsupervised clustering method to group genes based on differential epigenetic profiles, while maximizing the biological interpretability of DEPs. Because there is no correct solution to unsupervised machine learning tasks, we evaluated clustering solutions based on their interpretability in the domain of the epithelial-mesenchymal transition. Intuitively, a ‘good’ clustering method groups genes with similar functions together. Therefore, we expected a small number of the clusters to be enriched for genes related to the EMT process (see ‘Mining for Genes Associated with EMT’). However, such straightforward approach would have the drawback of being strongly biased towards what is known, whereas the goal of unsupervised machine learning is to uncover what is not. To alleviate this problem, rather than calculating enrichments for genes known to be involved in EMT, we calculate the FSS that measures the degree of functional similarity between a cluster and a reference set of genes associated with EMT. Our goal was to find a combination of gene segmentation, data scaling and machine learning algorithm that performs well in grouping functionally related genes together. We evaluated three markedly different unsupervised learning methods: hierarchical clustering, AutoSOME [33], and WGCNA [85]. We further profiled a number of ways to partition gene loci into segments, and three methods to scale the columns of the DEP matrix (no scaling, non-linear scaling, non-linear-scaling with detrending). Based on the distribution of EMT-similarity scores (preferred few highly enriched clusters) and a number of semi-quantitative indicators such as cluster size (preferred small enriched clusters), differential gene expression (preferred up or down regulated clusters) we chose a final combination of clustering algorithm: AutoSOME, segmentation approach (see ‘Gene and Enhancer Segmentation’), and scaling method (see ‘Signal Quantification and Scaling’).

### Clustering of gene and enhancer loci

DEP matrices (see ‘Signal Quantification and Scaling’) associated with each of the 20,707 canonical transcripts (genes) and each of the 30,681 final enhancers were clustered using AutoSOME with the following settings: -P -g10 -p0.05 -e200. The output of AutoSOME is a crisp assignment of genes (or enhancers) into clusters and each cluster contains genes (enhancers) with similar DEPs. For visualization, columns (features) were clustered using hierarchical Ward clustering and manually rearranged if necessary. The matrices were visualized in Java TreeView.

### Transcription factor binding sites within promoters and enhancers

Transcription factor binding sites were obtained from the ENCODE transcription factor ChIP track of the UCSC genome browser [86] (downloaded December 15, 2011). This dataset contains a total of 2,750,490 binding sites for 148 different factors pooled from variety of cell types from the ENCODE project. The enrichment of each transcription factor in each enhancer and gene cluster was calculated as the cardinality of the set of enhancers or promoters (5,400 bp, centered on the window containing the transcription start site) that have a nonzero overlap with a given set transcription factor binding sites. The significance of the enrichment was calculated using a one-tailed Fisher’s Exact Test (cluster membership versus TF enrichment).

### Protein-protein interaction networks

The source of protein-protein interactions (PPIs) within our integrated resource is STRING9 [87]. This database collates multiple smaller sources of PPIs, but also applies text-mining to discover interactions from literature and further gives confidence values to network edges. For the purpose of this work, we focused on experimentally determined physical interaction with a confidence cut-off of 400, which is also the default from the STRING9 website. We obtained identifier synonyms that enabled us to cross-reference the interactions with entities from the protein aliases file. We explored the interaction graph from each of our 20,707 reference genes, by traversing along the interactions that met the type and cut-off requirements. Genes that had at least one interaction were retained. This full interaction graph has been exported as a GraphML file for further analysis and visualization.

We have constructed two sub-networks that highlight the interactions within smaller sets of genes than the full STRING9-derived interactome. A subnetwork contains interactions only between genes that induce it. These inducing sets of genes have been obtained by expanding seed gene lists. We used two seeds: (1) gene lists that were based on EMT-related gene clusters and (2) a list of down-regulated genes. The expansion of seeds into inducing sets included all genes that interacted with at least two genes from the seed. In other words, all genes that mediated interactions between genes in the seed list were discovered and appended and formed the inducing set. Genes within the EMT-GCs (GC15, GC16, GC19) were merged together into a single seed gene list, which formed the basis of the EMT-network (Figure 6). The downregulated gene expression network [See Additional file 18: Figure S9] has been constructed analogously to the epigenetic one, with the alteration that the seed lists were obtained by taking genes below a log2 fold-change −2 cut off.

### Hubs and modules

Within each network (or sub-network) we identified hubs [88] and modules [89]. We have employed the PageRank algorithm to identify hubs. We have used the fast heuristic algorithm of Blondel *et al*. [90] to discover dense communities, or modules, within our protein-protein interaction networks. Intuitively, modules within a PPI graph are groups of highly interconnected genes. We used a version of the Blondel *et al.* algorithm that depends on a resolution parameter, which we fixed for all analyses to 1.66 to yield slightly simpler solutions (fewer modules) [91]. All PageRank scores and modules have been calculated within the Gephi software.

### Data access

Data have been submitted to GEO: SubSeries GSE42373, gene expression GSE42374, ChIP-seq GSE42375.

## Abbreviations

DEGs: Delayed early genes; DEP: Differential epigenetic profiles; DUSPs: Dual-specificity phosphatases; EMT: Epithelial-mesenchymal transition; EMT-GCs: Epithelial-mesenchymal-gene cluster; SS: Similarity scores; FCM: Functional correlation matrix; FSS: Functional similarity score; GC: Gene cluster; GS: Gene start; IEGs: Immediate early genes; IP: Immunoprecipitation; NSCLC: Non-small cell lung cancer; PPI: Protein-protein interaction; PR: Promoter; RE: Raw enrichment; SDE: Scaled differential enrichments; SE: Scaled enrichment; TF: Transcription factor; TSS: Transcription start site; WG: Whole genome.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MC and SAH performed the bioinformatic analyses and prepared the manuscript. NB and SC prepared spheroid cultures and performed ChIP-seq experiments. MK developed the experimental system and prepared spheroid cultures. DA prepared spheroid cultures and edited the manuscript. XX aided in the bioinformatic analyses. JW and LG prepared spheroid cultures. MWM, DRJ, and SB conceived and guided the study and helped prepare the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Correlation of histone modifications at enhancers. (A) Correlation of histone modifications with H3K4me1 at putative enhancer loci. (B) Correlation of histone modifications with H3K27ac at putative enhancer loci. Click here for file

Additional file 2: Figure S2 Gene segmentation and differential signal quantification. Gene loci were segmented into four regions: promoter, transcription start site (TSS), gene start, and gene body. Within each segment, two values were computed for each mark: the sum of the differential gain in the mark and the sum of the differential loss in the mark (absolute value, mesenchymal minus epithelial). These values together form the differential epigenetic profile (DEP) for each gene. Enhancers were treated similarly; however, enhancer loci were not segmented. Click here for file

Additional file 3: Table S1 Literature-based list of genes associated with epithelial-mesenchymal transition (EMT). List of genes associated with EMT from a manual search of recent literature. Click here for file

Additional file 4: Table S2 List of GO-terms associated with epithelial-mesenchymal transition (EMT). List of GO-terms associated with EMT, mesenchymal-epithelial transition (MET), or the regulation thereof. Click here for file

Additional file 5: Table S3 Functional similarity scores of epithelial-mesenchymal transition-related gene clusters (EMT-GCs). For each of the EMT-GCs, this table presents the 9 most similar (in terms of the GO-based functional similarity score) clusters and reference lists of EMT-associated genes. Click here for file

Additional file 6: Figure S3 Epigenetic epithelial-mesenchymal transition-related gene cluster (EMT-GCs) (detailed). (A) Differential epigenetic profiles (DEP) of the EMT-related clusters. Same as Figure 3A, but the rows (epigenetic features) and columns (clusters) have been swapped to show all epigenetic features. The naming of each feature follows a convention. The first three segments separated by ‘_’ correspond to: gene segment: pr - promoter, ts - transcription start site, gs - gene start, gr - gene body. The following numbers correspond to clusters at different resolutions (fine, coarse). Click here for file

Additional file 7: Table S4 GO-terms most significantly enriched for GC16. A list of the most significantly enriched GO-terms in the epithelial-mesenchymal transition (EMT)-cluster 16, which has the highest functional similarity score to lists of EMT-associated genes. The enrichment *P* values were calculated using Fisher’s Exact Test and false discovery rate (FDR) corrected. Click here for file

Additional file 8: Table S5 Gene expression, cluster membership, and module membership. Click here for file

Additional file 9: Table S6 GO term enrichments for upregulated genes. Click here for file

Additional file 10: Figure S4 Clusters in the differential expression-epigenetic plane. Click here for file

Additional file 11: Table S7 EMT-GC MSigDB enrichments. Click here for file

Additional file 12: Table S8 Epithelial-mesenchymal transition-related gene cluster (EMT-GC) pathway enrichments. Click here for file

Additional file 13: Figure S5 Heat map of differential enhancer clusters. Heat map showing differential enhancer clusters that are either activated or repressed. These clusters generally show gain (G) or loss (L) across all marks, corresponding to activation or repression, respectively. While H3R17me2asym shows correlation with differential H3K27ac levels at enhancers, it has relatively little coherence across the globally activated and repressed clusters. Additionally, of the marks that correlate with differential H3K27ac or H3K4me1 levels at enhancers, H3R17me2asym shows the weakest correlation (Supplementary Figure S1). Click here for file

Additional file 14: Figure S6 Activation and repression of enhancers correlate with changes in gene expression. The plot shows the correlation between differential gene expression (log2 fold-change color) and the ‘activation’ Y-axis, and ‘repression’ X-axis of proximal enhancers. Each dot represents a gene. Its position in the X-Y plane indicates whether its proximal enhancers are rather ‘activated’ (dot close to Y) or ‘repressed’ (dot close to X). Click here for file

Additional file 15: Figure S7 AP-1 and c-Myc enrichment in gene clusters via enhancers. Association of (A) AP-1 and (B) c-Myc binding sites with gene clusters via enhancers. Enrichment of each factor’s binding sites (ENCODE) in the enhancers assigned to each gene cluster. Click here for file

Additional file 16: Figure S8 PCR of *MYC* from cells before and after induction of the epithelial-mesenchymal transition (EMT). Three dimensional cultures of A549 cells were left alone (No Add) or treated with TNF and TGFb (TNF/TGF) for ninety-six hours. Expression of c-Myc (*MYC*) was measured by QRT-PCR using *MYC*, forward 5’-TCAAGAGGCGAACACACAAC-3’ and reverse 5’-GGCCTTTTCATTGTTTTCCA-3 primers. *MYC* expression levels were normalized to *GAPDH* using forward 5’-GAAGGTGAAGGTCGGAGTC-3’ and reverse 5’-GAAGATGGTGATGGGATTTC-3’ primers. Results shown were calculated mean ± S.D, *p <0.05, of three independent experiments. Click here for file

Additional file 17: Table S9 Hubs in the epithelial-mesenchymal transition (EMT)-network. List of hubs in the protein-protein interaction network induced by genes from the EMT-GCs. For each hub gene, its epigenetic cluster, PageRank and module number is reported. Click here for file

Additional file 18: Figure S9 Protein-protein interaction (PPI) network induced by downregulated genes. This network contains genes that are four-fold or more downregulated and genes that mediate interactions between down-regulated genes. Color of nodes corresponds to differential gene expression (blue – down, red – up, white – no change). Size of nodes corresponds to the PageRank. Click here for file

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 1: Figure S1 — Correlation of histone modifications at enhancers. (A) Correlation of histone modifications with H3K4me1 at putative enhancer loci. (B) Correlation of histone modifications with H3K27ac at putative enhancer loci.

### Supplementary Figure S1: Correlation of histone modifications at enhancers

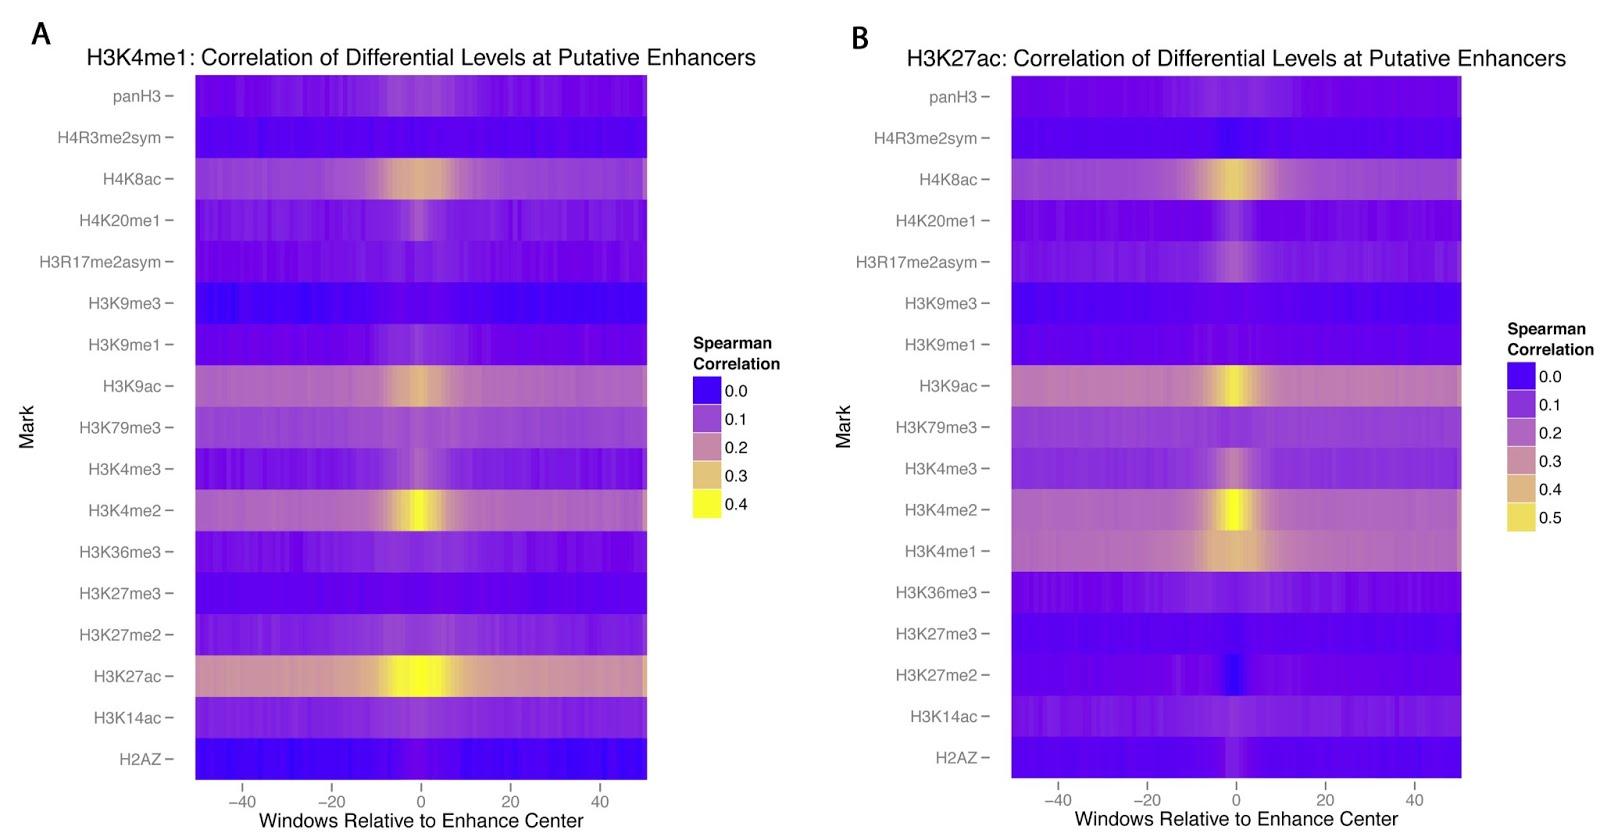

(A) Correlation of histone modifications with H3K4me1 at putative enhancer loci.

(B) Correlation of histone modifications with H3K27ac at putative enhancer loci.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 2: Figure S2 — Gene segmentation and differential signal quantification. Gene loci were segmented into four regions: promoter, transcription start site (TSS), gene start, and gene body. Within each segment, two values were computed for each mark: the sum of the differential gain in the mark and the sum of the differential loss in the mark (absolute value, mesenchymal minus epithelial). These values together form the differential epigenetic profile (DEP) for each gene. Enhancers were treated similarly; however, enhancer loci were not segmented.

### Supplementary Figure S2: Gene segmentation and differential signal quantification

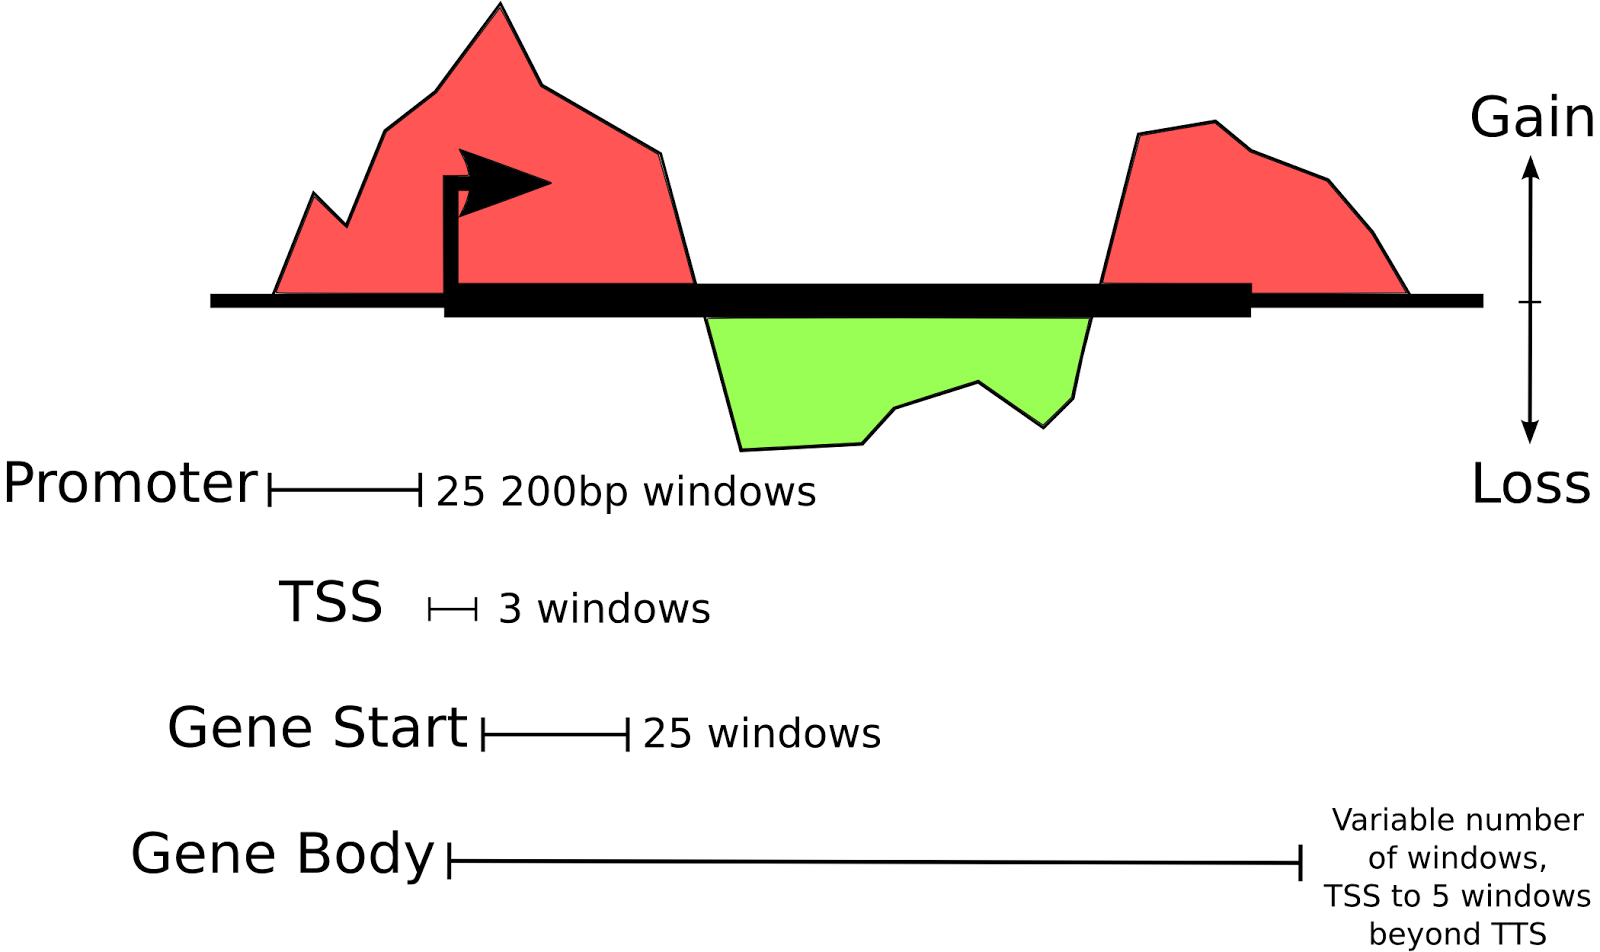

Gene segmentation and differential signal quantification. Gene loci were segmented into four regions: promoter, TSS, gene start, and gene body. Within each segment two values were computed for each mark: the sum of the differential gain in the mark, and the sum of the differential loss in the mark (absolute value, mesenchymal minus epithelial). These values together form the differential epigenetic profile (DEP) for each gene. Enhancers were treated similarly; however, enhancer loci were not segmented.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 3: Table S1 — Literature-based list of genes associated with epithelial-mesenchymal transition (EMT). List of genes associated with EMT from a manual search of recent literature.

### Supplementary Table S1: literature-based list of genes associated with EMT

| --- | --- | --- | --- |

List of genes associated with EMT from a manual search of recent literature.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 4: Table S2 — List of GO-terms associated with epithelial-mesenchymal transition (EMT). List of GO-terms associated with EMT, mesenchymal-epithelial transition (MET), or the regulation thereof.

### Supplementary Table S2: list of GO-terms associated with EMT

| **Accession** | **GO-term** |
| --- | --- |
| go:0060738  go:0003198  go:0001837  go:0060639  go:0060940  go:0072036  go:0044334  go:0060231  go:0060638  go:0060886  go:0072285  go:0003337  go:0061111  go:2000084  go:0010719  go:0003339  go:0010718  go:0060317  go:0060617  go:0060637  go:0060496  go:0060521  go:0003340  go:0060522  go:0060640  go:0060665  go:0072108  go:0060684  go:0061271  go:2000085  go:0003201  go:0060683  go:0010717  go:0061261  go:0060739  go:2000086 | epithelial-mesenchymal signaling involved in prostate gland development epithelial to mesenchymal transition involved in endocardial cushion formation epithelial to mesenchymal transition positive regulation of salivary gland formation by mesenchymal-epithelial signaling epithelial to mesenchymal transition involved in cardiac fibroblast development mesenchymal to epithelial transition involved in renal vesicle formation canon Wnt receptor signaling pathway involved in positive regulation of epithelial to mesenchymal transition mesenchymal to epithelial transition mesenchymal-epithelial cell signaling clearance of cells from fusion plate by epithelial to mesenchymal transition mesenchymal to epithelial transition involved in metanephric renal vesicle formation mesenchymal to epithelial transition involved in metanephros morphogenesis epithelial-mesenchymal cell signaling involved in lung development regulation of mesenchymal to epithelial transition involved in mesonephros morphogenesis negative regulation of epithelial to mesenchymal transition regulation of mesenchymal to epithelial transition involved in metanephros morphogenesis positive regulation of epithelial to mesenchymal transition cardiac epithelial to mesenchymal transition positive regulation of mammary placode formation by mesenchymal-epithelial signaling positive regulation of lactation by mesenchymal-epithelial cell signaling mesenchymal-epithelial cell signaling involved in lung development mesenchymal-epithelial cell signaling involved in prostate induction negative regulation of mesenchymal to epithelial transition involved in metanephros morphogenesis inductive mesenchymal to epithelial cell signaling positive regulation of dentine-containing tooth bud formation by mesenchymal-epithelial signaling regulation of branching involved in salivary gland morphogenesis by mesenchymal-epithelial signaling positive regulation of mesenchymal to epithelial transition involved in metanephros morphogenesis epithelial-mesenchymal cell signaling mesenchymal to epithelial transition involved in mesonephric renal vesicle formation negative regulation of mesenchymal to epithelial transition involved in mesonephros morphogenesis epithelial to mesenchymal transition involved in coronary vasculature morphogenesis regulation of branching involved in salivary gland morphogenesis by epithelial-mesenchymal signaling regulation of epithelial to mesenchymal transition mesenchymal to epithelial transition involved in mesonephros morphogenesis mesenchymal-epithelial cell signaling involved in prostate gland development positive regulation of mesenchymal to epithelial transition involved in mesonephros morphogenesis |

List of GO-terms associated with EMT, MET, or the regulation thereof.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 5: Table S3 — Functional similarity scores of epithelial-mesenchymal transition-related gene clusters (EMT-GCs). For each of the EMT-GCs, this table presents the 9 most similar (in terms of the GO-based functional similarity score) clusters and reference lists of EMT-associated genes.

### Supplementary Table S3: functional similarity scores of EMT-GCs

| **cluster** | **cluster or list of EMT-associated genes** | **functional similarity score** |
| --- | --- | --- |
| GC15 | emtgenes_go emtgenes_lit GC16 GC04 GC19 GC01 GC18 GC03 GC09 | 205.761381346 106.772377206 76.4678281474 16.8759217647 16.1532919508 15.1664813866 14.0480186433 6.2439210232 6.03622128247 |
| GC16 | emtgenes_go emtgenes_lit GC19 GC09 GC01 GC04 GC18 GC15 GC02 | 1231.53358821 918.063894538 287.117110889 109.074387433 107.892455724 84.9963920061 80.9303836225 76.4678281474 74.707400527 |
| GC19 | emtgenes_go emtgenes_lit GC16 GC09 GC01 GC14 GC18 GC10 GC04 | 636.878772995 435.606099481 287.117110889 120.795771998 101.098122035 81.3221269711 69.6946488352 53.4902402939 36.8951867868 |

For each of the EMT-GCs, this table presents the 9 most similar (in terms of the GO-based functional similarity score) clusters and reference lists of EMT-associated genes.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 6: Figure S3 — Epigenetic epithelial-mesenchymal transition-related gene cluster (EMT-GCs) (detailed). (A) Differential epigenetic profiles (DEP) of the EMT-related clusters. Same as Figure 3A, but the rows (epigenetic features) and columns (clusters) have been swapped to show all epigenetic features. The naming of each feature follows a convention. The first three segments separated by ‘_’ correspond to: gene segment: pr - promoter, ts - transcription start site, gs - gene start, gr - gene body. The following numbers correspond to clusters at different resolutions (fine, coarse).

### Supplementary Figure S3: Epigenetic EMT-related gene cluster (detailed)

**A
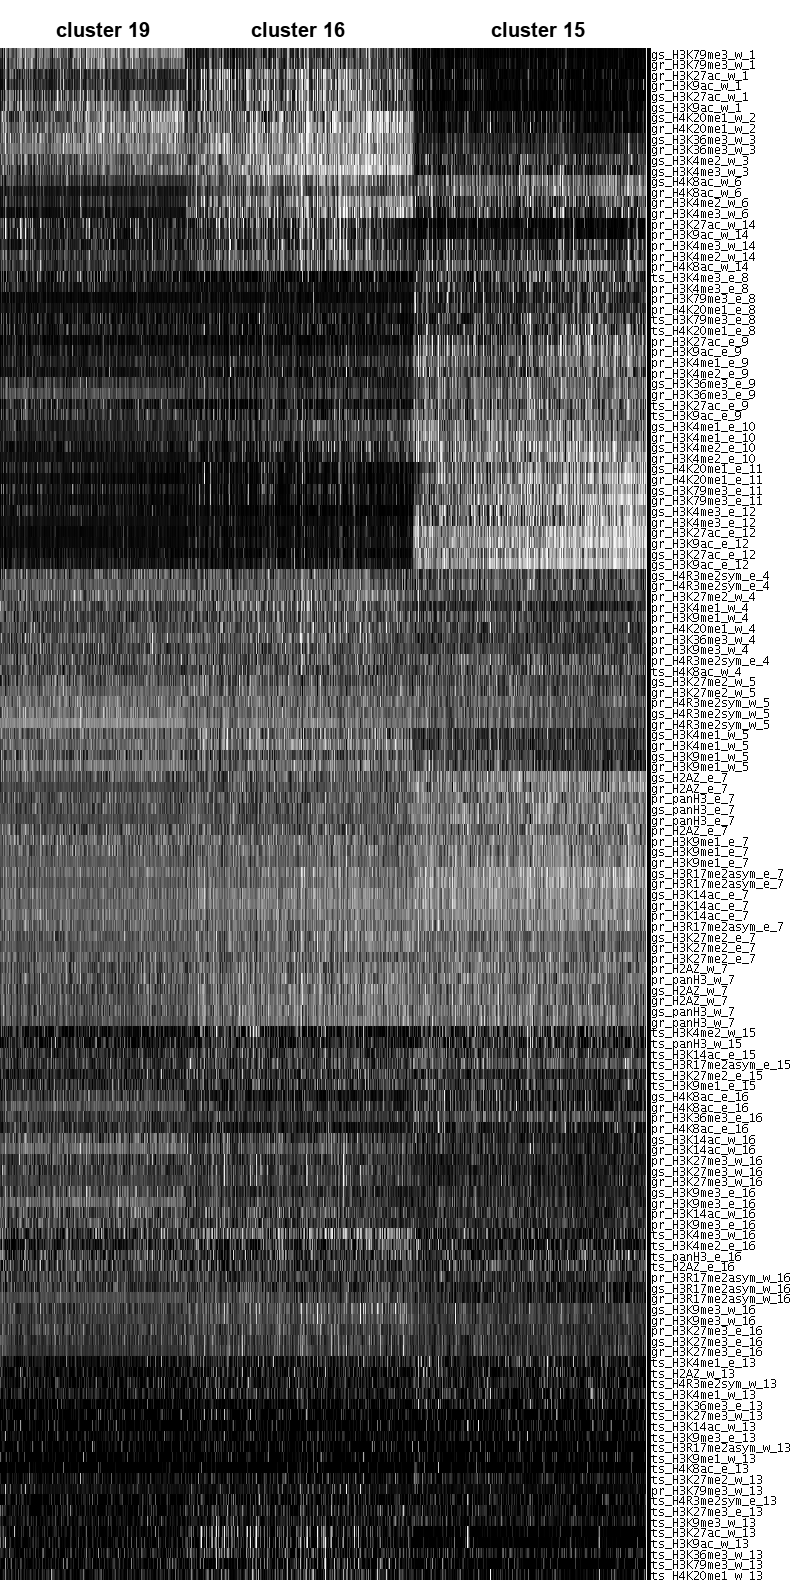
**

**B**
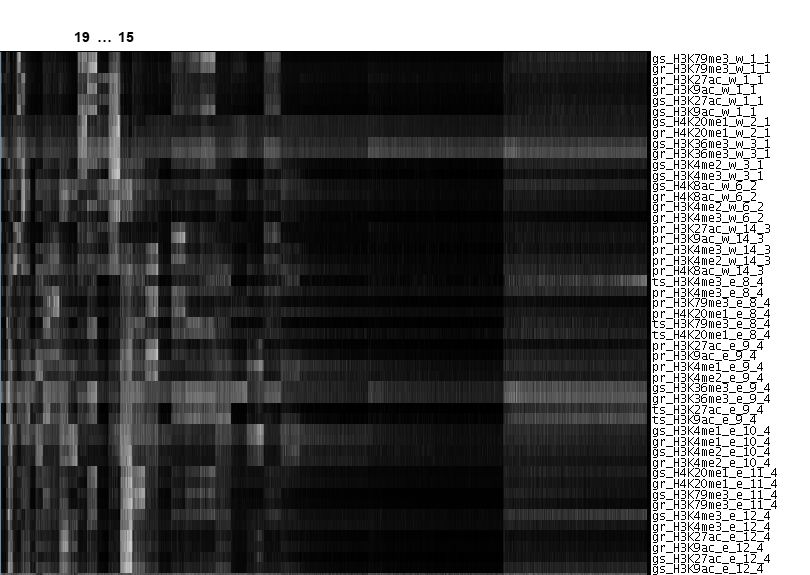

(A) Differential epigenetic profiles (DEP) of the EMT-related clusters. Same as Figure 3A, but the rows (epigenetic features) and columns (clusters) have been swapped to show all epigenetic features. The naming of each feature follows a convention. The first 3 segments separated by “_” correspond to: gene segment: pr - promoter, ts - transcription start site, gs - gene start, gr - gene body. The following numbers correspond to clusters at different resolutions (fine, coarse).

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 7: Table S4 — GO-terms most significantly enriched for GC16. A list of the most significantly enriched GO-terms in the epithelial-mesenchymal transition (EMT)-cluster 16, which has the highest functional similarity score to lists of EMT-associated genes. The enrichment P values were calculated using Fisher’s Exact Test and false discovery rate (FDR) corrected.

### Supplementary Table S4: GO-terms most significantly enriched for GC16

| **go-term** | **description** | **FDR p-value** |
| --- | --- | --- |
| go:0032502 go:0008219 go:0006950 go:0008283 go:0050896 go:0009987 go:0007155 go:0030154 go:0005515 go:0048856 go:0007165 go:0048646 go:0006928 go:0007154 go:0048870 go:0005615 go:0002376 go:0040011 go:0043066 go:0007568 go:0001525 go:0001816 go:0008285 go:0005576 go:0008150 go:0042060 | developmental process cell death response to stress cell proliferation response to stimulus cellular process cell adhesion cell differentiation protein binding anatomical structure dev. signal transduction anat. structure form. involved in morph. cellular component movement cell communication cell motility extracellular space immune system process locomotion negative regulation of apopt. aging angiogenesis cytokine production negative regulation of cell prolif. extracellular region biological_process wound healing | 0 0 0 0.000000000000001 0.000000000000002 0.000000000000003 0.000000000000019 0.000000000000047 0.000000000000329 0.000000000003768 0.000000000004093 0.00000000000842 0.000000000071532 0.000000000202326 0.000000000209765 0.000000000643198 0.000000003815827 0.00000003046501 0.000000230123362 0.000000828426091 0.000001219237428 0.000003457013022 0.000005147505251 0.000005614032241 0.000007644147652 0.000010570630365 |

A list of the most significantly enriched GO-terms in the EMT-cluster 16, which has the highest functional similarity score to lists of EMT-associated genes. The enrichment p-values were calculated using Fisher’s Exact Test and FDR corrected.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 13: Figure S5 — Heat map of differential enhancer clusters. Heat map showing differential enhancer clusters that are either activated or repressed. These clusters generally show gain (G) or loss (L) across all marks, corresponding to activation or repression, respectively. While H3R17me2asym shows correlation with differential H3K27ac levels at enhancers, it has relatively little coherence across the globally activated and repressed clusters. Additionally, of the marks that correlate with differential H3K27ac or H3K4me1 levels at enhancers, H3R17me2asym shows the weakest correlation (Supplementary Figure S1).

### Supplementary Figure S5: Heat map of differential enhancer clusters

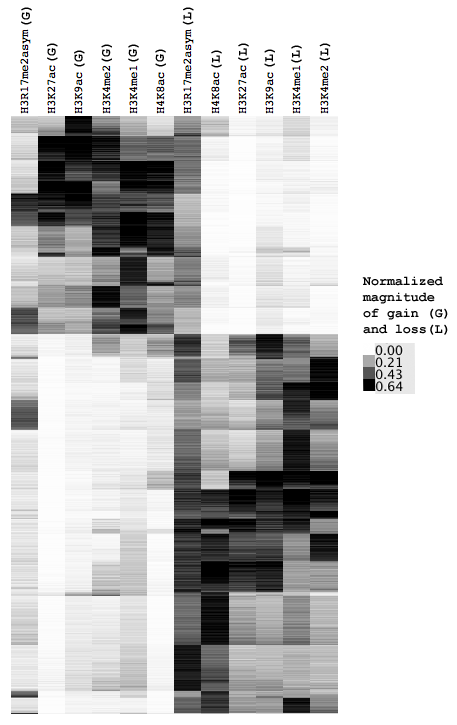

Heat map showing differential enhancer clusters that are either activated or repressed. These clusters generally show gain (G) or loss (L) across all marks, corresponding to activation or repression, respectively. While H3R17me2asym shows correlation with differential H3K27ac levels at enhancers, it has relatively little coherence across the globally activated and repressed clusters. Additionally, of the marks that correlate with differential H3K27ac or H3K4me1 levels at enhancers, H3R17me2asym shows the weakest correlation (Supplementary Figure S1).

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 14: Figure S6 — Activation and repression of enhancers correlate with changes in gene expression. The plot shows the correlation between differential gene expression (log2 fold-change color) and the ‘activation’ Y-axis, and ‘repression’ X-axis of proximal enhancers. Each dot represents a gene. Its position in the X-Y plane indicates whether its proximal enhancers are rather ‘activated’ (dot close to Y) or ‘repressed’ (dot close to X).

### Supplementary Figure S6: Activation and repression of enhancers correlates with changes in gene expression

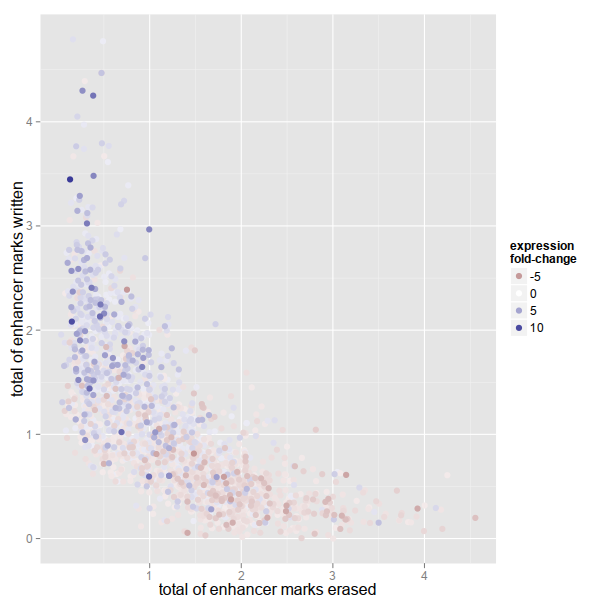

The plot shows the correlation between differential gene expression (log2 fold-change color) and the “activation” Y-axis, and “repression” X-axis of proximal enhancers. Each dot represents a gene. Its position in the X-Y plane indicates whether its proximal enhancers are rather “activated” dot close to Y or “repressed” dot close to X.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 15: Figure S7 — AP-1 and c-Myc enrichment in gene clusters via enhancers. Association of (A) AP-1 and (B) c-Myc binding sites with gene clusters via enhancers. Enrichment of each factor’s binding sites (ENCODE) in the enhancers assigned to each gene cluster.

### Supplementary Figure S7: AP-1 and c-Myc binding site enrichment in gene clusters via enhancers

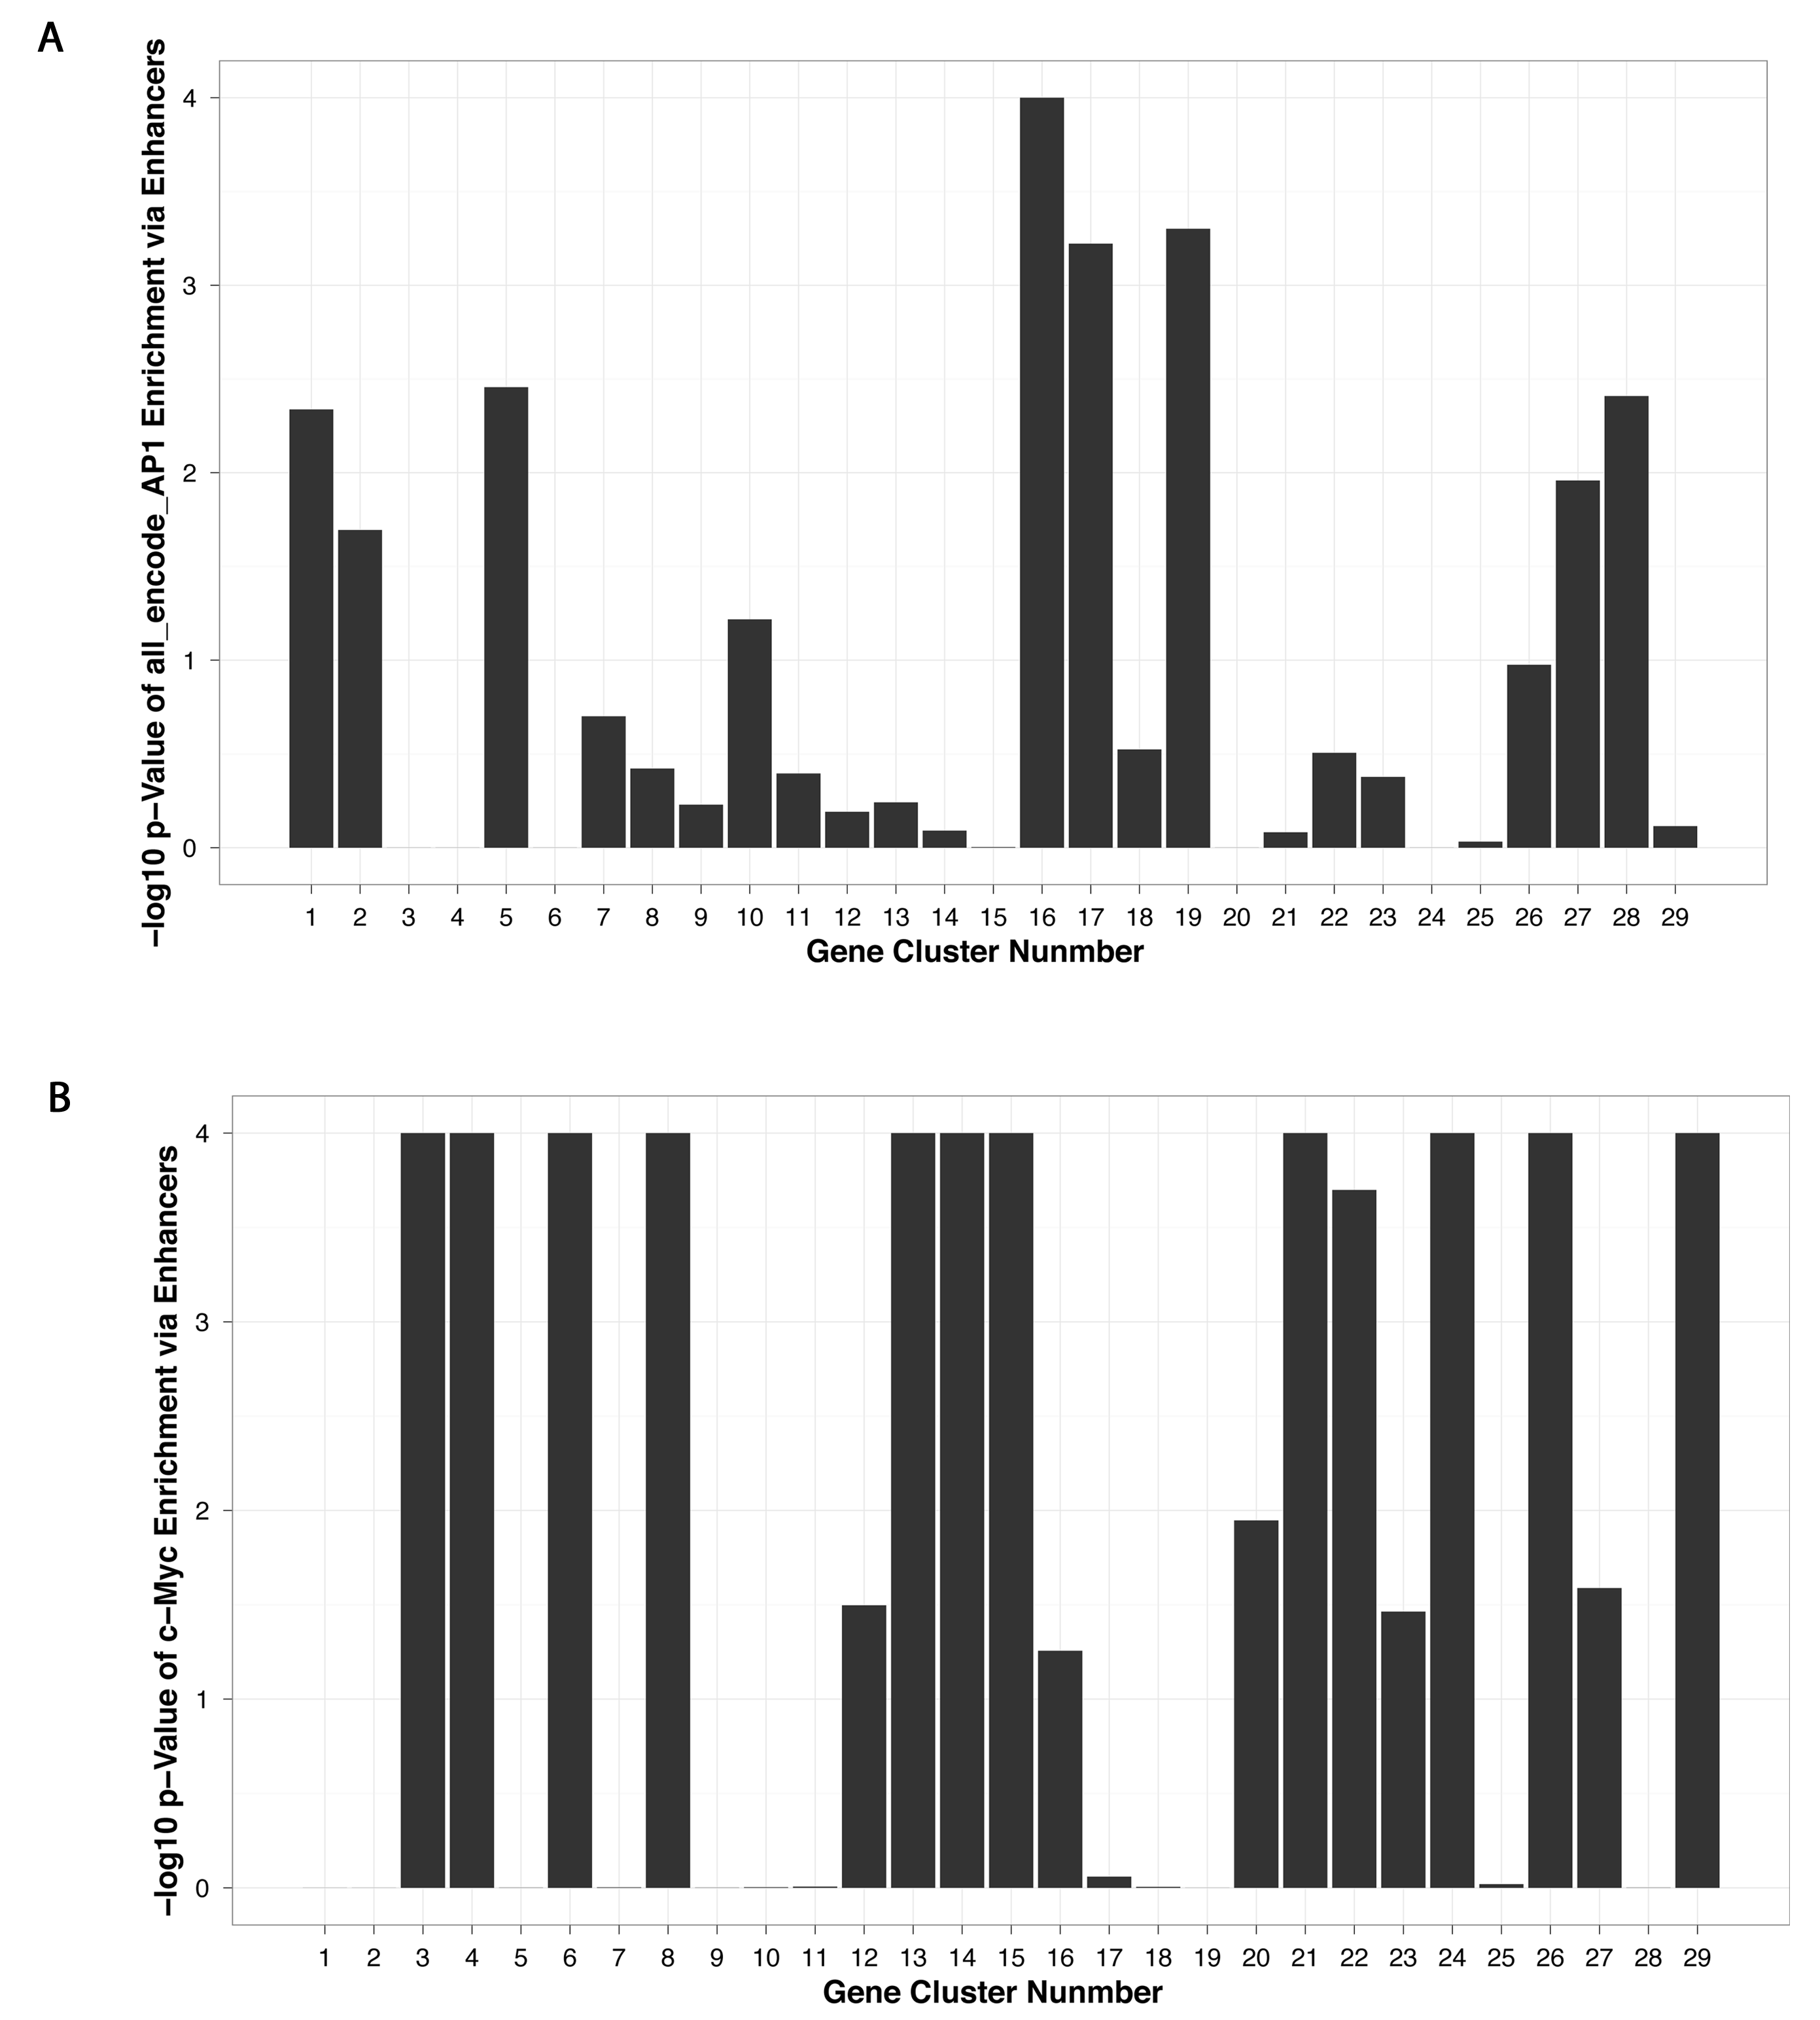

Association of (A) AP-1 and (B) c-Myc binding sites with gene clusters via enhancers. Enrichment of each factor’s binding sites (ENCODE) in the enhancers assigned to each gene cluster.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 16: Figure S8 — PCR of MYC from cells before and after induction of the epithelial-mesenchymal transition (EMT). Three dimensional cultures of A549 cells were left alone (No Add) or treated with TNF and TGFb (TNF/TGF) for ninety-six hours. Expression of c-Myc (MYC) was measured by QRT-PCR using MYC, forward 5’-TCAAGAGGCGAACACACAAC-3’ and reverse 5’-GGCCTTTTCATTGTTTTCCA-3 primers. MYC expression levels were normalized to GAPDH using forward 5’-GAAGGTGAAGGTCGGAGTC-3’ and reverse 5’-GAAGATGGTGATGGGATTTC-3’ primers. Results shown were calculated mean ± S.D, *p <0.05, of three independent experiments.

### Supplementary Figure S8: PCR of *MYC* in before and after induction of EMT

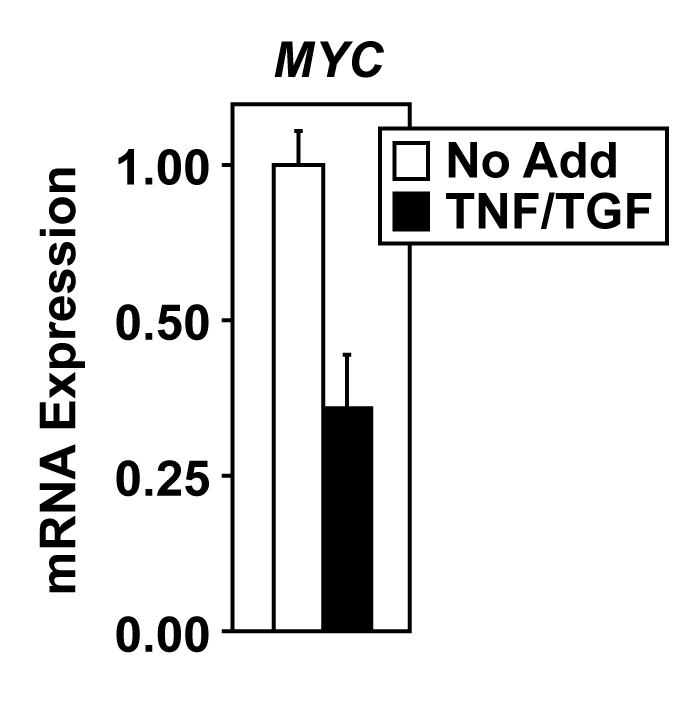

Three dimensional cultures of A549 cells were left alone (No Add) or treated with TNF and TGFb (TNF/TGF) for ninety-six hours. Expression of c-Myc (*MYC*) was measured by QRT-PCR using *MYC*, forward 5′-TCAAGAGGCGAACACACAAC-3′ and reverse 5′-GGCCTTTTCATTGTTTTCCA-3 primers. *MYC* expression levels were normalized to *GAPDH* using forward 5’-GAAGGTGAAGGTCGGAGTC-3’ and reverse 5’-GAAGATGGTGATGGGATTTC-3’ primers. Results shown were calculated mean ± S.D, *p <0.05, of three independent experiments.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 17: Table S9 — Hubs in the epithelial-mesenchymal transition (EMT)-network. List of hubs in the protein-protein interaction network induced by genes from the EMT-GCs. For each hub gene, its epigenetic cluster, PageRank and module number is reported.

### Supplementary Table S9: Hubs in the EMT-network

| **gene** | **cluster** | **PageRank** | **module** |
| --- | --- | --- | --- |
| *ACTB CTNNB1 PRKCA EGFR SMAD3 JUN RELA RAC1 ABL1 IKBKG CDC42 NFKB1 PTK2 MYC RHOA HSPA1A UBC RXRA YWHAQ CAV1* | GC15 GC19 GC19 GC16 GC16 GC16 GC16 GC16 GC19 GC15 GC19 GC19 GC19 GC15 GC19 GC15 GC31 GC15 GC19 GC16 | 0.009812514608410358 0.008137655641433131 0.007567603554185837 0.00740360591481466 0.007284068183775619 0.006856907936399415 0.006692624429961651 0.006048362600922968 0.005567066216904118 0.005476110163224449 0.005377974924832943 0.0047451253191954 0.004702671000409733 0.004601641500311377 0.004601392423991404 0.004059409863611812 0.004015419479797583 0.003979052322132958 0.0037654930457035733 0.0037148072527496195 | 7 6 7 7 6 6 6 7 7 4 7 6 7 6 7 0 6 6 6 7 |

List of hubs in the protein-protein interaction network induced by genes from the EMT-GCs. For each hub gene its epigenetic cluster, PageRank and module number is reported.

# Supplementary material for: Epigenetic coordination of signaling pathways during the epithelial-mesenchymal transition
**Source:** Epigenetics Chromatin. 2013 Sep 2;6:28. doi: 10.1186/1756-8935-6-28
**Supplement:** Additional file 18: Figure S9 — Protein-protein interaction (PPI) network induced by downregulated genes. This network contains genes that are four-fold or more downregulated and genes that mediate interactions between down-regulated genes. Color of nodes corresponds to differential gene expression (blue – down, red – up, white – no change). Size of nodes corresponds to the PageRank.

### Supplementary Figure S9: PPI network induced by down-regulated genes

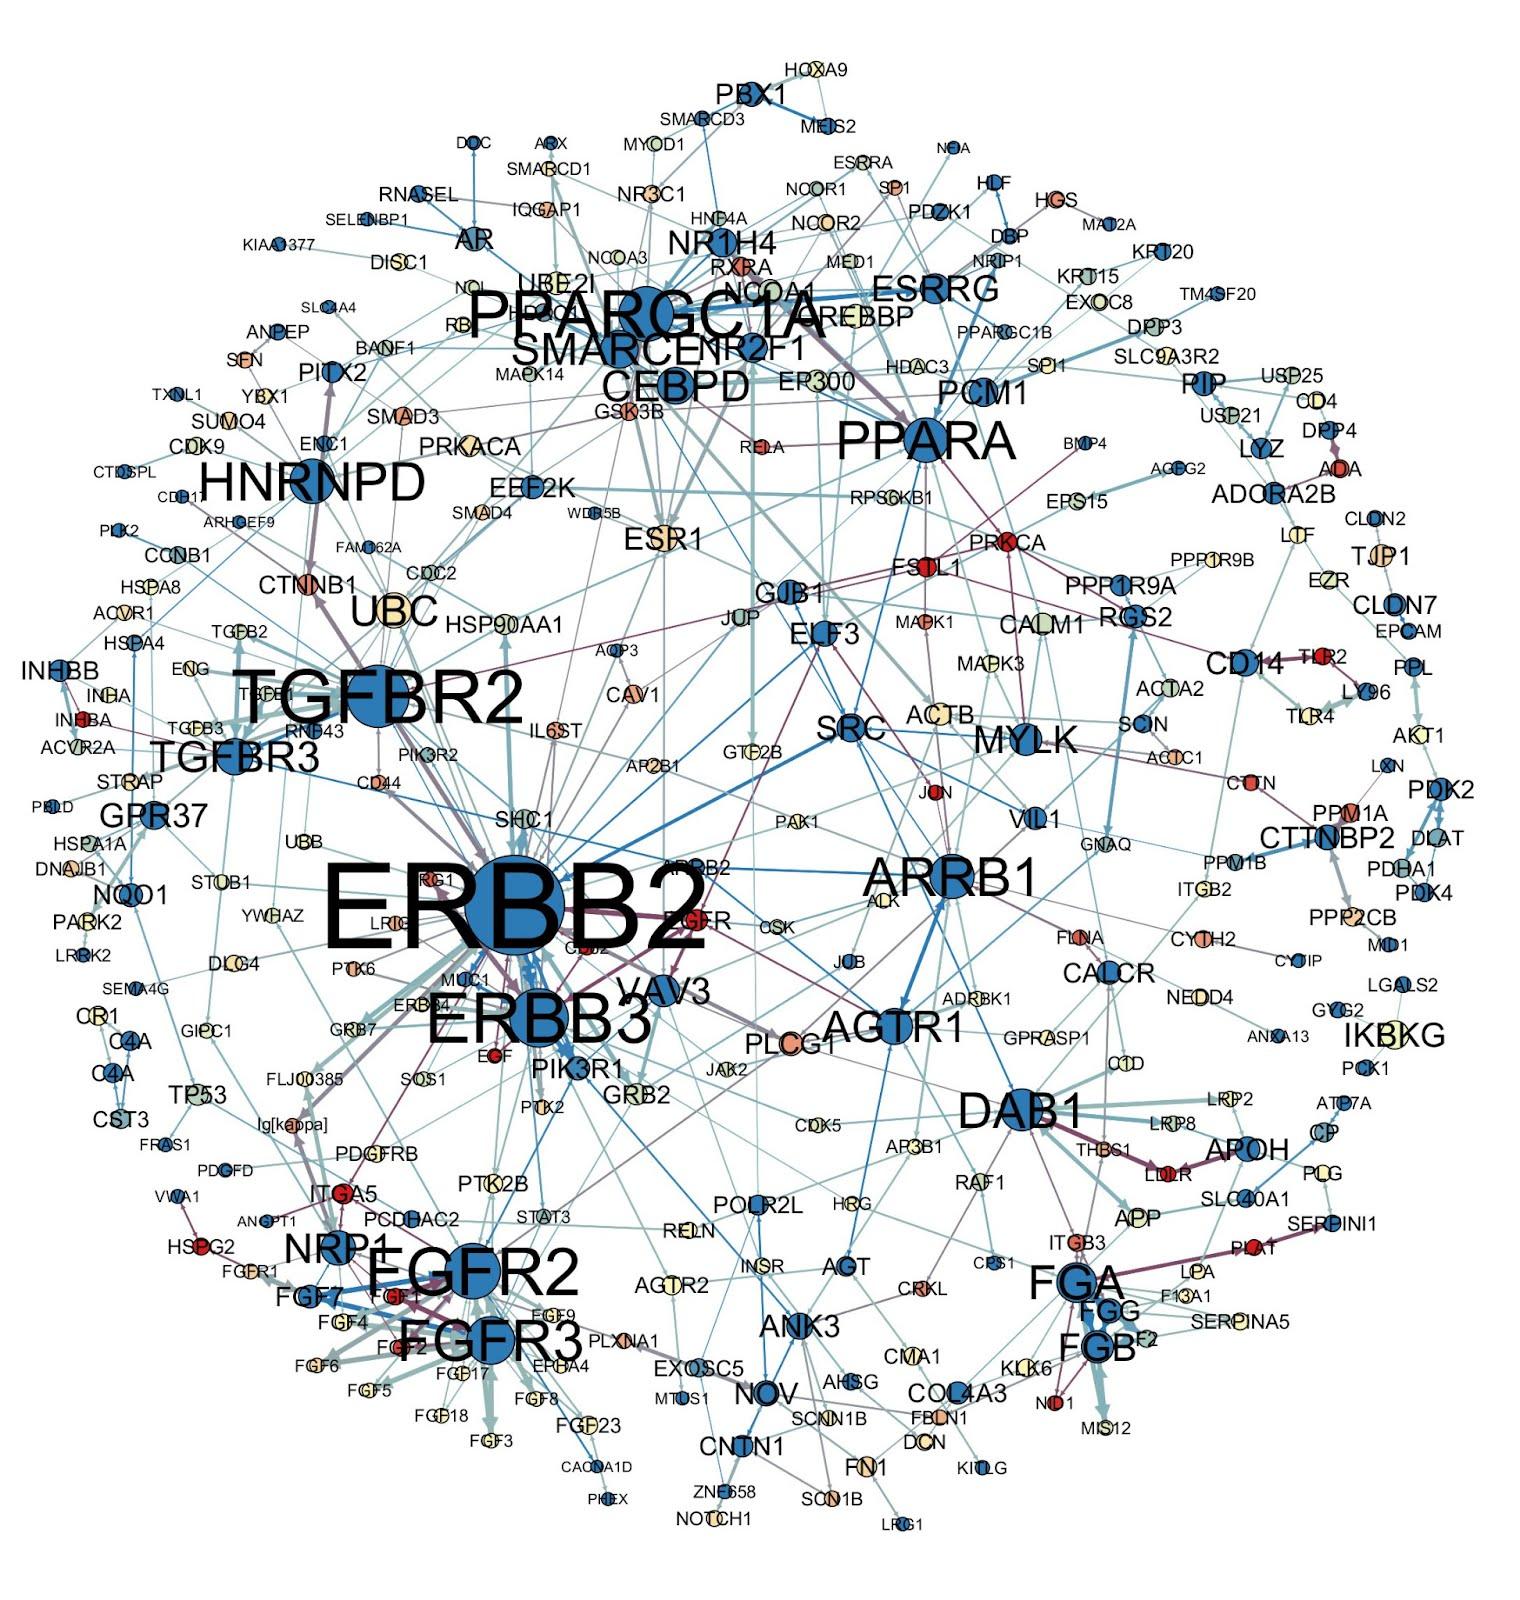

Protein-protein interaction network induced by the most down-regulated genes. This network contains genes that are 4-fold or more down-regulated and genes that mediate interactions between down-regulated genes. Color of nodes corresponds to differential gene expression (blue – down, red – up, white – no change). Size of nodes corresponds to the PageRank.

How the deposited data were processed for this re-analysis (not part of the article)

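A549 cells, a human lung adenocarcinoma line, were profiled as spheroids (3D) and monolayers (2D), given vehicle or TNF and TGFβ, on 8 Affymetrix U133 plus 2.0 arrays, 2 in each of 4 groups. The deposited log2 expression values were made by the authors with GCRMA, which subtracts background and normalizes and summarizes the probes of each probe set. The paper names GCRMA and limma without versions, and the deposited sample records give 3.6.9 for limma. Array medians lie between 2.43 and 2.50 and the lowest value on each array is 2.23, and no array was centred or further normalized here. Of the 54613 probe sets tested, 15259 (27.9%) had the same value on all arrays.

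Group differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on 4 group means, all 8 arrays), with Benjamini-Hochberg adjustment over all tested probe sets and a threshold of 0.05. The fit had 4 residual degrees of freedom and a prior of 0.347. The comparisons were treated and control 3D cultures, treated and control 2D cultures, the difference between both responses, and 3D and 2D control cultures. A gene is represented by the probe set with the largest log2 fold-change in size in the 3D comparison and by the one with the highest mean over the 8 arrays in the others. Where a control or treated group was near background, the fold is given as a lower bound against the medians of that group's arrays. A group is near background when it is below the array median on both of its arrays. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

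Of the gene lists, 47 were fixed without sight of the values and 7 hold genes that the paper's text names. Where the 47 lists also hold genes that the paper names for expression on the same arrays, their counts are not independent evidence. Lists of at least 5 genes were tested with camera at a preset correlation of 0.01 and again with an estimated correlation. They cover EMT transcription factors, epithelial and mesenchymal markers, matrix and proteases, TNF, NF-κB and TGFβ signalling, immediate early genes, receptors, chromatin enzymes, metabolism, cell cycle, stress responses, housekeeping genes and markers of cells that an A549 culture does not hold. The genes named are those to which the paper gives a fold or a direction, the 12 with the largest and the 12 with the smallest log2 fold-change among called genes of the 3D comparison, up to 4 called members of each list with the largest changes, list members that the paper names, and 8 with the largest and 8 with the smallest values in the other comparisons. The paper's values of its named genes and of the GC1 entries of Table S5 had been seen when this rule was written. CASP8 and BMP4, outside this rule, were named after their values were seen. TRAF3 and TNFRSF1A are also outside it by size, and had been listed beforehand as genes of the study, although the paper's text does not spell their symbols. For some lists fewer than 4 members are named.

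Pairs of arrays with the same replicate number were checked for shared deviations over 28189 brighter probe sets. The correlation was 0.283 between 2D control and 2D treated arrays and −0.015 to 0.09 between other groups, so replicate number was used as a block only as an alternative. The methods call the pairs technical duplicates and the deposited description biological replicates, which was not resolved. The other alternatives were an intensity trend, quantile normalization, subtraction of array medians, a filter on dim probe sets (above the array median on at least 2 arrays), ordinary t statistics of the same fit, the other rule for the probe set of a gene, adjustment over 1 probe set per gene, only the 4 arrays of a comparison, a fold of at least 2, and each array left out in turn. A fit without an array leaves a lone array, which is assumed to vary like the other groups.

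The fit was tested on simulated data with 10 draws of 54613 probe sets. Each draw held 100 changes of 1 and 100 changes of 2 on the log2 scale. The fit recovered 21.1% of changes of 1 and 46.1% of changes of 2, and 127 of 799 calls (15.9%) were unchanged probe sets. These changes are far fewer than the 3542 genes called in 3D, so neither share carries over to that comparison. In the simulation, 0 of 47 lists were called beside the list that had been moved. Histone and chromatin data, cluster memberships other than those in the text and in GC1, and experiments other than these arrays were not analysed here. The 62 Affymetrix control probe sets were left out of the tests. Probe sets that name several genes (1801) or are unnamed in the reference table (11721) were tested but not counted as genes.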

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

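The tests of technical explanations for the 3 patterns weighed here were all chosen after the results were seen, whereas the comparisons themselves had been planned.

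TNF and TGFβ changed fewer genes in 2D than in 3D cultures, with 24 higher and 15 lower in 2D, and the response itself differed between cultures for 645 genes (261 higher and 384 lower in 3D) at an adjusted p under 0.05 from limma. The balance of directions turned with some single arrays left out: 2D counts were 130 higher and 249 lower without 2D control replicate 1, 70 and 286 without replicate 2, 153 and 69 without 2D treated replicate 1, 363 and 109 without replicate 2, 8 and 6 without either 3D control array and 17 and 19 without either 3D treated array, against 1985 or more in all in 3D, and differing responses were 1399 and 863 without 3D treated replicate 1, 1215 and 522 without replicate 2 and 362 and 270 without 2D control replicate 2, while replicate number as a block gave 7 higher and 7 lower in 2D and 226 differing responses (105 and 121), and the filter on dim probe sets 125 and 108 in 2D and 2115 differing responses (741 and 1374). The root-mean-square difference between replicates in 2D was 1.04 times that in 3D. The main fit uses 1 spread per probe set over all 4 groups, so this ratio does not bear on the difference in counts. Cells that received no cytokines on the 2D treated arrays are argued against by 15 genes called higher in both cultures, where independent lists give 1.33. A smaller response of monolayers may be biological, as a hypothesis, and harvest time, density and the source of the replicates were not tested.

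Hypoxia-response genes were higher in 3D than in 2D control cultures (median log2 difference 2.47, camera adjusted p = 0.485 with an estimated correlation), and glycolysis genes had a median of 1.00 (camera adjusted p = 0.543 with an estimated correlation), with 15 of 20 higher in limma, 7 with replicate number as a block, 10 without 2D control replicate 1, 8 without 2D control replicate 2, 8 without 3D control replicate 1, 7 without 3D control replicate 2, 9 without either 3D treated array and 0 with only the 4 arrays of this comparison (17 at an unadjusted p under 0.05). In limma, 21 of 23 hypoxia-response genes were higher, and 11 without either 3D control array, 14 without 2D control replicate 1, 13 without 2D control replicate 2, 13 without either 3D treated array and 6 with only the 4 arrays of this comparison. Scaling of the arrays is argued against by a median of 2.58 after quantile normalization. RNA degradation in one culture type is argued against by a difference in 3′ minus 5′ control signal of −0.29 for ACTB and −0.02 for GAPDH. Low oxygen in spheroids is a candidate explanation that no test here addressed.

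Interferon-stimulated genes had a median log2 difference of 0.89 between treated and control 2D cultures, and the difference between the 3D and 2D responses had a median of −0.94. In limma, 0 of 32 passed in 2D (10 at an unadjusted p under 0.05, 8 higher when adjusted over the list alone), and 23 of 32 were higher on both treated arrays than on both control arrays. Without 2D treated replicate 1 the median was 0.50 and 2 members passed in limma, without 2D treated replicate 2 it was 1.36 and 7 passed (24 at an unadjusted p under 0.05), and the medians within replicate numbers 1 and 2 were 1.40 and 0.60, against a median difference of 0.74 between both 2D treated arrays. All of these medians stay above 0, where both explanations put a median at or below 0, but the lower of each pair lies under that replicate difference, so a part played by a single array or by replicate number is left open. The bound of both tests was first 0.3, which all these medians exceed so that both explanations would have been excluded, and after the values were seen it was replaced by the larger replicate difference, 0.74, which decides neither.

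Among genes whose response differed between 3D and 2D cultures, the log2 differences were 9.81 for LCE3D, 8.70 for MMP1, 8.09 for MMP9, 8.01 for INHBA, 7.86 for GAL, 7.32 for PPP1R14C, 7.21 for MAF and 6.79 for PDGFB, of which GAL and PPP1R14C had identical values on both 3D control arrays, and MAF on both 2D control arrays, MMP9 was close to background in 2D cultures and PPP1R14C in both control groups, and LCE3D, INHBA and PDGFB were near background in 3D control and both 2D groups, so that their sizes and ranks are not exact (standard errors 0.21 to 0.70, limma adjusted p from 0.00245 to 0.0157). They were −4.40 for SLC51B, −3.73 for FGA, −3.58 for KCNE3, −3.28 for SMIM2-AS1, −3.27 for DEPTOR, −3.24 for TMC5, −3.22 for AKR1C4 and −2.95 for CRACDL (standard errors 0.22 to 0.34, limma adjusted p from 0.00989 to 0.0392).

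Between treated and control 2D cultures, the log2 fold-changes were 4.24 for CA8, 2.54 for ID3, 2.45 for BMAL2, 2.25 for LINC00488, 1.75 for POM121L9P, 1.70 for SLC2A6, 1.53 for CALCB and 1.24 for DSE, LINC00488 and CALCB being near background in control cultures and at least 4.40-fold and 2.49-fold higher (limma adjusted p from 0.00111 to 0.0498). They were −2.37 for PDE3A, −1.91 for MRAP2, −1.77 for RAP1GAP, −1.45 for ZFP36L2, −1.24 for FRY, −1.11 for ASRGL1, −0.99 for PRKCA and −0.60 for PLEKHG2, PDE3A being near background in treated cultures and at least 5.15-fold lower (limma adjusted p from 0.000751 to 0.045). Of all 39 genes called in 2D, 8 were called again with replicate number as a block and 1 with only the 4 arrays of this comparison.

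Between 3D and 2D control cultures, 1141 genes were higher and 969 lower in 3D at an adjusted p under 0.05 from limma, but 516 and 525 without 2D control replicate 2, 882 and 320 without 3D control replicate 1, 780 and 242 without replicate 2, and 1966 and 2004 after the filter on dim probe sets. The log2 differences were 6.96 for SMAD3-DT, 5.98 for EGLN3, 5.96 for ANGPTL4, 5.90 for CLEC2B, 5.62 for CDCA2, 5.03 for CCN5, 4.95 for HK2 and 4.86 for H4C8 (limma adjusted p from 0.000459 to 0.0212). They were −3.78 for FBN2, −3.72 for HINT3, −3.70 for LINC00173, −3.53 for CNTNAP3, −3.37 for SLC17A3, −3.14 for BCAT1, −3.09 for ANK2 and −3.08 for COL12A1 (limma adjusted p from 0.008 to 0.0449).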

How the results depend on the processing

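No alternative in this part was chosen after seeing the data. Of the 165 called genes named at a claim, 32 lost the call with replicate number as a block, 20 with ordinary t statistics, 1 after quantile normalization, 0 with an intensity trend, with medians subtracted or after the filter on dim probe sets, and 130 with only the 4 arrays of the comparison. With 1 array left out, 40 lost it without either 2D control array, 41 without either 2D treated array, 74 and 72 without 3D control replicates 1 and 2, and 31 and 42 without 3D treated replicates 1 and 2. None of these 165 named genes changed sign in these fits, but among all called genes 7 were called in the opposite direction without 3D treated replicate 1, 3 without 3D treated replicate 2, 2 without 3D control replicate 1, 2 after quantile normalization, 1 with medians subtracted and 7 with the other probe set rule. These counts of opposite calls cover only the comparison of treated and control 3D cultures. Between 3D and 2D control cultures, the other probe set rule gave 8 opposite calls. With that rule, the named genes PRKCA (−0.28, adjusted p = 0.0812), RXRA (−0.37, adjusted p = 0.157) and ROR1 (−1.21, adjusted p = 0.201) changed sign between treated and control 3D cultures, for which the cause was not tested. The p-values rest on 2 arrays per group, with a lone array in each fit without 1 array, and on a spread that may be technical. Of the called genes in 3D, 39 were near background in both groups, 198 had a higher mean under 4 and 383 a log2 fold-change under 0.5 in size. In simulated data, 127 of 799 calls were unchanged probe sets, a share that does not carry over to 3D because far fewer changes were simulated.

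The 3542 genes changed in 3D became 2346 with the replicate block, 5573 with the filter, 554 with only the 4 arrays, 1929 with a fold of at least 2 and 1985 to 4344 without 1 array (lowest without 3D control replicate 2, highest without 3D treated replicate 1). The 39 changed in 2D became 14 with the block, 112 with medians subtracted, 233 with the filter, 6 with only the 4 arrays, 17 with a fold of at least 2 and 14 to 472 without 1 array (lowest without either 3D control array, highest without 2D treated replicate 2). The 645 differing responses became 226 with the block, 1423 with medians subtracted, 2115 with the filter, 310 with ordinary t statistics, 1083 with adjustment over 1 probe set per gene, 380 with a fold of at least 2 and 557 to 2262 without 1 array (lowest without 2D treated replicate 1, highest without 3D treated replicate 1). The 2110 genes that differ between control cultures became 902 with the block, 3970 with the filter, 1331 with ordinary t statistics, 254 with only the 4 arrays, 869 with a fold of at least 2 and 1022 to 1383 without 1 array (lowest without 3D control replicate 2, highest without 2D control replicate 1). The correlation of both responses across genes, 0.429, was 0.583 over called genes only, and 0.368 to 0.44 without 1 array. The GC1 median of −0.30 was −0.22 after quantile normalization, −0.36 with medians subtracted, −0.36 with the filter and −0.34 to −0.25 without 1 array. Of the lists called in 3D, 29 became 0 with an estimated correlation and 25 to 29 without 1 array, and of the genes with a value in the paper's text 33 became 6 with only the 4 arrays and 22 to 29 without 1 array. An added fold can only lower a count, and the cause of the other shifts was not tested. The genes called under an alternative are not always genes called in the main fit. In 2D, 8 of the 14 genes called with the block and 1 of the 6 with only the 4 arrays were. In 3D, this held for 2200 of 2346 and 471 of 554 genes.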

Differences from the paper's values

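The probe set of JUN named below was looked up after the values were seen, and the alternatives were set before the data were examined. For ARRB1 the paper's log2 fold-change is −1.62 and the value here is −2.61. It is −1.67 with the other probe set rule, which lies within the replicate SD of the paper's value, and it differs under every other alternative. The paper's value for its other β-arrestin gene equals the −2.61 found here for ARRB1, and no tested probe set carries that other name in the reference table used here. For JUN the paper's log2 fold-change is 3.62 and the value here is 4.10. No alternative brings it within the replicate SD, and the other probe set rule gives 2.97. Another probe set of JUN, chosen after seeing the values, gives 3.62.

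The paper states that EZH2 is higher and NCOA2 lower in treated cells, and their log2 fold-changes here, 1.13 and −1.43, equal the paper's values but did not pass (limma adjusted p = 0.501 and 0.199, ranges 0.182 to 0.89 and 0.0612 to 0.551 over all alternatives). The paper states a decrease of MYC, of FGFR2 and an increase of CEBPG, and none passed here (limma adjusted p = 0.106, 0.0559 and 0.0934). For MYC the paper also reports a significant reduction by QT-PCR, which was not analysed here. It names FGFR2 from a network seeded by a cutoff on the log2 fold-change. MYC passed after the filter on dim probe sets (0.0291, range 0.0291 to 0.321). CEBPG passed after that filter (0.0285) and with the other probe set rule (0.0235, range 0.0235 to 0.28). FGFR2 passed with an intensity trend (0.0448), with medians subtracted (0.0302), after the filter (0.012) and with adjustment over 1 probe set per gene (0.0339), within a range of 0.012 to 0.471, and its log2 fold-change was 0.64 with the other probe set rule. The other genes with a value in the paper's text differed by less than the replicate SD. The paper describes lower expression in GC15, and of its 22 members named in the text 11 rose, 6 fell and 5 did not pass, several of them being named as exceptions and others as network hubs. The share of changed genes was 17.9% of 19775 genes, and the paper gives 18.5% of 20707 genes at the same threshold.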

Other observations

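Apart from the overlap of genes lower in both cultures, none of the values in this part comes from a test chosen after seeing the data. The matching overlap of higher genes is among the tests chosen afterwards. The comparisons of control cultures and of 2D cultures had been planned. Control spheroids differed from control monolayers in genes of oxygen and energy metabolism. The 23 hypoxia-response genes had 21 higher, 0 lower and 2 not passing (21 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 9.74e-17, and adjusted p = 0.485 with an estimated correlation. EGLN3, a prolyl hydroxylase of the hypoxia pathway, and ANGPTL4, a lipoprotein lipase inhibitor, were higher by 5.98 and 5.96 on the log2 scale, and NDRG1, a hypoxia-induced gene, by 4.85 (limma adjusted p = 0.0212, 0.00628 and 0.00628). The 20 glycolysis genes had 15 higher, 0 lower and 5 not passing (17 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 1.68e-12, and adjusted p = 0.543 with an estimated correlation, and the glycolytic enzyme genes HK2, ALDOC and ENO2 and the glucose transporter gene SLC2A3 were higher by 4.95, 4.75, 3.02 and 3.51 (limma adjusted p = 0.00532, 0.0296, 0.0232 and 0.019). NRF2 target genes had 0 higher, 9 lower and 11 not passing (0 higher and 13 lower when adjusted over the list alone), with camera adjusted p = 4.95e-08, and adjusted p = 0.485 with an estimated correlation. Genes of tRNA synthesis had 2 higher, 10 lower and 19 not passing and of cholesterol biosynthesis 1 higher, 4 lower and 13 not passing (4 higher and 17 lower when adjusted over the list alone, and 1 higher and 11 lower when adjusted over the list alone), with camera adjusted p = 0.000488, and adjusted p = 0.615 with an estimated correlation, and camera adjusted p = 0.000769, and adjusted p = 0.637 with an estimated correlation, respectively. Ribosomal proteins had 5 higher, 0 lower and 26 not passing (6 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 8.93e-06, and adjusted p = 0.615 with an estimated correlation. Without 1 array, 11 hypoxia-response genes (without either 3D control array) to 17 (without either 2D treated array) and 7 (without 3D control replicate 2) to 12 (without either 2D treated array) glycolysis genes were called, 15 and 7 with a replicate block, and 6 and 0 in limma with only the 4 arrays of the comparison, where 17 glycolysis genes had an unadjusted p under 0.05.

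In 2D cultures, 1 of 30 NF-κB target and feedback genes was higher and 0 lower in limma, with 2124 genes of all at an unadjusted p under 0.05 (16 higher when adjusted over the list alone), a median log2 fold-change of 0.77 and camera adjusted p = 4.45e-19, and adjusted p = 0.139 with an estimated correlation. ID proteins and BMP feedback genes had 1 higher, 0 lower and 10 not passing (4 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 4.89e-05, and adjusted p = 0.37 with an estimated correlation. The genes called in 3D had a 2D response of the same sign in 73.7% of 3235 cases, and 8 genes were lower in both cultures (1.62 expected of independent lists). Across the 19775 genes the 2D and 3D responses had a Pearson r of 0.429 and a Spearman rho of 0.32, and genes are not independent replicates. Of the genes called in 3D with at least a 2-fold change, the median ratio of the 2D to the 3D response was 0.173.

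Markers that the paper reports from earlier work were also on these arrays in 3D, and of 10 measured, 5 passed in the stated direction (SNAI2, ZEB2, MYCN and VIM higher, CDH1 lower) and 3 did not pass (TWIST1, SNAI1 and KLF4). The other genes, SOX2 and KIT, were near background in control cultures on all their probe sets, KIT in treated ones too, so their tests in limma decide nothing. VIM passed on a probe set close to background but not on its bright one (0.32, limma adjusted p = 0.0839), whereas KLF4 passed on the one with its highest mean (0.73, 0.0485). In limma, VIM did not pass without 3D control replicate 1 or 2 (adjusted p = 0.0703 and 0.0715), CDH1 without 3D control replicate 2 (0.0777), 3D treated replicate 1 or 2 (0.0722 and 0.0649) or either 2D treated array (0.0596), and MYCN without 3D control replicate 1 (0.0647), 3D treated replicate 1 or 2 (0.0637 and 0.0667) or either 2D control array (0.0566). CDH1 and MYCN did not pass with replicate number as a block. None of SNAI2, ZEB2, MYCN, VIM and CDH1 passed in a fit of the 3D arrays alone. TWIST1, an EMT transcription factor, had a log2 fold-change of 0.97 and SNAI1, another, 0.47 (limma adjusted p = 0.0828 and 0.259). Stem-cell markers as a list had 1 higher, 1 lower and 7 not passing (2 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.334, and adjusted p = 0.429 with an estimated correlation. Lists of the cell cycle had 3 higher, 6 lower and 26 not passing for DNA replication (5 higher and 8 lower when adjusted over the list alone), with camera adjusted p = 0.346, and adjusted p = 0.42 with an estimated correlation, and 1 higher, 1 lower and 33 not passing for mitosis (1 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 0.338, and adjusted p = 0.766 with an estimated correlation. Interferon-stimulated genes in 3D had 4 higher, 3 lower and 25 not passing (4 higher and 4 lower when adjusted over the list alone), with camera adjusted p = 0.2, and adjusted p = 0.766 with an estimated correlation. A second count of these 32 genes, made beside the alternatives, had 3 higher and 3 lower in the main limma fit. The cause of the difference between both counts was not tested. Genes of the unfolded protein response had 4 higher, 1 lower and 18 not passing (4 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.177, and adjusted p = 0.402 with an estimated correlation. Hypoxia-response genes in 3D had 7 higher, 0 lower and 16 not passing (10 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 0.00527, and adjusted p = 0.42 with an estimated correlation, and glycolysis genes 2 higher, 3 lower and 15 not passing (5 higher and 7 lower when adjusted over the list alone), with camera adjusted p = 0.845, and adjusted p = 0.924 with an estimated correlation. Without either 3D control array, 0 hypoxia-response genes were called in 3D by limma (9 and 12 at an unadjusted p under 0.05 without replicates 1 and 2), 3 without 3D treated replicate 1, 2 without replicate 2, and 4 without either 2D control array. Housekeeping genes had 0 higher, 2 lower and 11 not passing (0 higher and 2 lower when adjusted over the list alone), with camera adjusted p = 0.218, and adjusted p = 0.371 with an estimated correlation, and ribosomal proteins 0 higher, 0 lower and 31 not passing (0 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 0.203, and adjusted p = 0.592 with an estimated correlation. Markers of leukocytes and of endothelial cells, which an A549 culture does not hold, had 0 higher, 0 lower and 11 not passing and 1 higher, 0 lower and 10 not passing (0 higher and 0 lower when adjusted over the list alone, and 1 higher and 0 lower when adjusted over the list alone), with camera adjusted p = 0.58, and adjusted p = 0.623 with an estimated correlation, and camera adjusted p = 0.177, and adjusted p = 0.323 with an estimated correlation, respectively, and 6749 genes of all had an unadjusted p under 0.05 in 3D.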
